# Integrated Analysis of Small RNA, Transcriptome, and Degradome Sequencing Reveals the Water-Deficit and Heat Stress Response Network in Durum Wheat

**DOI:** 10.3390/ijms21176017

**Published:** 2020-08-21

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** next-generation sequencing, microRNAs, transcriptome, degradome, durum wheat, water-deficit stress, heat stress, epigenetics, cereal crop improvement

## Abstract

Water-deficit and heat stress negatively impact crop production. Mechanisms underlying the response of durum wheat to such stresses are not well understood. With the new durum wheat genome assembly, we conducted the first multi-omics analysis with next-generation sequencing, providing a comprehensive description of the durum wheat small RNAome (sRNAome), mRNA transcriptome, and degradome. Single and combined water-deficit and heat stress were applied to stress-tolerant and -sensitive Australian genotypes to study their response at multiple time-points during reproduction. Analysis of 120 sRNA libraries identified 523 microRNAs (miRNAs), of which 55 were novel. Differentially expressed miRNAs (DEMs) were identified that had significantly altered expression subject to stress type, genotype, and time-point. Transcriptome sequencing identified 49,436 genes, with differentially expressed genes (DEGs) linked to processes associated with hormone homeostasis, photosynthesis, and signaling. With the first durum wheat degradome report, over 100,000 transcript target sites were characterized, and new miRNA-mRNA regulatory pairs were discovered. Integrated omics analysis identified key miRNA-mRNA modules (particularly, novel pairs of miRNAs and transcription factors) with antagonistic regulatory patterns subject to different stresses. GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis revealed significant roles in plant growth and stress adaptation. Our research provides novel and fundamental knowledge, at the whole-genome level, for transcriptional and post-transcriptional stress regulation in durum wheat.

## 1. Introduction

Water-deficit and heat are significant environmental threats that negatively impact crop production and quality, ultimately putting world food security at risk [1]. Durum wheat (2*n* = 28, AABB, *Triticum turgidum durum* L.) is the most widely cultivated tetraploid and is used for its high grain quality and versatility in making products, such as pasta [2,3]. Durum wheat is mainly grown in semi-arid Mediterranean environments where water scarcity and high temperature often occur [4,5]. Improving crop resilience to water-deficit and heat stress has become a major target for breeding programs.

For cereal crops, grain production largely depends on the reproductive processes, such as flowering and grain fill, both of which are highly sensitive to abiotic stress [1,6]. Crop plants have developed dynamic response mechanisms at the morphological, physiological, and biochemical levels to mitigate the negative effects of abiotic stress and to ensure reproductive success. To cope with water deficiency, the physiological adaptation in wheat species include mechanisms to maintain plant water status, such as limiting water loss (through stomatal closure or reduced leaf area) and maximizing water uptake (increased lateral roots or deeper root systems) [7,8,9,10]. Other tolerance strategies to reduce cellular damage caused by water deficiency include osmotic adjustments and protective enzyme activities to enhance reactive oxygen species (ROS) scavenging [11,12]. To cope with heat stress, physiological and metabolic adaptations in wheat species include increased production of chaperone proteins like heat shock proteins (HSPs); the activation of antioxidant defense system to minimize heat-induced oxidative damage; changes in cellular structures, such as membrane fluidity adjustment to enhance membrane stability [13,14,15]. In Mediterranean conditions, such as those typically found across the Australian wheat belt, water-deficit stress usually starts during spring before anthesis, and water deficiency often continues to intensify through grain filling [8,9]. Short periods of heat stress during the post-anthesis period are also prevalent in Australian field environments [16,17]. In Australian durum wheat genotypes, water-deficit stress applied from the booting stage until harvest had caused a reduction in grain number per plant by up to 64.6%, and reduction in grain yield per plant by up to 61.6% [9]. The negative impacts of reproductive-stage water deficiency on grain number are predominantly linked to the decrease of photosynthetic activity, which causes insufficient source supply to the reproductive tissues, eventually leading to floret abortion and failed grain formation [9,18]. In Italian durum wheat cultivars, just a small increase in mean minimum air temperature post-anthesis caused grain yield reduction by up to 22.6% [19]. Significant genotypic differences in yield performance were observed between modern and traditional cultivars, mainly attributed to differences in their leaf traits, such as net photosynthesis rate and transpiration rate [19]. Although water-deficit stress and high temperature are commonly coupled in the field, their combined effects can be quite different from their individual impact [1,8]. Therefore, to build crop resilience, it is crucial to investigate the effects of water-deficit stress and heat stress independently and combined, in a systematic manner. Moreover, the additive influence of reproductive-stage water-deficit and heat stress is genotype-dependent. In our previous study [8], Australian genotypes with varying stress tolerance levels exhibited contrasting responses to water-deficit and heat stress—not only for yield components but also for quality traits, such as grain protein content, and physiological traits, such as leaf chlorophyll content. This genotypic diversity in stress adaptation is underpinned by transcriptional and post-transcriptional regulatory molecular mechanisms that could be harnessed to breed for crop resilience [20]. However, currently, the stress regulatory molecular network in durum wheat is not well understood.

Recent biotechnology advances like next-generation sequencing (NGS) have significantly fast-tracked the identification of novel regulators with significant potential for crop improvement. Plant microRNAs (miRNAs), a type of small non-coding RNAs (sRNAs), are promising candidates for improving crop resilience [21,22,23]. As epigenetic regulators, miRNAs provide more efficient and precise regulation of gene expression in a sequence-specific manner [24,25]. Plant miRNAs can rapidly respond to different developmental and environmental signals and subsequently suppress the expression of their targets via mRNA cleavage or transcriptional inhibition [23,26,27,28]. These miRNA-target modules play significant roles in biological processes, such as signal transduction, nutrient transport, reproductive development, organ formation, and particularly, stress adaptation [29,30,31,32,33,34,35,36]. In crop plants, upon abiotic stress, miRNAs can quickly reprogram the expression of downstream genes that tightly regulate adaptive physiological traits, such as altered flowering timing and increased root water uptake. In wheat species, the target repertoire of stress-responsive miRNA includes many key genes involved in the molecular mechanism underlying stress tolerance (e.g., hormone biosynthetic enzymes, nucleic acid binding proteins, ROS scavengers, nutrient metabolic enzymes, and transporter proteins). Widely-known examples include modules like miR167 and ARF (auxin response factors), regulating auxin signaling; miR156 and SPL (Squamosa promoter binding protein-like) transcription factors, regulating flowering time; miR398 and superoxide dismutases, regulating ROS scavenging; miR164 and HSPs, regulating cellular protein conformation [37,38,39,40]. Studies in cereals have also reported contrasting regulatory patterns of miRNA-mRNA modules between stress-tolerant and -sensitive genotypes [18,41,42,43]. The molecular functions of these modules have been linked to physiological and yield performance, confirming that miRNAs are promising candidates for crop improvement. Previous reports on durum wheat used the sRNA-seq technique to investigate miRNA populations under nitrogen stress [44,45], water-deficit stress at the flowering time [46], and drought stress at the seedling stage [47]. A study with Italian cultivars also looked at miRNAs in response to short-term drought stress (2–3 days) and heat stress (3 h) in young seedlings [41]. However, no research has been conducted to elucidate miRNA functions specific to stress type, reproductive stage, and by using the durum wheat miRNAome exposed to individual and combined water-deficit and heat stress at different reproductive stages, among genotypes with contrasting tolerance levels. Previous research on durum wheat miRNA discovery also mainly used Italian cultivars [48,49], and there has been limited information on miRNA populations in Australian durum wheat germplasm. New knowledge gained on the miRNA population diversity in Australian genotypes will provide new opportunities for researchers or breeding programs interested in utilizing the genetic/epigenetic diversity in Australian durum wheat germplasm. Moreover, genomes of several cereal species are well known for their high level of complexity (polyploidy) and large size [50,51]. Lack of a high-quality reference genome has hindered epigenetic research in durum wheat, until recently where the first full-genome assembly (~10.45 GB) of durum wheat was reported [52], thus making it possible to further decrypt and harness new knowledge from NGS datasets. 

Apart from sRNA-seq, mRNA-seq (or transcriptome-seq) is another powerful high-throughput method for investigating stress regulatory networks [53,54,55]. Transcriptome studies in bread wheat [56,57] discovered a significant number of *Triticum aestivum* gene families involved in water-deficit and heat stress responses, such as receptor-like kinases, mitogen-activated protein kinase cascades, and transporter proteins. In durum wheat, by using cDNA-AFLP or array-based approaches, studies have identified drought- and heat-responsive genes involved in epigenetic regulation, ABA signaling, and senescence [58,59]. However, NGS-based transcriptome datasets have not been available in durum wheat to decipher the water-deficit/heat stress networks. Additionally, RNA-seq technology can be used for parallel analysis of RNA ends, i.e., degradome sequencing. Degradome-seq globally captures and sequences the uncapped 5′ ends of cleaved mRNA sequences, to identify mRNA degradation sites induced by miRNAs [60,61]. It is currently the only high-throughput NGS approach that identifies mRNAs targeted by miRNAs on the genome-wide scale. A significant number of miRNA-mRNA pairs have been validated via this method in bread wheat, rice, barley, and maize [62,63,64,65], but such research has not been conducted in durum wheat. Moreover, due to the gene silencing effect of miRNAs, miRNA-mRNA pairs often show spatiotemporal expression that is antagonistically regulated (i.e., up-regulation of miRNAs inversely correlated with down-regulation of mRNAs, and vice versa). Genome-wide analysis of such co-expression patterns is an important indicator that links the biological interactions of miRNA-target modules. This could only be achieved with a multi-omics analysis that collectively analyzes datasets of sRNA-seq, mRNA-seq, and degradome-seq at the same time. Previous research has successfully employed such a multi-omics approach in species like rice, maize, and chickpea [66,67,68,69]. However, it has not been previously undertaken in durum wheat. 

Here, we performed the first multi-omics analysis of the durum sRNAome, transcriptome, and degradome using NGS, aiming to systematically elucidate the molecular networks in response to single and combined water-deficit and heat stress. The number of sRNA libraries produced (a total of 120) was unprecedented in crop epigenetic research. We identified 523 durum wheat miRNAs, with 55 of them being novel. Transcriptome-seq discovered a total of 49,436 genes, with differentially expressed genes (DEGs) associated with hormone signaling, photosynthesis, and metabolic processes. Degradome-seq discovered over 100,000 miRNA-guided cleavage sites, many of which were unconfirmed before the current study. Newly identified mRNA targets included a significant number of transcription factors, protein kinases, and hormone regulators. Multi-omics analysis identified key miRNA-target pairs that were antagonistically regulated. Stress-responsive differentially expressed miRNAs (DEMs) and DEGs with genotypic patterns were involved in hormone homeostasis, transmembrane transport, and signaling transduction pathways. The results provided a substantial amount of novel and fundamentally important information of the durum wheat stress-response networks. Newly-discovered DEMs and DEGs provided valuable genetic and epigenetic resources for breeding programs aimed at enhancing varietal improvement to specific stresses. 

## 2. Results

### 2.1. Conserved and Novel miRNAs Identified in sRNA-seq

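Small RNA was measured in leaves of DBA Aurora, a stress-tolerant durum wheat cultivar, and of L6, a stress-sensitive breeding line. Plants were kept as a control group (CG), under pre-anthesis water-deficit stress (WS), under post-anthesis heat stress (HS) or under both (WH), and leaves were taken at 5, 15, 25, 35 and 45 days after anthesis (DPA). The 40 groups each had 3 libraries from separate biological replicates, which gives 120 libraries. Raw reads per library ranged from 4540621 to 15763789 (median 10056693). Clean reads, as counted by the authors in Table S1, ranged from 1216142 to 5098519 (median 2873936). The median was 2587384.5 in the 60 DBA Aurora libraries and 3118122.5 in the 60 L6 libraries. At 5 DPA the 3 libraries of a group held 3042417 to 3792779 (median 3222973) in DBA Aurora CG, 2778614 to 4926814 (median 3338914) in DBA Aurora WS, 2163413 to 2860785 (median 2799029) in DBA Aurora HS, 2150059 to 3859606 (median 2482315) in DBA Aurora WH, 3186739 to 3543368 (median 3388066) in L6 CG, 3047796 to 3396896 (median 3321008) in L6 WS, 2852403 to 3904842 (median 2962468) in L6 HS and 3345390 to 3473082 (median 3349104) in L6 WH. Over all 40 groups, the median was lowest in L6 HS 45 DPA (1362441) and highest in L6 WH 35 DPA (3764103). The authors identified miRNAs with ACGT101-miR and gave normalized reads per library, in which low values are listed at 0. From these, log2(normalized reads + 1) was fitted with limma for each genotype and time-point, over miRNAs above 0 in at least 3 libraries of the fit, with Benjamini-Hochberg adjustment. Entries with the same mature sequence were taken as 1 miRNA. A fold change on this scale understates the change between libraries with few reads, while a library listed at 0 in a group that is otherwise above 0 can enlarge the fold of the group, and no fold is given against a group listed at 0 in every library. A miRNA listed at 0 may lie below the depth of a library, so detection depends on depth: the median number of miRNAs above 0 was 253.5 per DBA Aurora library (192 to 349) and 294 per L6 library (230 to 333).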

Sequencing of 120 sRNA libraries (Table S1) generated over 1.20 billion raw reads representing 241.85 million unique reads. After trimming and processing, 342.30 million clean sRNA reads were obtained. The size distribution of sRNA reads exhibited a classic two-peak pattern at 21nt and 24nt. 

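The table of normalized reads lists 522 entries, of which 467 are conserved and 55 are candidates named by the prefix PC. They carry 504 names and 478 different mature sequences, since 18 sequences appear under more than 1 name. The conserved names hold 91 different miRNA numbers. Families that act on transcription factors are well represented, among them 24 members of the miR396 and miR165/166 group, which target growth-regulating factors and HD-ZIP factors. The copper miRNAs miR397, miR398, miR408 and miR528, which restrain copper-binding proteins, have 11 members. Of these, osa-miR398a lies on chromosome 5B from 482030514 to 482030690, osa-miR398a_L+1R-1 on chromosome 5A from 468826059 to 468826244 and ata-miR528-5p on chromosome 4B from 616996559 to 616996666. tae-miR408_L-1 lies on chromosome 7A from 657113453 to 657113581. Positions are those of the precursor in the durum wheat assembly that the authors used, and the table gives no gene annotation for them. All 120 libraries held reads of 115 sequences, and 43 sequences were above 0 in just 1 library.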

In total, 523 MIR-miRNA entries (considering both MIR gene origin and mature miRNA product) were identified (468 conserved and 55 novel), with conserved miRNAs from 48 miRNA families (Table S2). The novel miRNAs were newly discovered miRNAs in durum wheat (where its reads were not registered in the miRBase, but could be mapped to the durum wheat genome and could form a secondary structure of a miRNA hairpin). 

The Venn diagrams (Figure 1) illustrate the distribution of miRNAs between different biological groups. 

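At 5 DPA, mdm-miR397a_1ss21AT, a miRNA of laccase genes, was at 63.0 ± 18.3 (SD, n = 3) normalized reads in the control group of DBA Aurora and at 59.5 ± 18.7 under water deficit, and was listed at 0 in every library under heat and under both stresses. In L6, tae-miR9666b-3p was at 219 ± 26.1 (SD, n = 3) in the control group and listed at 0 under each stress. Counting a miRNA as detected when 1 of 3 replicates was above 0, DBA Aurora had 14 miRNAs detected in the control group alone (9 without replicate 1 and 9 without replicate 2), 15 under water deficit alone (5 without replicate 3), 4 under heat alone and 11 under both stresses alone (5 without replicate 1). L6 had 18, 3 (6 without replicate 1), 2 and 23 (15 without replicate 1). When all 3 replicates had to be above 0, these numbers were 11, 8, 6 and 5 in DBA Aurora and 20, 2, 3 and 16 in L6, and the control group then had the most in both genotypes. With a mean of at least 10 normalized reads as the rule, they were 9, 8, 3 and 9 in DBA Aurora and 18, 4, 3 and 15 in L6. Values without a replicate leave out that replicate number in every treatment. The numbers have no test of their own.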

When comparing across treatment groups at each time-point (Figure 1a,b), both genotypes appeared to have more miRNAs that were exclusively expressed in the CG (control group, see Table 1 for a summary of terms used in library names) at early stages of stress (5 DPA, 5 days post-anthesis). 

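At 25 DPA, the miRNAs seen in a single treatment of DBA Aurora numbered 7 in CG, 2 under water deficit (0 without replicate 3), 4 under heat (2 without replicate 3) and 18 under both (10 without replicate 1). In L6 they numbered 7, 4 (9 without replicate 1 and 0 without replicate 3), 14 (9 without replicate 2) and 9 in the same order. Among named miRNAs at this time-point, tae-miR9664-3p was at 169.9 ± 21.9 (SD, n = 3) normalized reads in control DBA Aurora and 398 ± 57.2 (SD, n = 3) in control L6, and PC-5p-1947_18258 was listed at 0 in all DBA Aurora libraries and at 199 ± 12.0 in control L6. With all 3 replicates above 0, the numbers under both stresses and under heat were 22 and 9 in DBA Aurora, and 1 and 22 in L6. By a mean of at least 10 normalized reads, CG, WS, HS and WH had 9, 3, 5 and 11 in DBA Aurora and 4, 4, 11 and 6 in L6.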

As stress continued to 25 DPA, for DBA Aurora (stress-tolerant genotype), the highest number of exclusively expressed miRNAs was found under WH (water-deficit plus heat stress), while for L6 (stress-sensitive genotype), it was found under HS (heat stress). Closer to maturity (45 DPA), the highest number of exclusively expressed miRNAs was found under WS (water-deficit stress) for L6, while for DBA Aurora, it was under HS. 

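Toward maturity at 45 DPA, osa-miR398a_L+1R-1, a copper miRNA, was at 3194 ± 538 (SD, n = 3) normalized reads in control leaves of DBA Aurora and at 1284 ± 291 (SD, n = 3) in L6. The miRNAs seen in a single treatment numbered 10 in CG, 5 under WS (3 without replicate 3), 36 under HS (11 without replicate 1) and 3 under WH in DBA Aurora. For L6 the numbers were 5 (3 without replicate 3), 9, 3 (1 without replicate 1, 5 without replicate 2 and 6 without replicate 3) and 29 (45 without replicate 1). Depth differed between these groups. Replicate 1 of DBA Aurora under HS had the most clean reads of all 120 libraries, 5098519. The L6 group under HS had the lowest median of all groups, 1362441. The numbers under HS therefore cannot be told apart from depth. Requiring all 3 replicates above 0 gave L6 12 under WS and 5 under WH, and DBA Aurora 15 under HS. Under a rule of a mean of at least 10 normalized reads, CG, WS, HS and WH had 6, 4, 4 and 9 in DBA Aurora and 2, 15, 4 and 16 in L6.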

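Many miRNAs were present whatever the treatment, for example tae-MIR9662b-p5_1ss9CG, which at 15 DPA was at 1308 ± 156 (SD, n = 3) normalized reads in control DBA Aurora and at 1284 ± 137 (SD, n = 3) in control L6. The miRNAs detected in all 4 treatments numbered 237, 221, 249, 234 and 266 at 5, 15, 25, 35 and 45 DPA in DBA Aurora, and 261, 271, 265, 270 and 257 in L6. With all 3 replicates above 0 in each treatment, they numbered 174, 152, 162, 161 and 218 in DBA Aurora and 209, 229, 200, 195 and 191 in L6.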

Interestingly, at all time-points (except for 45 DPA), DBA Aurora always had a lower number of miRNAs that were commonly expressed under all treatments compared with L6, suggesting that in DBA Aurora, more miRNAs showed expression specificity to different treatment groups. Similar results could be found when looking at the distribution of miRNAs across different time-points within treatments (Figure S1). 

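Across development, tae-MIR5048-p3_2ss18TG21GA was present in control leaves at each time-point, from 704 ± 62.8 (SD, n = 3) normalized reads at 5 DPA to 449 ± 8.94 (SD, n = 3) at 45 DPA in DBA Aurora, and from 772 ± 3.89 to 954 ± 81.4 in L6. The miRNAs detected at all 5 time-points numbered 210 under CG, 221 under WS, 224 under HS and 234 under WH in DBA Aurora. In L6 they numbered 242 under CG, 257 under WS, 238 under HS and 262 under WH. When each time-point needed all 3 replicates above 0, the numbers were 156, 150, 161 and 153 in DBA Aurora and 176, 203, 173 and 187 in L6.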

In all groups, DBA Aurora also always had a lower number of miRNAs that were commonly expressed at all time-points compared with L6, suggesting that in DBA Aurora, more miRNAs showed expression specificity to different reproductive stages. 

### 2.2. DEMs Subject to Stress Type, Genotype, and Time-Point

To identify DEMs subject to stress type, miRNA expression was analyzed across treatment groups within each time-point. Heat maps were generated to show DEMs with a *p* < 0.01 at each time-point (Figure S2). 

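In leaves of DBA Aurora at 5 DPA, osa-miR398a, of a family that targets Cu-Zn superoxide dismutase, was at 164 ± 11.5 (SD, n = 3) normalized reads in the control group, 71.3 ± 6.89 under water deficit, 26.0 ± 2.97 under heat and 64.6 ± 11.6 under both. Its log2 fold changes against the control were -1.20 (standard error 0.17, limma adjusted p = 0.0052, and not past the threshold in a fit of all 120 libraries), -2.62 (standard error 0.17, adjusted p = 2.6e-06) and -1.35 (standard error 0.17, adjusted p = 5.0e-04). osa-miR444b.1, of a monocot family that targets MADS-box genes, was at 248 ± 36.3 (SD, n = 3) in the control group and 74.8 ± 25.5 under heat, a log2 fold change of -1.77 (standard error 0.27, adjusted p = 0.0014). tae-MIR9662b-p5_1ss9CG was at 1630.1 ± 164 (SD, n = 3) in the control group and 525 ± 18.6 under heat, a log2 fold change of -1.63 (standard error 0.13, adjusted p = 1.7e-05). tae-miR9664-3p rose from 25.5 ± 3.50 (SD, n = 3) to 81.5 ± 1.59 under water deficit and 154 ± 28.3 under both, with log2 fold changes of 1.65 (standard error 0.16, adjusted p = 4.4e-04, and not past the threshold in a fit of all 120 libraries) and 2.54 (standard error 0.16, adjusted p = 4.1e-06), and was listed at 0 under heat. Of 11 tested copper miRNAs, 2 fell under WS, 8 fell under HS and 6 fell under WH (limma, adjusted p under 0.05), against 3 under WS, 9 under HS and 7 under WH when adjusted over the list alone. Of 20 tested miR396 and miR166 members, which target growth-regulating and HD-ZIP factors, 12 fell under HS and 8 fell (4 without CG replicate 1, 5 without CG replicate 3 and 5 without WH replicate 3) under WH (limma, adjusted p under 0.05), against 13 under HS and 10 under WH when adjusted over the list alone. Of 8 tested miR444 and miR5062 members, 1 rose and 5 fell under HS and 1 rose and 5 fell under WH (limma, adjusted p under 0.05), against 1 and 5 under HS and 1 and 5 under WH when adjusted over the list alone. For this list, in a fit of all 120 libraries the 1 that rose under HS became 0. Over all miRNAs at 5 DPA, limma called 3 (5 without CG replicate 2 and 10 without WS replicate 3) higher and 2 (4 without WS replicate 3) lower under WS than in the control group, 37 and 67 under HS, and 50 and 51 under WH. With the libraries rescaled by the median ratio of miRNAs, it called 8 higher and 3 lower under WS and 58 higher and 62 lower under HS. With a pseudocount of 5 the 2 lower under WS became 4, and in a fit of all 120 libraries the 3 higher under WS became 20 and the 2 lower under WS became 9, and in an unmoderated test on untransformed values the 3 higher under WS became 6 and the 2 lower under WS became 6. Its moderated F-test across the 4 treatments called 112 at 5 DPA, 43 (25 without HS replicate 1, 28 without HS replicate 2 and 28 without HS replicate 3) at 15 DPA, 87 (56 without CG replicate 1 and 50 without CG replicate 3) at 25 DPA, 66 at 35 DPA and 161 at 45 DPA. In a fit of all 120 libraries the 43 at 15 DPA became 98, the 87 at 25 DPA became 147 and the 66 at 35 DPA became 152. These counts are at an adjusted p, while the paper counts at an unadjusted p under 0.05. At that unadjusted threshold the F-test called 134 at 5 DPA, 70 at 15 DPA, 127 at 25 DPA, 112 at 35 DPA and 182 at 45 DPA.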

In DBA Aurora (Table S3), 160 miRNAs showed significant differential expression (*p* < 0.05) across four treatment groups at 5 DPA, 78 at 15 DPA, 154 at 25 DPA, 129 at 35 DPA, and 187 at 45 DPA. 

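In L6 at 5 DPA, ata-miR528-5p, a copper miRNA, was at 473 ± 20.6 (SD, n = 3) normalized reads in the control group, 86.4 ± 11.9 under heat and 111 ± 53.8 under both, with log2 fold changes of -2.45 (standard error 0.29, limma adjusted p = 9.3e-05) and -2.18 (standard error 0.29, adjusted p = 1.8e-04). osa-miR398a was at 241 ± 9.77 (SD, n = 3) in the control group and 58.3 ± 2.11 under heat, a log2 fold change of -2.03 (standard error 0.17, adjusted p = 1.1e-05). Under water deficit it was at 325 ± 8.01, a log2 fold change of 0.43 (standard error 0.17, adjusted p = 0.12, and 0.0044 without WH replicate 2, and past the threshold with rescaled libraries and in an unmoderated test on untransformed values). osa-miR444b.1 fell under each stress, from 498 ± 39.8 (SD, n = 3) to 213 ± 48.2 under WS, 89.4 ± 15.3 under HS and 91.2 ± 8.35 under WH. Its log2 fold changes were -1.24 (standard error 0.18, adjusted p = 9.7e-04), -2.48 (standard error 0.18, adjusted p = 3.7e-06) and -2.44 (standard error 0.18, adjusted p = 3.2e-06). Of 11 tested copper miRNAs of L6, 10 fell under HS and 10 fell under WH (limma, adjusted p under 0.05), against 11 under HS and 10 under WH when adjusted over the list alone. For this list, in a fit of all 120 libraries the 10 that fell under WH became 6. Of 20 tested miR396 and miR166 members of L6, 1 rose (0 without CG replicate 1, 0 without CG replicate 3, 0 without WS replicate 2 and 0 without WS replicate 3) and 5 fell (1 without CG replicate 1, 2 without CG replicate 2, 2 without CG replicate 3, 1 without WS replicate 2 and 2 without WS replicate 3) under WS, 6 fell under HS and 14 fell under WH (limma, adjusted p under 0.05), against 1 and 5 under WS, 5 under HS and 14 under WH when adjusted over the list alone. With the libraries rescaled, 1 rose and 2 fell under WS. For this list, in a fit of all 120 libraries the 1 that rose under WS became 0, the 5 that fell under WS became 2 and the 6 that fell under HS became 3. Of 19 tested age and flowering miRNAs (miR156, miR172 and miR5200), 2 fell (1 without CG replicate 1, 0 without CG replicate 2, 0 without CG replicate 3, 1 without WS replicate 2 and 1 without WS replicate 3) under WS, 2 rose and 7 fell under HS and 1 rose and 8 fell (5 without CG replicate 1) under WH (limma, adjusted p under 0.05), against 2 under WS, 2 and 7 under HS and 1 and 7 under WH when adjusted over the list alone. For this list, in a fit of all 120 libraries the 2 that rose under HS became 1, and by distinct names the 2 that rose under HS became 5, the 7 that fell under HS became 12, the 1 that rose under WH became 3 and the 8 that fell under WH became 13. Of 9 tested phosphate and sulfate miRNAs (miR395, miR399 and miR827), 2 fell under WS, 5 rose under HS and 4 rose under WH (limma, adjusted p under 0.05), against 2 under WS, 5 under HS and 4 under WH when adjusted over the list alone. For this list, in a fit of all 120 libraries the 2 that fell under WS became 1, and by distinct names the 5 that rose under HS became 9. Over all miRNAs at 5 DPA, limma called 21 higher and 44 (23 without CG replicate 1, 20 without CG replicate 2 and 29 without CG replicate 3) lower under WS than in control L6, 85 and 80 under HS, and 97 and 104 under WH. With rescaled libraries it called 38 higher and 38 lower under WS. In a fit of all 120 libraries the 21 higher under WS became 4, the 44 lower under WS became 28, the 85 higher under HS became 54 and the 97 higher under WH became 61. Across the 4 treatments it called 223 at 5 DPA, 134 at 15 DPA, 158 at 25 DPA, 128 (208 without CG replicate 1) at 35 DPA and 195 at 45 DPA. At an unadjusted p under 0.05, as the paper counts, the F-test called 231 at 5 DPA, 163 at 15 DPA, 180 at 25 DPA, 163 at 35 DPA and 205 at 45 DPA.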

In L6 (Table S3), 225 miRNAs showed significant differential expression (*p* < 0.05) across four treatment groups at 5 DPA, 155 at 15 DPA, 196 at 25 DPA, 154 at 35 DPA, and 213 at 45 DPA. 

To identify DEMs subject to genotype, miRNA expression was compared between two genotypes within each treatment at five time-points (Figure S3). Interestingly, there were always a higher number of DEMs that were less abundant in the stress-tolerant genotype (down-regulated) compared with the number of DEMs that were more abundant in the stress-tolerant genotype (up-regulated), irrespective of the *p*-value used (0.01 and 0.05) and the treatment condition (except for TL25_CG vs. SL25_CG). 

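In control leaves at 5 DPA, copper miRNAs were lower in DBA Aurora than in L6. ata-miR528-5p was at 70.6 ± 9.40 (SD, n = 3) normalized reads in DBA Aurora, a log2 difference from L6 of -2.74 (standard error 0.12, limma adjusted p = 1.8e-05). tae-miR398 was at 31.0 ± 7.68 (SD, n = 3) in DBA Aurora and 215 ± 24.0 (SD, n = 3) in L6, a difference of -2.78 (standard error 0.21, limma adjusted p = 1.7e-04). tae-MIR7757-p3_2ss3TC19TC was at 33.3 ± 1.79 (SD, n = 3) in DBA Aurora and listed at 0 in L6, while osa-miR319a-3p.2-3p_R+1 was at 43.5 ± 3.39 (SD, n = 3) in L6 and listed at 0 in DBA Aurora. Of 11 tested copper miRNAs, limma called 10 lower in DBA Aurora in control leaves at 5 DPA, and 9 of 11 higher at 45 DPA. Adjusted over the list alone, the counts were 10 and 9. Summed over the 5 time-points, limma called 203 higher and 487 lower in DBA Aurora in the control group, 143 higher and 402 lower under WS, 150 higher and 564 lower under HS and 158 higher and 463 lower under WH. More miRNAs were lower than higher in 19 of 20 comparisons, and the exception was CG at 25 DPA, with 98 higher and 80 lower. Over all 20 comparisons 74.6 percent of the calls were lower in DBA Aurora (654 higher and 1916 lower), and 58.5 percent (993 higher and 1397 lower) with the libraries rescaled by the median ratio of miRNAs. With rescaled libraries the 143 higher under WS became 219, the 150 higher under HS became 279 and the 158 higher under WH became 246.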

To identify DEMs subject to reproductive time-points, miRNA expression was compared across five time-points within treatments (Table S4). 

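In control leaves of DBA Aurora, copper miRNAs changed across development. osa-miR398a was at 23.1 ± 2.55 (SD, n = 3) normalized reads at 15 DPA, 56.4 ± 11.6 at 25 DPA, 213 ± 31.5 at 35 DPA and 1478 ± 101 at 45 DPA (limma F-test over the 5 time-points, adjusted p = 3.3e-10). osa-miR396e-5p_1ss19CT, of the family that targets growth-regulating factors, was at 170.2 ± 33.0 (SD, n = 3) at 5 DPA and 37.7 ± 9.33 at 45 DPA, and was listed at 0 at 35 DPA (limma adjusted p = 3.5e-08). tae-miR9661-5p_1ss14GA was listed at 0 up to 35 DPA and was at 111 ± 26.0 (SD, n = 3) at 45 DPA. ata-miR164c-3p, of the family that targets NAC genes, was likewise at 24.3 ± 1.18 at 45 DPA and listed at 0 before. tae-MIR1127b-p5_1ss3TC was at 36.8 ± 4.70 (SD, n = 3) at 35 DPA and listed at 0 before, and ata-miR5168-5p was at 21.7 ± 3.54 at 5 DPA and listed at 0 after. Of 11 tested copper miRNAs, limma called 11 in CG, 9 under WS, 10 under HS and 9 under WH across time-points, and 11, 9, 10 and 10 when adjusted over the list alone. Over all miRNAs it called 234 in CG, 195 under WS, 194 under HS and 170 under WH. At an unadjusted p under 0.05, as the paper counts, the F-test called 239 in CG, 209 under WS, 207 under HS and 186 under WH.

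**Figure D1:**
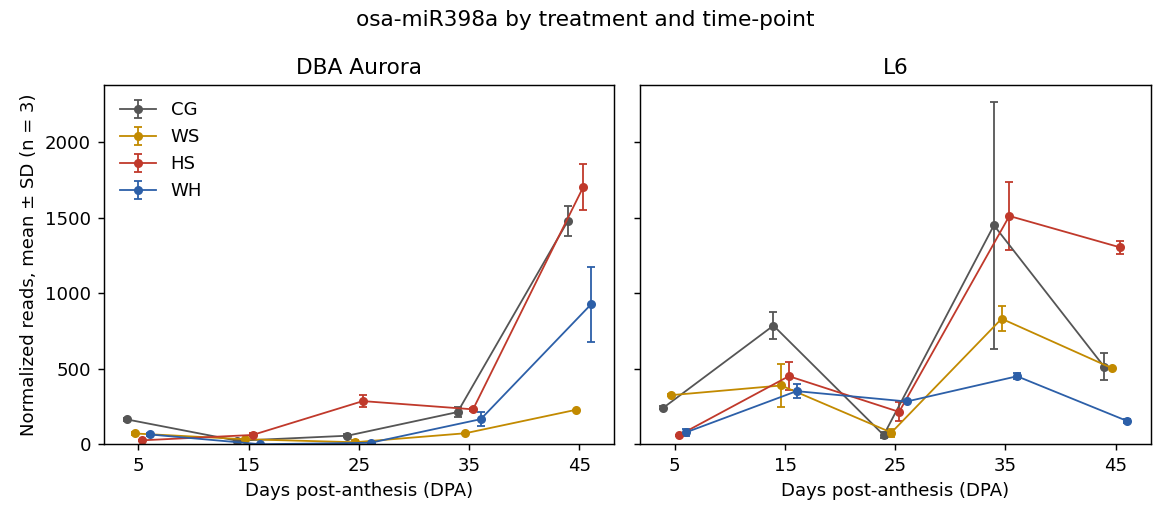
Normalized reads of osa-miR398a (vertical axis, mean with SD as error bars, n = 3 libraries) at 5, 15, 25, 35 and 45 days after anthesis (horizontal axis, points set slightly apart) in DBA Aurora and L6, with a line for each treatment. In control DBA Aurora the mean is 23.1 at 15 DPA and 1478 at 45 DPA.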

In DBA Aurora, 236 miRNAs showed significant differential expression (*p* < 0.05) across five time-points in control, 237 under WS, 207 under HS, and 222 under WH. In L6, 201 miRNAs showed significant differential expression (*p* < 0.05) across five time-points in control, 249 under WS, 271 under HS, and 277 under WH.

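In control leaves of L6, tae-miR9666b-3p was at 138 ± 37.7 (SD, n = 3) normalized reads at 15 DPA and listed at 0 from 25 DPA on. ata-miR528-3p_1ss4GC, from the other arm of the miR528 precursor, was at 151 ± 14.9 (SD, n = 3) at 5 DPA, 56.0 ± 6.43 at 15 DPA and 32.1 ± 4.88 at 35 DPA, and was listed at 0 at 25 and 45 DPA. tae-MIR399-p5, from a precursor of the phosphate miRNA miR399, was at 46.2 ± 4.46 (SD, n = 3) at 35 DPA and listed at 0 at the other time-points of this group. osa-miR398a of L6 was at 786 ± 90.9 (SD, n = 3) at 15 DPA, 60.5 ± 21.6 at 25 DPA and 1449.6 ± 816 at 35 DPA. Over all miRNAs of L6, the limma F-test across time-points called 192 in CG, 218 under WS, 255 under HS and 243 under WH. The copper miRNAs among them numbered 11, 9, 11 and 10 of 11 tested, and 11, 11, 11 and 10 when adjusted over the list alone. Over all miRNAs of L6 at an unadjusted p under 0.05, as the paper counts, the F-test called 211 in CG, 237 under WS, 263 under HS and 253 under WH.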

### 2.3. Transcriptome Sequencing and the Identification of Stress-Responsive DEGs

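The transcriptome was measured at 5 DPA in leaves of both genotypes under the 4 treatments. Each of the 8 libraries pools 3 biological replicates, so a group has 1 library and a difference within a genotype has no replicate check. Mapped reads were 81987844 in CG, 69898711 in WS, 73046677 in HS and 77189337 in WH for DBA Aurora, and 76047891 in CG, 72149506 in WS, 78473758 in HS and 74313844 in WH for L6, from 75364350 to 88304894 valid reads per library. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and gave FPKM per gene, that is fragments scaled to gene length and library size. From these, log2(FPKM + 1) was compared within each genotype, and genes with an FPKM of at least 1 in either library and a change of at least 2-fold were counted, with no p-value. A response common to both genotypes was also fitted with limma, with genotype and treatment as terms over all 8 libraries, so that the 2 genotypes stand as the replicates of a treatment. This fit covered 31230 genes with at least 1 FPKM in 2 or more libraries. Its p-values set the mean response to a stress against the disagreement of the 2 genotypes over all treatments. The spread between biological replicates does not enter them, since each library is a pool. On the log2 scale used, the fold change of genes with low FPKM is understated. Correlations of log2 values between libraries ranged from 0.690 to 0.982. The median change of all genes was 0.19 under HS and 0.26 under WH in DBA Aurora and 0.14 and 0.21 in L6, on the log2 scale, and rescaling to equal medians would use factors of 0.890 to 1.06. The library codes, which the paper uses in its comparisons, give the treatment of each library. The treatment field of the sample labels exchanges WS and WH relative to these codes, and the treatment column of Table S1 gives WS for the libraries coded HS, HS for those coded WH and WH for those coded WS. The codes were used here.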

Sequencing of eight transcriptome libraries generated over 649 million valid reads (Table S1). A total of 49,436 genes and 117,637 transcript isoforms were identified (Table S5). 

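The small chain of Rubisco encoded by TRITD_5Bv1G101590, on chromosome 5B from 299323567 to 299324248, was at 8203 in CG, 7417 under WS, 937 under HS and 2439 under WH in FPKM in DBA Aurora. The photosystem II polypeptide gene TRITD_6Bv1G213690 was at 8869 in control DBA Aurora and 10186 in control L6. Over all 49436 genes listed, genes at 0 included, the median was 1.59 in CG, 1.68 in WS, 2.00 in HS and 2.15 in WH for DBA Aurora, and 1.61 in CG, 1.77 in WS, 1.71 in HS and 1.89 in WH for L6. Over genes above 0, which numbered 41154 to 43230 per library, the median was 2.80 to 3.46 and the mean 17.1 to 19.3.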

The median abundance of genes in the eight libraries ranged from 2.80 to 3.46 fragments per kilobase million (FPKM), and the mean abundance ranged from 17.07 to 19.32 FPKM. The median abundance of transcripts in the eight libraries ranged from 0.65 to 0.76 FPKM, while the mean abundance ranged from 8.98 to 10.40 FPKM (Figure S4). 

To identify stress-responsive DEGs, comparisons were made between the control group and each stress group within each genotype (Table S6). 

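In DBA Aurora, the class I small heat shock protein gene TRITD_3Bv1G012590, on chromosome 3B from 27547420 to 27592832, was at 0.156 in CG, 0.286 under WS, 581 under HS and 462 under WH in FPKM. The copper chaperone of superoxide dismutase, TRITD_2Bv1G197390, was at 25.8 in CG, 36.3 under WS, 149 under HS and 85.2 under WH, and the asparagine synthetase gene TRITD_5Bv1G097460 at 2.27 in CG, 2.35 under WS, 443.8 under HS and 316 under WH. The chlorophyll a-b binding protein 3C gene TRITD_1Av1G206530, on chromosome 1A from 538592544 to 538616016, was at 197 in CG, 200.5 under WS, 1.29 under HS and 2.84 under WH. Under WS against CG, 240 genes were at least 2-fold higher and 208 lower, of 28309 with at least 1 FPKM in either library. Under HS, 5480 genes were at least 2-fold higher and 2688 lower, and under WH, 3185 genes were at least 2-fold higher and 1189 lower. With each library rescaled by its median ratio to the mean library, the counts were 4604 higher and 3511 lower under HS, and 2317 and 1726 under WH. The counts higher and lower were 613 and 574 under WS and 5175 and 1815 under WH with an FPKM of 0 set to 0.001, 536 and 503 under WS and 4897 higher under WH with a pseudocount of 0.1, and 64 and 9 under WS, 1819 and 607 under HS and 649 and 232 under WH at a 4-fold threshold. The 4 tested rDNA-like gene models, a list set as a sign of RNA quality, had a median log2 change of 2.04 under WS, 0.51 under HS and 0.55 under WH, and among them TRITD_1Av1G000990 went from 5.14 in CG to 80.4 under WS. The paper reports an RNA integrity number above 9 for these samples, so the medians of this short list do not show that RNA was degraded, here or below. Seed storage protein genes, markers of another tissue, had medians of 0.68, 1.59 and 1.52 in the same order.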

In DBA Aurora, 229 genes were significantly regulated (*p* < 0.05) under WS, 5114 genes under HS, and 2510 genes under WH. 

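In L6 the same gene TRITD_3Bv1G012590 was at 2.29 in CG, 2.03 under WS, 1342 under HS and 1209.7 under WH in FPKM, and HSP26, TRITD_4Bv1G136930, another small heat shock protein, was at 3.07 in CG, 2.89 under WS, 2479 under HS and 794 under WH. The chlorophyll a-b binding protein 3C gene TRITD_1Av1G206530 was at 149 in CG, 281 under WS, 0.287 under HS and 0.681 under WH. The thiol methyltransferase gene TRITD_5Bv1G244430 was at 49.3 in CG, 22.7 under WS, 0.981 under HS and 0.291 under WH, and the pathogenesis-related STH-21 gene TRITD_5Av1G049040 at 60.1 in CG, 219 under WS, 1.49 under HS and 1.69 under WH. Against CG, 1924 genes were at least 2-fold higher and 1226 lower under WS. Under HS, 6987 genes were at least 2-fold higher and 5331 lower, and under WH, 5724 genes were at least 2-fold higher and 3699 lower. After the same rescaling, 4681 were higher and 4729 lower under WH. The counts higher and lower became 3260 and 2155 under WS with an FPKM of 0 set to 0.001 and 3088 and 2030 under WS with a pseudocount of 0.1, and at 4-fold they were 352 and 196 under WS, 2570 and 1676 under HS and 1653 and 770 under WH. The rDNA-like gene models of L6 had median log2 changes of 2.53 under WS, 1.68 under HS and 0.34 under WH, and TRITD_1Av1G000990 was at 5.63 in CG, 197 under WS, 48.5 under HS and 5.04 under WH. Seed storage protein genes had medians of -0.34, 0.07 (-0.03 with rescaled libraries) and 0.31.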

In L6, 2010 genes were significantly regulated (*p* < 0.05) under WS, 8410 genes under HS, and 6351 genes under WH. These stress-responsive DEGs included a wide range of transcription factors, plant growth regulators, hormone signaling receptors, and key metabolic enzymes.

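Over both genotypes, NAC48, TRITD_3Av1G235010, a transcription factor gene on chromosome 3A from 641202411 to 641212610, rose under HS with a log2 fold change of 3.81 (standard error 0.33, limma adjusted p = 0.0021), and NAC41, TRITD_5Av1G170450, one of 4.01 (standard error 0.47, limma adjusted p = 0.0039). MYB21, TRITD_5Av1G046770, rose by 3.75 (standard error 0.36, limma adjusted p = 0.0025), and bHLH47, TRITD_2Bv1G060700, whose relatives act in the iron response, by 3.28 (standard error 0.38, limma adjusted p = 0.0036). The calcium-signalling kinase CIPK14, TRITD_4Bv1G049240, rose by 3.18 (standard error 0.25, limma adjusted p = 0.0016). Of 77 tested NAC genes, 42 rose, 3 fell and 32 did not pass under HS, and 20 rose, 2 fell and 55 did not pass under WH (limma, adjusted p under 0.05), against 46 that rose and 4 that fell under HS, and 30 that rose and 2 that fell under WH when adjusted over the list alone. For NAC genes, with 1 library left out, the 42 that rose under HS became 24 without L6 HS, 21 without DBA Aurora HS and 19 without L6 CG, the 3 that fell under HS became 0 without DBA Aurora HS, L6 CG or L6 HS, the 20 that rose under WH became 2 without DBA Aurora CG and 0 without L6 CG or L6 WH and the 2 that fell under WH became 0 without DBA Aurora CG, DBA Aurora HS, DBA Aurora WH, DBA Aurora WS, L6 CG, L6 HS, L6 WH or L6 WS. For NAC genes, with no filter the 20 that rose under WH became 5 and the 2 that fell under WH became 0, and with a pseudocount of 0.1 the 2 that fell under WH became 1. In these libraries, seed storage protein genes, markers of another tissue, had median log2 changes of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. Of 52 tested DREB and ERF genes, which include dehydration- and ethylene-responsive factors, 23 rose and 29 did not pass under HS, and 11 rose and 41 did not pass under WH (limma, adjusted p under 0.05), against 26 that rose under HS, and 19 that rose under WH when adjusted over the list alone. For DREB and ERF genes, with 1 library left out, the 23 that rose under HS became 15 without DBA Aurora CG, 12 without DBA Aurora HS, 10 without L6 CG and 9 without L6 HS and the 11 that rose under WH became 7 without L6 HS and 0 without DBA Aurora CG, L6 CG or L6 WH. For DREB and ERF genes, with no filter the 11 that rose under WH became 2. Of 86 tested calcium-dependent and CBL-interacting kinases, 26 rose, 3 fell and 57 did not pass under HS, and 15 rose and 71 did not pass under WH (limma, adjusted p under 0.05), against 27 that rose and 3 that fell under HS, and 21 that rose and 2 that fell under WH when adjusted over the list alone. For these kinases, with 1 library left out, the 26 that rose under HS became 15 without DBA Aurora HS, 9 without L6 CG and 7 without L6 HS, the 3 that fell under HS became 0 without DBA Aurora HS, L6 CG or L6 HS and the 15 that rose under WH became 8 without DBA Aurora HS or L6 HS, 3 without DBA Aurora CG, 1 without L6 WH and 0 without L6 CG. After rescaling by the median ratio, 7 rose and 1 fell under WH. For these kinases, with no filter the 15 that rose under WH became 2.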

GO (Gene Ontology) enrichment analysis was performed for stress-responsive DEGs in the two genotypes, with several GO terms common to both, while some were specific to the stress-tolerant or -sensitive genotype (Figure 2). 

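The gene TRITD_2Av1G066560 encodes a chitin-inducible gibberellin-responsive protein, a GRAS-type regulator, and lies on chromosome 2A from 154338005 to 154339669. In DBA Aurora it was at 20.0 in CG, 15.7 under WS, 88.7 under HS and 40.9 under WH in FPKM, and in L6 at 13.5 in CG, 18.3 under WS, 149.8 under HS and 151 under WH. A gene of the same description on chromosome 2B, TRITD_2Bv1G076890, was at 24.5 in CG and 18.5 under WS in DBA Aurora, and at 16.8 and 25.1 in L6. Under WS, 8 tested genes of gibberellin metabolism and signalling had a median log2 change of 0.07 (-0.02 with a pseudocount of 0.1) in DBA Aurora, at percentile 69.3 of 10000 random lists of the same size and mean expression, and of -0.09 in L6, at percentile 22.4. In chlorophyll synthesis, glutamyl-tRNA reductase 1, TRITD_1Bv1G112670, an early enzyme of the pathway, was at 203 in CG and 253 under WS in DBA Aurora. The median of 22 genes of this pathway under WS was 0.04 (-0.0044 with rescaled libraries) in DBA Aurora (percentile 79.1) and -0.04 in L6 (percentile 19.5). The rDNA-like gene models, a sign of RNA quality, had a median of 2.04 and 2.53 in the same WS libraries. Of 8 tested gibberellin genes over both genotypes, 6 rose and 2 did not pass under HS, and 2 rose and 6 did not pass under WH (limma, adjusted p under 0.05), against 6 that rose under HS, and 4 that rose under WH when adjusted over the list alone. For gibberellin genes, with 1 library left out, the 6 that rose under HS became 3 without DBA Aurora HS and 2 without L6 CG or L6 HS and the 2 that rose under WH became 1 without DBA Aurora HS, DBA Aurora WS, L6 HS or L6 WS and 0 without DBA Aurora CG, L6 CG or L6 WH. For gibberellin genes, with no filter the 6 that rose under HS became 3 and the 2 that rose under WH became 0, and with rescaled libraries the 2 that rose under WH became 1. Of 22 tested chlorophyll synthesis genes, 17 fell and 5 did not pass under HS, and 3 fell and 19 did not pass under WH (limma, adjusted p under 0.05), against 1 that rose and 17 that fell under HS, and 6 that fell under WH when adjusted over the list alone. For chlorophyll synthesis, with 1 library left out, the 17 that fell under HS became 10 without DBA Aurora HS, 3 without L6 HS and 2 without L6 CG and the 3 that fell under WH became 1 without DBA Aurora CG and 0 without L6 CG or L6 WH. For chlorophyll synthesis, with no filter the 3 that fell under WH became 0, and with rescaled libraries the 3 that fell under WH became 5. In these libraries, seed storage protein genes, markers of another tissue, had median log2 changes of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6.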

Under WS, GO terms, like gibberellic acid-mediated signaling pathway (GO:0009740) and regulation of chlorophyll biosynthetic process (GO:0010380), were only significantly enriched in DBA Aurora (Figure 2a). Terms like response to karrikin (GO:0080167) and protein serine/threonine kinase activity (GO:0004674) were enriched in L6. 

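The chloroplastic starch synthase 1 gene TRITD_7Bv1G005840, which extends starch chains, lies on chromosome 7B from 15472915 to 15481237. In L6 it was at 117 in CG, 47.5 under WS, 179 under HS and 179 under WH in FPKM, and in DBA Aurora at 77.5 in CG, 87.8 under WS, 172 under HS and 137 under WH. The small subunit of ADP-glucose pyrophosphorylase, TRITD_7Av1G131980, which makes the substrate of starch synthesis, was at 68.3 in CG and 84.5 under WS in L6, and a large subunit, TRITD_5Av1G230810, at 61.5 and 55.0. Of 23 tested starch synthesis genes, 7 were at least 2-fold lower under WS in L6, with a median log2 change of -0.56, at percentile 0 of the matched random lists. In DBA Aurora the median under WS was 0.05, at percentile 68.3. In the WS library of L6, rDNA-like gene models, a sign of RNA quality, had a median log2 change of 2.53. Of 23 tested starch synthesis genes over both genotypes, 4 fell and 19 did not pass under HS (limma, adjusted p under 0.05), against 0 under HS (with 1 higher and 9 lower at an unadjusted p under 0.05) when adjusted over the list alone. For starch synthesis, with 1 library left out, the 4 that fell under HS became 8 without DBA Aurora CG, 1 without DBA Aurora WS or L6 WS and 0 without DBA Aurora HS, L6 CG or L6 HS. For starch synthesis, with no filter the 4 that fell under HS became 0, and with rescaled libraries the 4 that fell under HS became 7. The same libraries had a median log2 change of seed storage protein genes, which mark another tissue, of 1.59 under HS in DBA Aurora and 0.07 (-0.03 with rescaled libraries) in L6, and of rDNA-like gene models, a sign of RNA quality, of 0.51 under HS in DBA Aurora and 1.68 in L6. Under WS the 2 genotypes have 1 library each, so the difference between them was not tested.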

Interestingly, a few carbohydrate-related terms with a relatively high rich factor were L6-specific, including starch synthase activity (GO:0009011) and glycogen (starch) synthase activity (GO:0004373). 

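Of 44 tested chlorophyll a/b-binding genes, which encode light-harvesting proteins, 40 fell and 4 did not pass under HS (limma, adjusted p under 0.05), against 40 that fell under HS when adjusted over the list alone. For light-harvesting genes, with 1 library left out, the 40 that fell under HS became 17 without L6 HS and 12 without L6 CG. CP26, TRITD_4Av1G168380, an antenna protein of photosystem II, was at 2598 FPKM in CG and 352 under HS in DBA Aurora, and at 2101 and 69.6 in L6. The 3C gene TRITD_1Av1G206530 had a log2 fold change of -6.65 (standard error 0.40, limma adjusted p = 0.0011) over both genotypes. Within the genotypes, 39 of them were at least 2-fold lower under HS in DBA Aurora and 39 in L6, with median log2 changes of -2.48 and -3.81. Both medians lay below all 10000 matched random lists. In the same libraries, rDNA-like gene models, a sign of RNA quality, had median log2 changes of 0.51 and 1.68, and seed storage protein genes, markers of another tissue, of 1.59 and 0.07 (-0.03 with rescaled libraries).

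**Figure D2:**
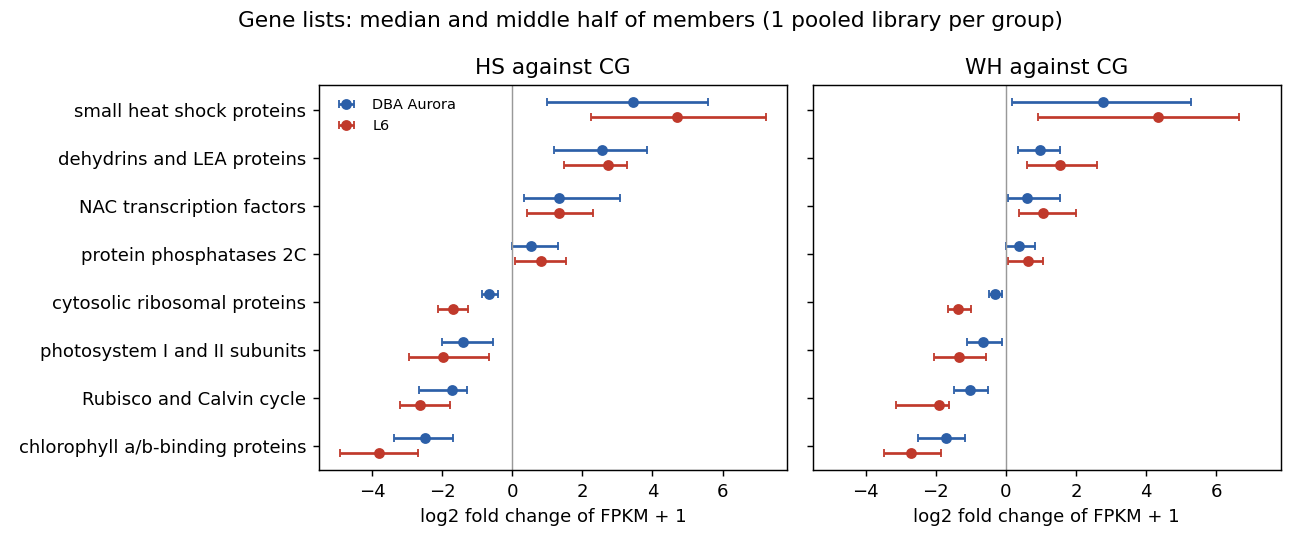
Median log2 fold change of FPKM + 1 (horizontal axis) of 8 gene lists (vertical axis) against CG, under HS in the left panel and under WH in the right panel, for DBA Aurora and L6. Points are medians over the tested members and lines run from the lower to the upper quartile of the members, from 1 pooled library per group. Under HS the median of chlorophyll a/b-binding genes is -2.48 in DBA Aurora and -3.81 in L6, and that of small heat shock protein genes 3.44 and 4.71.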

Under HS, DBA Aurora and L6 shared photosynthesis-related GO terms with a high rich factor, such as chlorophyll-binding (GO:0016168) and photosynthetic electron transport in photosystem I (GO:0009773) (Figure 2b). GO terms, including response to karrikin (GO:0080167) and poly(U) RNA binding (GO:0008266), were only highly enriched in DBA Aurora under HS. Under WH, the two genotypes still shared some photosynthesis-related terms (Figure 2c), but DBA Aurora had specific terms like protein folding (GO:0006457) and response to hydrogen peroxide (GO:0042542). 

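Under WH, the median log2 change of chlorophyll a/b-binding genes was -1.72 in DBA Aurora and -2.71 in L6, and the gene for LHCII type 1, TRITD_1Bv1G215350, was at 4631 FPKM in CG and 1164 under WH in DBA Aurora, and at 3891 and 1833 in L6. Seed storage protein genes, markers of another tissue, had medians of 1.52 and 0.31 in these WH libraries. Of 44 tested members over both genotypes, 16 fell and 28 did not pass under WH (limma, adjusted p under 0.05), against 37 that fell under WH when adjusted over the list alone. For these members, with 1 library left out, the 16 that fell under WH became 8 without DBA Aurora CG, 4 without L6 WH and 0 without L6 CG. For these members, with no filter the 16 that fell under WH became 9, and with rescaled libraries the 16 that fell under WH became 26. Among protein folding genes, HSP26, TRITD_4Bv1G136930, was at 1.59 in CG and 508 under WH in DBA Aurora, and HSP90, TRITD_7Bv1G071080, at 133 and 65.1. Catalase 2, TRITD_6Bv1G012280, which breaks down hydrogen peroxide, was at 616 in CG, 370.3 under WS, 960.4 under HS and 514 under WH in DBA Aurora and 304 in CG, 938 under WS, 32.0 under HS and 397 under WH in L6. The glutathione S-transferase GSTU1, TRITD_5Av1G214960, was at 24.4 in CG, 28.4 under WS, 321 under HS and 176 under WH in DBA Aurora and rose under HS over both genotypes, by 3.75 (standard error 0.37, limma adjusted p = 0.0025). Of 31 tested superoxide dismutase, catalase and ascorbate peroxidase genes, 6 rose, 4 fell and 21 did not pass under HS, and 2 rose and 29 did not pass under WH (limma, adjusted p under 0.05), against 6 that rose and 4 that fell under HS, and 5 that rose under WH when adjusted over the list alone. For these antioxidant enzymes, with 1 library left out, the 6 that rose under HS became 2 without DBA Aurora HS and 1 without L6 CG or L6 HS, the 4 that fell under HS became 2 without DBA Aurora HS and 0 without L6 CG or L6 HS and the 2 that rose under WH became 1 without DBA Aurora HS, DBA Aurora WS, L6 HS or L6 WS and 0 without DBA Aurora CG, L6 CG or L6 WH. For these antioxidant enzymes, with no filter the 4 that fell under HS became 1 and the 2 that rose under WH became 0, and with rescaled libraries the 2 that rose under WH became 1. Over all 31230 tested genes, limma called 5669 higher and 2517 lower under HS, so the share of these enzymes that rose there was near that of all genes. Of 80 tested glutathione S-transferase genes, 21 rose, 7 fell and 52 did not pass under HS, and 10 rose and 70 did not pass under WH (limma, adjusted p under 0.05), against 21 that rose and 8 that fell under HS, and 11 that rose and 4 that fell under WH when adjusted over the list alone. For these transferases, with 1 library left out, the 21 that rose under HS became 9 without DBA Aurora HS or L6 HS and 8 without L6 CG, the 7 that fell under HS became 2 without DBA Aurora CG, DBA Aurora HS or L6 CG and 0 without L6 HS and the 10 that rose under WH became 4 without DBA Aurora CG and 0 without L6 CG or L6 WH. For these transferases, with no filter the 7 that fell under HS became 4 and the 10 that rose under WH became 1. The medians of seed storage and rDNA-like genes under HS, given above with the light-harvesting genes, belong to the HS libraries here too.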

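Of 249 tested genes of cytosolic ribosomal proteins, 184 were at least 2-fold lower and 5 higher under WH in L6, and 2 and 2 in DBA Aurora. The 40S protein S9-2 gene TRITD_5Av1G063630, on chromosome 5A from 168312605 to 168315128, was at 191 in CG, 192 under WS, 76.4 under HS and 81.9 under WH in FPKM in L6 and at 154 in CG, 169 under WS, 102 under HS and 135 under WH in DBA Aurora. The 60S protein L10-2 gene TRITD_1Av1G048640 was at 273 in CG and 180.4 under WH in L6, and at 244 and 213 in DBA Aurora. The median log2 changes of the list under WH were -1.38 and -0.30, in L6 and DBA Aurora, and under HS -1.69 and -0.66, each below all matched random lists. For rDNA-like gene models, a sign of RNA quality, the medians under HS were 1.68 and 0.51, and for seed storage protein genes, markers of another tissue, 0.31 and 1.52 under WH and 0.07 (-0.03 with rescaled libraries) and 1.59 under HS. Of 249 tested ribosomal protein genes over both genotypes, 8 rose, 90 fell and 151 did not pass under HS (limma, adjusted p under 0.05), against 10 that rose and 166 that fell under HS when adjusted over the list alone. For ribosomal proteins, with 1 library left out, the 8 that rose under HS became 4 without DBA Aurora CG, 1 without L6 CG or L6 HS and 0 without DBA Aurora HS and the 90 that fell under HS became 49 without DBA Aurora CG, 11 without DBA Aurora HS, 1 without L6 HS and 0 without L6 CG. For ribosomal proteins, with no filter the 90 that fell under HS became 10, and with rescaled libraries the 90 that fell under HS became 152. With 1 library per group the difference between genotypes was not tested.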

Interestingly, a few ribosome-related terms were only enriched in L6, such as structural constituent of ribosome (GO:0003735) and cytosolic large ribosomal subunit (GO:0022625).

Similarly, KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis of the stress-responsive DEGs suggested that some major pathways were shared, while others were genotype-specific (Figure S5). Under WS (Figure S5a), DBA Aurora-specific pathways included plant hormone signal transduction (ko04075) and phenylpropanoid biosynthesis (ko00940), while L6-specific pathways included starch and sucrose metabolism (ko00500) and MAPK signaling pathway—plant (ko04016). Both genotypes had photosynthesis-related KEGG pathways under HS, such as carbon fixation in photosynthetic organisms (ko00710) (Figure S5b). Pathways like glycerophospholipid metabolism (ko00564) and ABC transporters (ko02010) were specific to DBA Aurora, while the phosphatidylinositol signaling system (ko04070) and purine metabolism (ko00230) were L6-specific. Under WH, pathways activated in both genotypes included valine, leucine, and isoleucine degradation (ko00280), starch and sucrose metabolism (ko00500), and several photosynthesis-related pathways (Figure S5c). DBA Aurora had specific pathways, including ABC transporters (ko02010), while L6 had specific pathways, such as cysteine and methionine metabolism (ko00270) and ribosome biogenesis in eukaryotes (ko03008). 

### 2.4. DEGs with Genotypic Expression

To identify genotypic DEGs, gene expression was compared between two genotypes within treatments. 

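Between genotypes, under HS, the genes of cytosolic ribosomal proteins had a median log2 difference of 0.81 (DBA Aurora against L6), with 80 at least 2-fold higher and 2 lower, and under WH of 0.84, with 77 and 2. The dehydrins and LEA proteins, which protect cells during drying, had medians of -0.54 in CG, -0.03 under WS, -0.48 under HS and -0.90 under WH. The dehydrin-related COR gene TRITD_5Av1G241660 was at 437 in CG, 604 under WS, 1203 under HS and 413 under WH in FPKM in DBA Aurora and 789 in CG, 97.6 under WS, 2154 under HS and 2688 under WH in L6. In CG, 1254 were at least 2-fold higher in DBA Aurora and 1011 lower, of 28838 genes with at least 1 FPKM in either library. Under WS, 749 were at least 2-fold higher in DBA Aurora and 943 lower, under HS 2733 and 1838, and under WH 3081 and 2223. Setting an FPKM of 0 to 0.001 gave 2142 and 1838 in CG, 1369 and 1832 under WS, 4547 and 2926 under HS and 4658 and 3413 under WH, a pseudocount of 0.1 2035 and 1723 in CG, 1284 and 1713 under WS and 4320 and 2778 under HS, and a 4-fold threshold 222 and 176 in CG, 113 and 124 under WS, 375 and 310 under HS and 461 and 339 under WH. Seed storage protein genes had median differences of -1.27 in CG and -0.32 under WS, and rDNA-like gene models of -1.14 under HS and -0.72 under WS.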

In total, 1307 genes showed differential expression between DBA Aurora and L6 under the CG, 990 genes under WS, 2714 genes under HS, and 3250 genes under WH (Table S7). The volcano plots and bar chart show the DEGs that were up-regulated (more abundant in DBA Aurora) or down-regulated (less abundant in DBA Aurora) under each treatment (Figure S6). 

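Of the genotype comparisons, those under HS and WH had a median log2 difference of all genes of 0.09 and 0.05, and those in CG and under WS of -0.02 and -0.04. Chlorophyll a/b-binding genes had a median difference (DBA Aurora against L6) of 0.75 under HS and 0.80 under WH. WRKY genes had medians of 0.37 in CG, -0.23 under WS, -0.23 under HS and -0.76 under WH. WRKY14, TRITD_1Bv1G030900, was at 17.5 in CG, 13.7 under WS, 88.4 under HS and 61.8 under WH in FPKM in DBA Aurora and 9.75 in CG, 16.1 under WS, 331 under HS and 238 under WH in L6. Small heat shock protein genes had a median of -1.06 under HS, with 21 of 34 at least 2-fold lower in DBA Aurora, and of -0.86 under WH. Between the same libraries, rDNA-like gene models, a sign of RNA quality, had a median difference of -1.14 under HS and 0.14 under WH. No replicate check exists for these differences.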

Interestingly, there were always a higher number of genes that were more abundant in DBA Aurora (up-regulated) than those that were less abundant (down-regulated), irrespective of treatment (Figure S6). Such a genotypic pattern of DEGs was the opposite pattern observed for DEMs (Figure S3) at 5 DPA. This was expected considering the possible miRNA-induced silencing effect on the mRNA population.

GO enriched analysis was performed for genotypic DEGs within treatments (Figure S7). In control (Figure S7a), GO terms that were enriched included signal transduction (GO:0007165) and cell surface receptor signaling pathway (GO:0007166). Under WS (Figure S7b), enriched GO terms included water channel activity (GO:0015250), cellular water homeostasis (GO:0009992), and gibberellin biosynthetic process (GO:0009686); while under HS (Figure S7c), enriched terms were mostly chloroplast or photosynthesis-related. 

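Aquaporins are the water channels of cell membranes. PIP1-5, TRITD_6Av1G223080, on chromosome 6A from 606551165 to 606552256, was at 208 FPKM under WS in DBA Aurora and 46.1 in L6, and PIP1-2, TRITD_2Av1G240050, at 252 and 85.3. Of 44 tested aquaporin genes, 14 were at least 2-fold higher and 1 lower in DBA Aurora under WS, with a median log2 difference of 0.57, at percentile 100 of the matched random lists. In CG the median was 0.24. Gibberellin genes had a median difference of 0.09 under WS, and rDNA-like gene models, a sign of RNA quality, one of -0.72. Under HS, photosystem genes had a median of 0.46 and chlorophyll synthesis genes of 0.68, and protochlorophyllide reductase B, TRITD_1Bv1G108510, was at 107 in DBA Aurora and 34.0 in L6. For rDNA-like gene models it was -1.14 under HS.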

Under WH (Figure S7d), apart from the chloroplast-related terms, other highly enriched terms included RNA methyltransferase activity (GO:0008173) and nuclear mRNA surveillance (GO:0071028). The results revealed the various biological pathways that were differentially activated between two genotypes in response to single and combined stress conditions. 

### 2.5. SNP (Single Nucleotide Polymorphisms) and AS (Alternative Splicing) Analysis 

In each transcriptome library, we detected 55,740 to 59,265 single nucleotide variants (SNVs), and 943 to 1068 INDELs in gene regions (Table S8). Exonic SNVs and INDELs were further annotated for their effects. A higher number of synonymous SNVs (from 28,661 to 30,222) compared to non-synonymous SNVs (26,310 to 28,418) in each library was observed, and a higher number of stop-gain SNVs (390 to 448) than start-loss SNVs (152 to 192). For INDELs, a higher number of frameshift deletions (351 to 401) compared to frameshift insertions (135 to 165) in each library was noted, and a higher number of non-frameshift deletions (247 to 295) than non-frameshift insertions (175 to 219). 

A total of 219,140 AS events were identified, classified into 12 common AS types (Figure S8): exon skipping (SKIP), cassette exons (MSKIP), retention of single (IR) and multiple (MIR) introns, alternative exon ends (AE), alternative transcription start site (TSS), alternative transcription termination site (TTS), approximate SKIP (XSKIP), approximate MSKIP (XMKIP), approximate IR (XIR), approximate MIR (XMIR), and approximate AE (XAE). TSS and TTS had the highest number of AS events. Regardless of genotype, WS appeared to reduce the number of AS events (compared with CG), while HS resulted in the highest number of AS events among all groups, with WH reporting the second-highest number of AS events.

### 2.6. Degradome Signatures under Different Types of Stress

Around 506.80 million raw reads were obtained from degradome libraries, of which 228.71 million were mapped to input cDNA reference (Table S1). 

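Degradome sequencing reads the newly made ends of cut mRNAs, so that a peak of reads at the place a miRNA pairs marks a cut. It was done at 5 DPA on the same 8 groups, with 1 library per group pooled from 3 biological replicates, so its differences have no replicate check. Mapped reads in Table S1 are 38270492 in CG, 24179824 in WS, 33544283 in HS and 23577325 in WH for DBA Aurora, and 38538509 in CG, 27140557 in WS, 22182110 in HS and 21278338 in WH for L6. The authors found the sites with CleaveLand and ACGT101-DEG and gave for each a normalized read number in each library, an Allen score, which counts mismatches between miRNA and target, and a category from 0 (the highest peak of its transcript) to 4 (a single read). The values are reads scaled to the total over the listed sites of a library (RPM), while the methods of the paper name TPB. In the 7 libraries other than L6 under WS, values were whole multiples of the lowest (all within 0.01 of a whole number). This gives read totals at the listed sites of 163655 in CG, 211730 under WS, 117530 under HS and 149830 under WH for DBA Aurora and 195852 in CG, 156071 under HS and 214231 under WH for L6. No read numbers were taken for L6 under WS, and whether its values are whole multiples is not reported. A site was counted as higher or lower where log2(normalized reads + 1) changed by at least 1 against CG. In the 7 libraries with read numbers, a single read was behind 37.6% to 57.6% of the sites above 0.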

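In DBA Aurora, sites of category 0 in all 4 libraries with an Allen score of up to 4 lay on 47 genes, of which 8 encode auxin response factors, 2 squamosa promoter-binding-like proteins, 2 NAC proteins, 2 homeobox-leucine zipper proteins and 1 a growth-regulating factor. At the 14 such positions of miR160, a regulator of auxin response factors, the median was 626 in CG, 1136 under WS, 557 under HS and 1101 under WH in normalized reads. At the 2 positions of miR164, which cuts NAC mRNAs, it was 516 in CG, 387 under WS, 1982 under HS and 2428 under WH, and at the 6 of miR159 290.2 in CG, 469.8 under WS, 808 under HS and 1775 under WH. The table lists 102455 sites of 589 miRNA names on 48430 transcripts of 18618 genes, and 2146 of the sites have an Allen score of up to 4. Reads were present in all 4 libraries at 5118 sites and in 1 library at 71709.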

In DBA Aurora, 102,490 target transcript sites were identified (Table S9). 

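The corresponding sites in L6 lay on 57 genes, with 8 auxin response factors, 2 squamosa promoter-binding-like, 3 NAC, 4 homeobox-leucine zipper and 2 growth-regulating factor genes. Median normalized reads at the positions of miR160 were 676 in CG, 597 under WS, 1406 under HS and 1234 under WH, at the 4 of miR164 469.6 in CG, 374 under WS, 4202 under HS and 3572 under WH, and at the 6 of miR159 99.5 in CG, 435 under WS, 1124 under HS and 1066 under WH. At the 10 positions of miR396, which cuts growth-regulating factor mRNAs, the median was 153 in CG, 217 under WS, 506 under HS and 497 under WH. The L6 table lists 111754 sites on 50834 transcripts of 19501 genes, 2385 of them at the low Allen score, and 50195 sites stand in the tables of both genotypes. In L6, 77637 sites had reads in 1 library and 4752 in all 4.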

In L6, 111,804 target transcript sites were identified (Table S10). 

To analyze the miRNA-induced mRNA degradation pattern in response to stress, expression levels of mRNA degradome tags were analyzed (Table S11). 

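The mRNA of WRKY33, TRITD_3Av1G213210, had 68.0 normalized reads under HS at its site for ata-MIR9674b-p5, at transcript position 1397, and 0 in the other 3 DBA Aurora libraries. WRKY27, TRITD_3Bv1G195790, had 59.5 under HS and 0 in the others at its site for the same miRNA. The MYB44-like mRNA TRITD_5Av1G118710 had 34.0 under HS and 40.0 under WH at its site for ata-miR5168-5p, and 0 in CG and WS. The sites on WRKY33 and WRKY27 have an Allen score of 6.5 and that on the MYB44-like mRNA one of 9.5, and all were in category 2 under HS. In DBA Aurora 1 read is worth 8.51 under HS and 6.67 under WH, so these sites rest on few reads. At the sites of miR1432, in 3 genes, medians were 2431 in CG, 391.9 under WS, 2143 under HS and 2142 under WH. Of the sites listed for DBA Aurora, 24328 sites were higher and 30683 lower under WS than in CG, 28963 and 31614 under HS, and 28035 and 30770 under WH. With each DBA Aurora library thinned to 117530 recovered reads, the mean over 20 draws was 29023 sites higher and 25888 lower under HS. Most of these sites had reads in 1 of the 2 libraries compared: among the 12818 with reads in both under WS, 2996 and 2991 were higher and lower, against 2680 and 2940 under HS and 2710 and 2995 under WH.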

In DBA Aurora, 45,333 mRNA targets showed a differential degradation pattern in response to WS (19,909 up-regulated, 25,424 down-regulated; where up-regulation represents a higher degree of degradation induced by miRNAs, and down-regulation represents lower mRNA degradation); under HS, there were 49,953 targets (23,929 up-regulated, 26,024 down-regulated), while under WH, there were 47,992 targets (22,375 up-regulated, 25,617 down-regulated). 

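In L6, WRKY33 (TRITD_3Av1G213210) had 0 in CG, 0 under WS, 44.8 under HS and 14.0 under WH, in normalized reads, at its site for ata-MIR9674b-p5, and WRKY27 (TRITD_3Bv1G195790) 0 in CG, 0 under WS, 32.0 under HS and 18.7 under WH. The NAC48 mRNA TRITD_3Av1G235010 had 0 in CG, 0 under WS, 25.6 under HS and 9.33 under WH at its site for osa-miR398a_L+1R-1. The NAC48 site has an Allen score of 10 and was in category 3 under HS and WH. In DBA Aurora it ran the other way, with 6.11 in CG, the value of 1 read, and 0 under each stress. In L6, 1 read is worth 6.41 under HS and 4.67 under WH. At the sites of miR1432 in L6, medians were 582 in CG, 2827 under WS, 4003 under HS and 6802 under WH. Under WS, 21271 sites were higher and 31132 lower than in CG, and under HS 32600 and 33095. The WS library had reads at 30921 sites, against 41894 in CG. Its lowest value above 0 was 10.1, against 5.10 in CG, and the L6 libraries were not thinned to equal reads. Among sites with reads in both libraries compared, 2550 and 1438 were higher and lower under WS, and 2942 and 2879 under HS.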

In L6, 44,570 mRNA targets showed a differential degradation pattern in response to WS (18,495 up-regulated, 26,075 down-regulated), while under HS, there were 53,267 targets (26,119 up-regulated, 27,148 down-regulated). 

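Under WH in L6, the NAC41 mRNA TRITD_5Bv1G161590 had 23.3 normalized reads at its site for osa-miR444b.1 and 28.0 at that for tae-MIR5384-p5, and in CG 0 at both. The Allen scores of these sites are 9 and 7, both were in category 3 under WH, and 1 read there is worth 4.67. At the 3 category 0 positions of miR5048, the median was 704 in CG and 280.0 under WH. In DBA Aurora, with 2 such positions, it ran the other way, from 2492 in CG to 3176 under WH. Of the L6 sites, 37879 were higher and 31120 lower under WH than in CG. 35229 had reads under WH alone and 27542 in CG alone, and with reads in both 2650 and 3578 were higher and lower. The L6 library under WH has the most sites with reads, 49581, against 41894 in CG.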

In the WH treatment, there were 56,642 targets (31,016 up-regulated, 25,626 down-regulated). The number of targets that showed a down-regulated degradation pattern was always higher than the number of targets with up-regulated patterns in both genotypes under three stress treatments (with the exception in L6 under WH). 

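At miR159 sites, which include MYB mRNAs, and at miR164 sites the medians in both genotypes were higher under HS and WH than in CG. Few positions stand behind them, 6 of miR159 in each genotype and 2 of miR164 in DBA Aurora and 4 in L6. Not all families ran this way. At miR394 positions the median was 85.5 in CG, 25.5 under HS and 36.7 under WH in DBA Aurora, and 40.8, 38.4 and 37.3 in L6. At the 20 miR172 positions of L6 the medians were 53.6 in CG, 132 under WS, 64.1 under HS and 121 under WH. Lower sites made up 55.8%, 52.2% and 52.3% of the changed sites under WS, HS and WH in DBA Aurora, and 59.4%, 50.4% and 45.1% in L6. In the thinned libraries of DBA Aurora the mean share was 47.1% under HS, and it stayed above 50% under WS and WH. The L6 libraries were not thinned, so a part of depth in their shares is open. Counted as genes with at least 1 such site, DBA Aurora had 6962 higher and 9697 lower under WS, 10393 higher and 9426 lower under HS and 9749 higher and 9458 lower under WH, and L6 8464 higher and 9301 lower under WS, 9987 higher and 9258 lower under HS and 11227 higher and 9075 lower under WH. As an alternative chosen after seeing the data, edgeR's quasi-likelihood test on the recovered reads, with the genotypes as replicates, called 0 sites higher and 0 lower under HS among 2600 tested, where 545 and 289 passed an unadjusted p under 0.05, and 0 and 0 under WH, with 442 and 119. On simulated sites with 200 of 2600 changed by 3 on the log2 scale, the test recovered 198 at a dispersion of 0.1 and 0 at the dispersion estimated here, so a count of 0 leaves such changes open.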

Enrichment scatter-plots showed the significant GO terms enriched for these targets with stress-responsive patterns (Figure S9). While several GO terms were shared between genotypes, others were genotype-specific. Under WS (Figure S9a), both genotypes had enriched terms like leaf senescence (GO:0010150) and GTPase activity (GO:0003924). DBA Aurora-specific terms included cell redox homeostasis (GO:0045454) and response to water deprivation (GO:0009414). L6-specific terms included stomatal closure (GO:0090332) and the oxidation-reduction process (GO:0055114). Under HS (Figure S9b), DBA Aurora-specific terms included a response to hydrogen peroxide (GO:0042542) and stomatal closure (GO:0090332). L6-specific terms included protein binding (GO:0005515) and leaf senescence (GO:0010150). Under WH (Figure S9c), DBA Aurora-specific terms included the tricarboxylic acid cycle (GO:0006099) and NADP binding (GO:0050661). L6-specific terms included elongation factor activity (GO:0003746) and protein homodimerization activity (GO:0042803). Such results revealed the complexity of the biological processes modulated by miRNA-regulated mRNAs specific to different stresses in two genotypes. 

### 2.7. Multi-Omics Analysis: Stress-Responsive miRNA-mRNA Modules 

Key miRNA-mRNA modules with antagonistic regulatory patterns subject to different stresses were discovered based on the integrated multi-omics analysis [66,67,70,71]. miRNA-mRNA interactions of these modules were evidenced by three sequencing datasets (miRNA expression evidenced by sRNA-seq results, mRNA expression evidenced by transcriptome-seq results, and miRNA-guided mRNA cleavage evidenced by degradome-seq results). Co-expression pattern recognition of these key modules was based on statistically significant differential expression (*p* < 0.05) of miRNAs/mRNAs with an antagonistic regulatory pattern (i.e., significantly up-regulated miRNAs corresponding to significantly down-regulated mRNA targets under stress, or vice versa). 

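In DBA Aurora, bdi-MIR530b-p3_1ss14GC was at 45.9 ± 14.1 (SD, n = 3) in CG, in the normalized reads of the small RNA libraries, and was listed at 0 in all libraries under HS and WH. Its target bHLH13, TRITD_3Av1G067970, on chromosome 3A from 162002556 to 162005215, was at 5.78 in CG, 7.04 under WS, 25.4 under HS and 10.2 under WH in FPKM. The degradome site of this pair has an Allen score of 8. In DBA Aurora it had 8.51 normalized reads under HS, the value of 1 read, and 0 in the other libraries. tae-MIR5384-p5 was at 175 ± 11.8 in CG and 46.7 ± 22.9 under HS, a log2 fold change of -2.03 (standard error 0.40, limma adjusted p = 0.0042, and not past the threshold in a fit of all 120 libraries), and its target TRITD_3Bv1G212830, a bZIP factor, was at 1.65 in CG, 1.495 under WS, 12.2 under HS and 6.27 under WH in FPKM. The site of tae-MIR5384-p5 on TRITD_3Bv1G212830 has an Allen score of 14. In DBA Aurora it had 8.51 normalized reads under HS and 6.67 under WH, each the value of 1 read. For the tally, a pair is a miRNA and a target transcript that share a degradome site, with the miRNA tested at 5 DPA and the target's gene in the transcriptome. It counts where the miRNA passes an unadjusted p under 0.05 in limma and the target's log2(FPKM + 1) changes by at least 1. Of 53583 pairs under HS, with 135 miRNAs past this p, 4590 pairs had opposite directions and 4300 the same direction. Under WH, 2047 were opposite and 1996 the same, and under WS 34 and 27. When the miRNA responses were reassigned among the tested miRNAs 10000 times, the central range of opposite pairs ran from 3182 to 4919 under HS, 1566 to 2622 under WH and 19 to 67 under WS. With miRNAs at an adjusted p under 0.05, 5 opposite pairs and 6 in the same direction were left under WS. At an Allen score of up to 4, 42 were opposite and 51 the same under HS, 50 and 9 under WH, and 0 and 0 under WS. With the codes WS and WH of the mRNA and degradome libraries exchanged, 97 were opposite and 117 the same under WH, and 617 and 714 under WS.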

In DBA Aurora (Table S12), ten miRNA-mRNA pairs showed significant antagonistic regulatory patterns in response to WS, 900 pairs for HS, and 408 pairs for WH. In L6 (Table S12), a total of 179 miRNA-mRNA pairs showed significant antagonistic regulatory patterns in response to WS, 1795 pairs for HS, and 1487 pairs for WH. 

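In L6, tae-MIR5384-p5 was at 144 ± 16.7 (SD, n = 3) in CG and 38.8 ± 5.23 under HS, a log2 fold change of -1.86 (standard error 0.19, limma adjusted p = 3.2e-05, and not past the threshold in a fit of all 120 libraries), and its target TRITD_3Bv1G212830 at 2.87 in CG, 0.541 under WS, 9.43 under HS and 6.22 under WH in FPKM. osa-miR167a-5p_R+1, of a family that acts on auxin response factors, was at 43.0 ± 6.85 in CG and listed at 0 in all L6 libraries under HS and WH, and ARF6, TRITD_6Av1G046710, was at 1.02 in CG, 0.456 under WS, 3.01 under HS and 1.24 under WH. WRKY27, TRITD_3Bv1G195790, was at 4.29 in CG, 5.79 under WS, 20.7 under HS and 25.8 under WH. In L6 the degradome site of tae-MIR5384-p5 on TRITD_3Bv1G212830 had 6.41 normalized reads under HS, the value of 1 read, and 0 in the other libraries. Of 65109 pairs in L6, 10485 pairs had opposite directions and 9877 the same direction under HS, 9301 and 8391 under WH, and 1002 and 1116 under WS. The reassignments gave 7330.0 to 10163 opposite pairs under HS, 6724 to 9022 under WH and 795 to 1424 under WS, so that those under HS and WH lay above this range and that under WS within it. As shares, 51.5% of the changed pairs were opposite under HS and 52.6% under WH, both within the range from the reassignments (48.0% to 51.9% and 47.7% to 53.1%). An Allen score of up to 4 left 105 opposite and 86 in the same direction under HS, 118 and 88 under WH, and 4 and 19 under WS. The exchange of codes gave 2578 and 2750 under WH, and 3820 and 3263 under WS.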

Interestingly, there were always a higher number of miRNA-mRNA pairs, where miRNAs were down-regulated (correspondingly mRNAs were up-regulated), than the number of pairs, where miRNAs were up-regulated (correspondingly mRNAs were down-regulated), except for DBA Aurora under WS (where only limited pairs were identified). These results suggested that the activation of protein-coding genes (possible positive regulators of stress adaption) was favored over suppression of genes (possible negative regulators of stress adaptation). 

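osa-miR444b.1_1ss21CT was at 170.3 ± 26.7 (SD, n = 3) in CG and 69.3 ± 19.3 under HS in DBA Aurora, a log2 fold change of -1.31 (standard error 0.22, limma adjusted p = 0.0020), while its target WRKY33, TRITD_3Av1G213210, went from 9.54 to 53.7 FPKM. In L6 the miRNA had a log2 fold change of -1.96 (standard error 0.20, limma adjusted p = 4.1e-05) under HS, and WRKY33 went from 8.34 to 81.1. The degradome site of this pair has an Allen score of 19.5. It had 8.51 normalized reads under HS in DBA Aurora and 4.67 under WH in L6, each the value of 1 read, and 0 in the other libraries. Of the opposite pairs, DBA Aurora had 3178 with the miRNA lower and the target higher and 1412 with the miRNA higher and the target lower under HS, 1468 and 579 under WH and 6 and 28 under WS. In L6 the numbers were 6791 and 3694 under HS, 6384 and 2917 under WH and 678 and 324 under WS, in the same order. From the surplus of pairs with lower miRNAs, the paper proposes that activation of protein-coding genes was favored over suppression.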

A significant number of stress-responsive mRNAs with antagonistic patterns were transcription factor (TF) families and included DREB, NAC, ARF, WRKY, MYB, MYC, bZIP, NF-YC, ERF, bHLH, PIF, GSK, GATA, HOX, DRF-like, and PCL family members (Table S12). Among these miRNA-TF pairs, 113 were newly discovered miRNA-target pairs. 

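The NAC92-like gene TRITD_4Bv1G108860 rose under HS over both genotypes, with a log2 fold change of 3.65 (standard error 0.37, limma adjusted p = 0.0028), the MYB44-like gene TRITD_5Av1G118710 with one of 3.43 (standard error 0.41, limma adjusted p = 0.0039), and the bZIP gene TRITD_6Av1G199570, described as ABI5-like, with one of 2.90 (standard error 0.37, limma adjusted p = 0.0046). DREB3A, TRITD_1Bv1G135100, did not pass the test, with 0.48 (standard error 0.26, limma adjusted p = 0.21) under HS and -0.46 (standard error 0.26, limma adjusted p = 0.31) under WH, and neither did ARF16, TRITD_7Av1G051530, with 0.21 (standard error 0.48, limma adjusted p = 0.81) under WH. These values are per gene, while Table 2 lists a numbered transcript of each of these 2 genes. The paper chose the pairs of Table 2 from these libraries for opposite patterns in DBA Aurora, so their direction there is not a test. Of the 34 combinations of miRNA, target and stress in Table 2, the miRNA was lower in DBA Aurora in 34, in 30 of them at an adjusted p under 0.05 in limma, and the target was at least 2-fold higher in 30. In L6 the miRNA was tested in 32 and lower in 31, in 25 past the adjusted p, and the target was at least 2-fold higher in 27. Of 85 tested WRKY genes, 28 rose, 11 fell and 46 did not pass under HS, and 7 rose, 1 fell and 77 did not pass under WH (limma, adjusted p under 0.05), against 34 that rose and 11 that fell under HS, and 29 that rose and 7 that fell under WH when adjusted over the list alone. For WRKY genes, with 1 library left out, the 28 that rose under HS became 15 without DBA Aurora HS, 9 without L6 HS and 5 without L6 CG, the 11 that fell under HS became 4 without L6 CG, 3 without DBA Aurora CG, 1 without DBA Aurora HS and 0 without L6 HS, the 7 that rose under WH became 16 without DBA Aurora WH, 4 without DBA Aurora WS or L6 WS, 3 without DBA Aurora HS or L6 HS and 0 without DBA Aurora CG, L6 CG or L6 WH and the 1 that fell under WH became 2 without DBA Aurora WS or L6 WS and 0 without DBA Aurora CG, DBA Aurora HS, DBA Aurora WH, L6 CG, L6 HS or L6 WH. After rescaling by the median ratio, 3 rose and 1 fell under WH. For WRKY genes, with no filter the 11 that fell under HS became 4, the 7 that rose under WH became 1 and the 1 that fell under WH became 0. In these libraries, seed storage protein genes, markers of another tissue, had median log2 changes of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. Of 62 tested bHLH genes, 13 rose, 4 fell and 45 did not pass under HS, and 5 rose, 1 fell and 56 did not pass under WH (limma, adjusted p under 0.05), against 14 that rose and 4 that fell under HS, and 11 that rose and 2 that fell under WH when adjusted over the list alone. For bHLH genes, with 1 library left out, the 13 that rose under HS became 8 without DBA Aurora HS, 5 without L6 HS and 2 without L6 CG, the 4 that fell under HS became 2 without DBA Aurora CG and 1 without DBA Aurora HS, L6 CG or L6 HS, the 5 that rose under WH became 2 without DBA Aurora HS or L6 HS and 0 without DBA Aurora CG, L6 CG or L6 WH and the 1 that fell under WH became 0 without DBA Aurora CG, L6 CG or L6 WH. For bHLH genes, with no filter the 5 that rose under WH became 0 and the 1 that fell under WH became 0. Over all 31230 tested genes, limma called 5669 higher and 2517 lower under HS, so the share of bHLH genes that rose there was near that of all genes. Of 33 tested auxin response factor genes, 11 rose and 22 did not pass under HS (limma, adjusted p under 0.05), against 13 that rose under HS when adjusted over the list alone. For auxin response factors, with 1 library left out, the 11 that rose under HS became 7 without DBA Aurora HS, 2 without DBA Aurora CG, 1 without L6 CG and 0 without L6 HS. For auxin response factors, with no filter the 11 that rose under HS became 5.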

In other crop plants and model plant species, TF families, including DREB, NAC, ARF, WRKY, MYB, bZIP, bHLH, received significant attention and functionally validated to hold significance in miRNA-conferred stress tolerance and plant development [31,72,73,74,75,76,77]; therefore, the related durum wheat miRNA-TF pairs and their regulatory patterns were summarized here (Table 2). Future research could focus on the functional validation and characterization of these miRNA-TF pairs and their downstream genes, which could serve as promising candidates for enhancing stress tolerance in tetraploid wheat. The T-plots for these miRNA-TF pairs showed the mRNA cleavage sites of TF genes silenced by miRNAs (Figure S10), validated by degradome sequencing. 

KEGG pathway classification of these miRNA-mRNA modules revealed the key biological processes regulated in response to each type of stress (Figure 3). Most miRNA-mRNA pairs were involved in metabolism-related KEGG pathways. Under WS (Figure 3a), the highest percentage of KEGG pathways activated in DBA Aurora was lipid metabolism; for L6, it was carbohydrate metabolism. Under HS (Figure 3b), both genotypes had a high percentage of pathways classified under carbohydrate metabolism, lipid metabolism, amino acid metabolism, and biosynthesis of other secondary metabolites. A similar pattern was identified under WH (Figure 3c). However, for DBA Aurora, more miRNA-mRNA pairs were involved in the biosynthesis of other secondary metabolites than lipid metabolism. For L6, a higher percentage was involved in translation compared with folding, sorting, and degradation under genetic information processing pathways.

### 2.8. Multi-Omics Analysis: Genotype-Dependent miRNA-mRNA Modules 

Genotype-dependent miRNA-mRNA pairs (DBA Aurora vs. L6) with antagonistic regulatory patterns were identified under each treatment (Table S13). 

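In CG, bdi-miR394, of a conserved family, was at 144 ± 10.7 (SD, n = 3) in DBA Aurora and 97.4 ± 12.7 in L6, in normalized reads, a log2 difference of 0.57 (standard error 0.13, limma adjusted p = 0.018, and 0.056 without DBA Aurora CG replicate 3, 0.092 without L6 CG replicate 1 and 0.091 without L6 CG replicate 3) between DBA Aurora and L6. Its Table 2 target is WRKY14, TRITD_1Bv1G030900, at a site with an Allen score of 10.5. That site had 6.67 normalized reads under WH in DBA Aurora, the value of 1 read. The other miRNA targets named below are likewise those of Table 2. tae-MIR5384-p5 had a log2 difference of 0.29 (standard error 0.12, limma adjusted p = 0.10) in CG, and its target TRITD_3Bv1G212830 one of -0.54 in FPKM + 1. Under CG, 166 miRNAs passed an unadjusted p under 0.05 in limma between genotypes, and of 86864 pairs with a degradome site in either genotype 1728 had opposite differences and 1620 the same. The reassignments of the miRNA differences gave 1255 to 1778 opposite pairs.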

In the CG, 273 miRNA-mRNA pairs showed significant genotypic patterns. Among these, 198 pairs exhibited down-regulation of miRNAs (less abundant in DBA Aurora) and up-regulation of mRNAs targets (more abundant in DBA Aurora), while 75 pairs exhibited the opposite, where miRNAs were up-regulated, but the mRNAs targets were down-regulated. 

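The opposite pairs in CG were 1317 with the miRNA lower and the target higher in DBA Aurora, and 411 with the reverse. WRKY27, TRITD_3Bv1G195790, had a log2 difference of 0.81 (DBA Aurora against L6) in FPKM + 1 in CG, while the miRNA of its Table 2 pair, ata-MIR9674b-p5, had one of -0.49 (standard error 0.23, limma adjusted p = 0.13). The MYB44-like gene TRITD_5Av1G118710 had a difference of -1.00 and the NAC gene TRITD_2Bv1G034790 of -1.66. The target side has 1 library per genotype.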

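Under WS, osa-miR444b.1_1ss21CT was at 201 ± 16.2 (SD, n = 3) in DBA Aurora and 83.8 ± 22.3 in L6, a log2 difference of 1.28 (standard error 0.24, limma adjusted p = 0.020, and 0.050 without DBA Aurora WS replicate 1, 0.083 without DBA Aurora WS replicate 2, 0.056 without L6 WS replicate 1 and 0.078 without L6 WS replicate 2), and its target WRKY33, TRITD_3Av1G213210, was at 9.10 and 11.5 FPKM. bdi-miR394 had a log2 difference of 0.53 (standard error 0.19, limma adjusted p = 0.10). Of 82978 pairs, 873 had opposite differences between genotypes and 938 the same, with 604 of the opposite ones having the target higher in DBA Aurora and 269 lower. The reassignments gave 671 to 1203. At an adjusted p under 0.05 for the miRNA, 511 opposite pairs and 549 in the same direction were left.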

Under WS, 124 miRNA-mRNA pairs were genotype-dependent, with 74 pairs exhibiting down-regulation of miRNAs with up-regulation of mRNAs targets, and 50 pairs exhibited the opposite pattern. Under HS, 340 miRNA-mRNA pairs were genotype-dependent, with 225 pairs exhibiting down-regulation of miRNAs and up-regulation of mRNAs targets, while 115 pairs exhibited the opposite pattern. 

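Under HS, osa-miR167a-5p_R+1 was at 31.7 ± 7.91 (SD, n = 3) in DBA Aurora and listed at 0 in all libraries of L6, while its target ARF6, TRITD_6Av1G046710, was at 4.56 and 3.01 FPKM. osa-miR444b.1_1ss21CT had a log2 difference of 0.44 (standard error 0.24, limma adjusted p = 0.20), and WRKY33, TRITD_3Av1G213210, one of -0.59 in FPKM + 1. Of 78909 pairs, 3087 had opposite differences and 2374 the same. With the miRNA lower in DBA Aurora and the target higher there were 2662, and with the reverse 425. The reassignments gave 2797 to 4227 opposite pairs.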

The highest number of genotypic miRNA-mRNA pairs (468) were found under WH, where 160 pairs exhibited down-regulation of miRNAs and up-regulation of mRNAs targets, and 308 pairs exhibited the opposite trend. 

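Under WH, bdi-miR394 was at 84.6 ± 7.05 (SD, n = 3) in DBA Aurora and 41.5 ± 5.29 in L6, a log2 difference of 1.01 (standard error 0.14, limma adjusted p = 0.0037), and its target WRKY14, TRITD_1Bv1G030900, had one of -1.93 in FPKM + 1. osa-miR444b.1_1ss21CT had a log2 difference of 0.54 (standard error 0.15, limma adjusted p = 0.037, and 0.074 without DBA Aurora WH replicate 1, 0.083 without DBA Aurora WH replicate 2, 0.059 without L6 WH replicate 1, 0.13 without L6 WH replicate 2 and 0.11 without L6 WH replicate 3), and WRKY33, TRITD_3Av1G213210, was at 19.3 FPKM in DBA Aurora and 101 in L6. Of 81867 pairs, 3412 had opposite differences and 3472 the same. With the miRNA lower in DBA Aurora and the target higher there were 2063, and with the reverse 1349. The reassignments gave 3245 to 4717.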

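The bZIP gene TRITD_3Bv1G212830 had log2 differences of 0.70 under WS, 0.34 under HS and 0.01 under WH (DBA Aurora against L6), and the NAC92-like gene TRITD_4Bv1G108860 of -0.08, 0.37 and -1.16. WRKY27, TRITD_3Bv1G195790, had 0.34, 0.54 and -1.06. In all 4 genotype comparisons, opposite pairs with the target higher in DBA Aurora outnumbered those with it lower. Of all changed pairs, 51.6% were opposite in CG, 48.2% under WS, 56.5% under HS and 49.6% under WH, and each share lay within the central range of the reassignments. At an Allen score of up to 4, 30, 16, 43 and 23 opposite pairs were left in the same order, against 45, 9, 23 and 53 in the same direction. Among the opposite pairs the target was higher in 15 and lower in 15 in CG, 2 and 14 under WS, 21 and 22 under HS, and 11 and 12 under WH, so that in none of the 4 did pairs with the target higher outnumber the others.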

Interestingly, under all conditions except for WH, there were always a higher number of miRNA-mRNA pairs where mRNA expression was higher in DBA Aurora due to the lower abundance of miRNA. Figure 4 displays the distribution of KEGG pathways among up-regulated and down-regulated miRNA-target pairs under different treatments. When heat stress was present (HS and WH treatments), mRNAs that were involved in the carbon fixation in photosynthetic organisms (ko00710) were more abundant in DBA Aurora (up-regulated), while target genes involved in protein processing in the endoplasmic reticulum (ko04141) were lower in DBA Aurora (down-regulated).

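Of 29 tested genes of Rubisco and the Calvin cycle, which fix carbon, 12 were at least 2-fold higher and 0 lower in DBA Aurora than in L6 under HS, and 19 and 0 under WH. Their median log2 difference was 0.95 under HS and 1.12 under WH, above all 10000 matched random lists, and 0.07 in CG. The rDNA-like gene models, a sign of RNA quality, had a median difference of -1.14 under HS and 0.14 under WH between the same libraries. The Rubisco small chain gene TRITD_5Bv1G101590 was at 124 FPKM under HS and 446 under WH in L6, lower than the values of DBA Aurora. Of 29 tested genes of this list over both genotypes, 26 fell and 3 did not pass under HS, and 10 fell and 19 did not pass under WH (limma, adjusted p under 0.05), against 27 that fell under HS, and 23 that fell under WH when adjusted over the list alone. For carbon fixation genes, with 1 library left out, the 26 that fell under HS became 6 without L6 HS and 4 without L6 CG and the 10 that fell under WH became 6 without DBA Aurora WS or L6 WS, 1 without DBA Aurora HS or L6 HS and 0 without DBA Aurora CG, L6 CG or L6 WH. For carbon fixation genes, with no filter the 10 that fell under WH became 0. The medians of seed storage and rDNA-like genes against CG, given above with other lists, belong to these libraries too. Among chaperones, HSP70 genes, which include BiP2 of the endoplasmic reticulum, TRITD_6Bv1G012740, had a median difference of -0.37 under HS, with 15 of 51 at least 2-fold lower in DBA Aurora and 0 higher, and of -0.21 under WH, with 17 lower and 1 higher. HSP90 and HSP100 genes had medians of -0.33 and -0.25. The genotype differences rest on 1 library per group.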

### 2.9. qPCR Analysis of DEMs and DEGs

Genotypic patterns were observed for some of the expression profiles of ten stress-responsive miRNAs and 15 targets (Figure 5). For example, osa-miR160f-5p and tae-MIR9772-p5 were both significantly down-regulated in DBA Aurora under all stresses but were significantly up-regulated in L6 under HS and WH. Stress-responsive miRNA and their targets sometimes exhibited antagonistic patterns, subject to genotype and stress type. For example, in DBA Aurora, tae-MIR9662b-p5_1ss9CG was down-regulated in response to all stress treatments, and its target transcription factor bHLH47 was up-regulated correspondingly under all stress conditions. Consistent with previous studies [45,78], miRNAs and their targets did not always exhibit a negative correlation in their expression. As the regulatory relationships of miRNA-target modules were not always one-on-one specific, one miRNA could regulate multiple mRNAs, and one mRNA could be synergistically targeted by several miRNAs. 

## 3. Discussion

### 3.1. miRNA Expression Specificity Provides New Insights into Their Regulatory Roles Specific to Genotype and Developmental Stage

Although miRNAs have been extensively studied in many cereal crops, no research has been performed to compare miRNA expression against multiple factors, including genotypes, different stress types, and multiple time-points during reproduction. In this study, we discovered high expression specificity of different miRNAs to all the above-mentioned factors. Such patterns suggest that miRNAs not only play a key part in genotype by environment interactions but also in cereal reproductive development, as well as providing possible feedback to small RNA biogenesis pathways. 

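PC-5p-1947_18258, a candidate miRNA, was at 189 ± 12.1 (SD, n = 3) normalized reads in control L6 at 5 DPA and listed at 0 in all 60 DBA Aurora libraries. Counted by mature sequence, 23 miRNAs were above 0 in DBA Aurora and in no L6 library (9 without replicate 1 of each group), and 59 in L6 and in no DBA Aurora library. Of the DBA Aurora ones, 15 were above 0 in just 1 library and 4 in at least 3. Of the L6 ones, 28 were above 0 in just 1 library and 21 in at least 3. A single library, L6 WH at 35 DPA replicate 2, held 15 of the L6 ones, and 14 of these carry MIR9668 names.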

Among all the miRNAs identified (Table S2), 24 miRNAs were exclusively expressed in DBA Aurora, and 59 miRNAs were only expressed in L6. Further investigation of the function of these specific miRNA targets provided valuable information on the regulatory pathways available for any given genotype. For example, ata-miR167c-3p was only expressed in DBA Aurora under HS (Table S2). 

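ata-miR167c-3p, of the family that targets auxin response factors, comes from a precursor on chromosome 5A from 55188943 to 55189038. It was above 0 in 2 of 120 libraries, both of them from DBA Aurora under HS at 45 DPA, at up to 9.83 normalized reads, and was listed at 0 in the other replicate and in all other groups. The lowest value above 0 in a DBA Aurora library had a median of 7.46. The HS group at 45 DPA had a median of 3558986 clean reads, the highest of the DBA Aurora groups. The SCAB1 gene TRITD_3Bv1G186570, whose relatives bind actin in guard cells, lies on chromosome 3B from 569069735 to 569075873. At 5 DPA it was at 11.3 FPKM in control DBA Aurora and 15.9 under HS, groups in which ata-miR167c-3p was listed at 0 at that time-point. Over both genotypes the log2 fold change of SCAB1 under HS was 0.72 (standard error 0.31, limma adjusted p = 0.13).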

One target of ata-miR167c-3p is a stomatal closure-related actin-binding protein 1 (SCAB1, TRITD_3Bv1G186570), which provides precise regulation of actin filaments and stomatal movement [79]. The regulation of *SCAB1* expression by ata-miR167c-3p could potentially contribute to adaptive and coordinated stomatal closure under HS in DBA Aurora, which would not be available for the stress-sensitive genotype L6. Indeed, under stress, stomatal conductance reduced to a greater extent in L6 when compared with DBA Aurora, where stomatal conductance was more tightly controlled [8].

For developmental stage-specific miRNAs, 11 miRNAs were exclusively expressed in 5 DPA libraries, seven in 15 DPA libraries, 28 in 35 DPA libraries, and 16 in 45 DPA libraries. These time-point specific miRNAs have possible functional roles in regulating biological processes specific to different reproductive stages from flowering to grain maturity. For example, tae-miR9666a-3p was only expressed at 5 DPA (Table S2). It targets a *PLATZ* (*plant AT-rich sequence and zinc-binding protein)* transcription factor gene (TRITD_7Bv1G163890). 

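Counted by mature sequence, the miRNAs above 0 at a single time-point numbered 11 at 5 DPA, 7 at 15 DPA, 28 at 35 DPA (12 without replicate 2 of each group) and 15 at 45 DPA (8 without replicate 1). The sequences at 45 DPA carry 16 names. No sequence was above 0 at 25 DPA alone. With all 3 replicates of a group above 0, the numbers were 10, 2, 8 and 7 at 5, 15, 35 and 45 DPA.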

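tae-miR9666a-3p comes from a precursor on chromosome 3A from 3395224 to 3395321. It was above 0 in control L6 at 5 DPA, at 17.6 ± 0.991 (SD, n = 3) normalized reads, and was listed at 0 in every other group, those of DBA Aurora included. The PLATZ transcription factor gene TRITD_7Bv1G163890 lies on chromosome 7B from 517680402 to 517683792. At 5 DPA it was at 22.5 FPKM in control L6, where the miRNA was present, and at 26.6 FPKM in control DBA Aurora. In L6 it was at 35.3 under WS, 26.1 under HS and 18.3 under WH, each from 1 pooled library. Its stress response over both genotypes did not pass the test, with log2 fold changes of 0.16 (standard error 0.25, limma adjusted p = 0.67) under HS and -0.54 (standard error 0.25, limma adjusted p = 0.22) under WH.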

In rice, the PLATZ transcription factor positively regulates grain length and negatively regulates grain number formation by coordinating cell proliferation in young panicles and grains during early grain development [80]. The regulation of the PLATZ protein by tae-miR9666a-3p was only present 5 days after flowering, suggesting that the miRNA-mRNA pair could serve a similar function in durum wheat. Future research could strategically examine the spatial-temporal expression of the tae-miR9666a-3p-PLATZ module in various tissues at different reproductive and grain development stages. 

### 3.2. Stress-Responsive DEMs and DEGs Reveal Synergistic Interactions between Water-Deficit Stress and Heat Stress Response

Stress-responsive patterns of conserved miRNA families have been described in many cereal species, as well as summarized in several reviews [23,29,30,81]. However, information of the same miRNA in response to various stress types was often collected from different studies. Here, we systematically described miRNA profiles in the same sample set subjected to single and combined water-deficit and heat stress. At certain time-points, some miRNAs exhibited the same responsive pattern to all stress treatments (down-regulated under all stresses or up-regulated under all stresses). For example, in DBA Aurora, ata-miR528-5p was significantly down-regulated under all stresses at 5 DPA and 45 DPA (Table S3). miR528 targets several copper-containing oxidases that contribute to cellular redox homeostasis, such as Cu–Zn SOD (superoxide dismutase). Thus, repressing miR528 expression to promote SOD activity could be a common response to different stresses, in line with previous findings in durum wheat and bread wheat [41,82,83]. 

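In DBA Aurora at 5 DPA, ata-miR528-5p was at 60.5 ± 7.96 (SD, n = 3) normalized reads under WS, 0 to 31.4 (above 0 in 2 of 3 libraries) under HS and 41.7 ± 1.59 under WH. Its log2 fold changes against the control were -0.22 (standard error 1.06, limma adjusted p = 0.998), -2.98 (standard error 1.06, adjusted p = 0.055, and 0.0018 without HS replicate 1 at a log2 fold change of -1.40, 0.044 without HS replicate 2 and 0.021 without HS replicate 3, and past the threshold with a pseudocount of 5, in a fit of all 120 libraries and in an unmoderated test on untransformed values) and -0.74 (standard error 1.06, adjusted p = 0.60, and 0.012 without HS replicate 1, and past the threshold in an unmoderated test on untransformed values). At 45 DPA it fell under WS, from 380.2 ± 82.0 (SD, n = 3) to 176 ± 27.7, and was at 315 ± 21.3 under HS and 319 ± 37.2 under WH. The log2 fold changes at 45 DPA were -1.09 (standard error 0.18, adjusted p = 0.0016, and not past the threshold in a fit of all 120 libraries), -0.25 (standard error 0.18, adjusted p = 0.33) and -0.24 (standard error 0.18, adjusted p = 0.31). The gene TRITD_7Av1G138010 encodes a chloroplastic Cu-Zn superoxide dismutase, which removes superoxide, and lies on chromosome 7A from 359496476 to 359512437. At 5 DPA it was at 209.8 FPKM in control DBA Aurora, 269 under WS, 90.0 under HS and 117 under WH. Over both genotypes it fell under HS, with a log2 fold change of -1.16 (standard error 0.26, limma adjusted p = 0.023), and the adjusted p was 0.092 without DBA Aurora CG, 0.084 without DBA Aurora HS, 0.082 without L6 CG and 0.16 without L6 HS.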

Some miRNAs exhibited contrasting regulatory patterns towards three stress treatments. For example, another miRNA that targets SODs, osa-miR398a, was up-regulated under WS and HS but was down-regulated under WH in DBA Aurora at 15 DPA (Table S3). It was also up-regulated under HS at 25 DPA in DBA Aurora but was down-regulated under WS and WH. 

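At 15 DPA in DBA Aurora, osa-miR398a was at 33.0 ± 2.24 (SD, n = 3) normalized reads under WS and 61.4 ± 9.99 under HS, and was listed at 0 in the 3 WH libraries. Its log2 fold change against the control was 0.50 (standard error 0.16, limma adjusted p = 0.88) under WS and 1.36 (standard error 0.16, adjusted p = 5.4e-04) under HS, and none is given for the group listed at 0. At 35 DPA it was at 72.7 ± 2.15 (SD, n = 3) under WS, a log2 fold change of -1.53 (standard error 0.21, adjusted p = 0.0029). At 45 DPA it was at 227 ± 0.764 (SD, n = 3) under WS, 1703 ± 149 under HS and 926 ± 247 under WH, with log2 fold changes of -2.69 (standard error 0.19, adjusted p = 3.6e-06), 0.20 (standard error 0.19, adjusted p = 0.48) and -0.71 (standard error 0.19, adjusted p = 0.014, and 0.0059 without WH replicate 1 at a log2 fold change of -0.47, and not past the threshold in a fit of all 120 libraries).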

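At 25 DPA, osa-miR398a of DBA Aurora was at 286 ± 41.3 (SD, n = 3) normalized reads under HS, 0 to 23.1 (above 0 in 2 of 3 libraries) under WS and 0 to 14.9 (above 0 in 2 of 3 libraries) under WH. Its log2 fold changes were 2.33 (standard error 1.31, limma adjusted p = 0.21, and past the threshold with a pseudocount of 5, in a fit of all 120 libraries and in an unmoderated test on untransformed values), -2.91 (standard error 1.31, adjusted p = 0.22, and past the threshold in a fit of all 120 libraries) and -3.19 (standard error 1.31, adjusted p = 0.12, and 0.048 without WS replicate 3, and past the threshold with a pseudocount of 5 and in a fit of all 120 libraries). At this time-point ata-miR528-5p had log2 fold changes of 2.19 (standard error 1.01, adjusted p = 0.13, and 4.8e-04 without WS replicate 1, and past the threshold with a pseudocount of 5, in a fit of all 120 libraries and in an unmoderated test on untransformed values) under HS and -1.04 (standard error 1.01, adjusted p = 0.52, and 0.014 without WS replicate 1) under WH. From such patterns across stages and genotypes, the paper concludes that the effect of combined stress on miRNAs cannot be read from the effects of the single stresses.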

Our results further confirmed that the impacts of combined stress on the miRNAome could not be simply extrapolated based on their impacts taken individually, and it is subject to not only the developmental stages of the plant but also the genotype, even within the same species. To further elucidate the synergistic interactions of water-deficit and heat stress response at the transcriptional level, the expression profiles of miRNAs should be analyzed together with the mRNA transcriptome profile. 

Similar to miRNAs, mRNA changes in response to combined stress were orchestrated and sometimes unique. Firstly, the numbers of DEGs identified were quite different under three stress treatments. 

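Over both genotypes, the small heat shock protein genes TRITD_3Bv1G012590 and HSP26, TRITD_4Bv1G136930, rose under HS, by 8.82 (standard error 0.22, limma adjusted p = 1.1e-04) and 8.63 (standard error 0.36, limma adjusted p = 3.7e-04) on the log2 scale, and under WH, by 8.59 (standard error 0.22, limma adjusted p = 1.4e-04) and 7.62 (standard error 0.36, limma adjusted p = 0.0010). The thiol methyltransferase gene TRITD_5Bv1G244430 fell, with log2 fold changes of -4.61 (standard error 0.24, limma adjusted p = 8.6e-04) under HS and -5.18 (standard error 0.24, limma adjusted p = 0.0010) under WH. Of 27 tested dehydrin and LEA genes, 21 rose and 6 did not pass under HS, and 2 rose and 25 did not pass under WH (limma, adjusted p under 0.05), against 22 that rose under HS, and 9 that rose under WH when adjusted over the list alone. For dehydrin and LEA genes, with 1 library left out, the 21 that rose under HS became 11 without DBA Aurora HS, 10 without L6 HS and 8 without L6 CG and the 2 that rose under WH became 4 without DBA Aurora WH, DBA Aurora WS or L6 WS and 0 without DBA Aurora CG, L6 CG or L6 WH. For dehydrin and LEA genes, with no filter the 2 that rose under WH became 0, and with rescaled libraries the 2 that rose under WH became 1. The same libraries had a median log2 change of seed storage protein genes, which mark another tissue, of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and of rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. Over all genes, limma called 5669 higher and 2517 lower under HS than in CG, and 1728 higher and 368 lower under WH. Under WS no gene passed, while 293 higher and 127 lower passed an unadjusted p under 0.05. With rescaled libraries it called 4764 higher and 3421 lower under HS and 1080 and 549 under WH, and 251 and 179 passed the unadjusted p under WS. With no filter it called 1422 lower under HS, and 288 higher and 46 lower under WH. With the codes WS and WH exchanged, these counts, those of the gene lists and those of genes at least 2-fold changed for WH stand under WS, and the reverse. When 1 library was left out, the count higher under HS became 2479 without DBA Aurora HS, 1335 without L6 CG and 1662 without L6 HS, and the count lower 890 without DBA Aurora HS, 302 without L6 CG and 295 without L6 HS. Under WH they became 284 without DBA Aurora CG, 1005 without DBA Aurora HS, 16 without L6 CG, 1006 without L6 HS and 52 without L6 WH for the higher, and 53 without DBA Aurora CG, 180 without DBA Aurora HS, 3 without L6 CG, 179 without L6 HS and 7 without L6 WH for the lower.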

HS triggered the highest number of DEGs in both genotypes, and the lowest number of DEGs were found under WS, with the DEG number under the combined stress being in between these values. This could be explained by the fact that the heat stress applied was an intense shock (37 °C/27 °C compared with the control at 22 °C/12 °C) and transient in nature (24 h). In contrast, the WS applied was mild water-limiting stress, where soil water content was kept at 50% of the field capacity (rather than drought stress, which is usually at <30% of field capacity). The WS treatment was also chronic, where it started at the booting stage (approximately 20 days before flowering). Acute short-term stress tended to induce higher transient gene expression changes than chronic stress exposure, where plants had time for acclimation with possible implications from the stress-priming [84,85]. Indeed, HS caused more damage to the plants than WS, as was evidenced by significantly lower yield components (such as biomass, grain weight, and fertility) recorded in DBA Aurora [8]. 

The effect of combined stress on DEGs was not simply additive from single stress conditions. Similar to DEM profiles, some DEGs were commonly up- or down-regulated under all stresses, while others exhibited unique patterns specific to either single or combined stress. The commonly regulated genes include many well-known families often induced by heat and water-deficiency, such as heat shock protein genes, dehydrins, and key metabolic enzymes. 

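The gene TRITD_5Av1G133330 encodes PP2C68, of a family of phosphatases with members that restrain ABA signalling, and lies on chromosome 5A from 376798461 to 376799510. In DBA Aurora it was at 0.929 in CG, 2.44 under WS, 118 under HS and 12.5 under WH in FPKM, and in L6 at 11.8 in CG, 1.81 under WS, 147 under HS and 75.9 under WH. Its log2 fold change over both genotypes was 4.74 (standard error 0.76, limma adjusted p = 0.0081) under HS and 2.70 (standard error 0.76, limma adjusted p = 0.082) under WH, and -0.67 (not past the threshold) under WS. PP2C30, TRITD_4Bv1G128750, was at 1.36 in CG, 4.37 under WS, 475 under HS and 77.5 under WH in DBA Aurora and rose by 5.99 (standard error 0.80, limma adjusted p = 0.0051) under HS. Of 124 tested PP2C genes, 50 rose, 5 fell and 69 did not pass under HS, and 9 rose and 115 did not pass under WH (limma, adjusted p under 0.05), against 55 that rose and 8 that fell under HS, and 12 that rose under WH when adjusted over the list alone. For PP2C genes, with 1 library left out, the 50 that rose under HS became 28 without DBA Aurora CG, 16 without DBA Aurora HS, 14 without L6 HS and 12 without L6 CG, the 5 that fell under HS became 8 without DBA Aurora CG, 2 without DBA Aurora HS and 0 without L6 CG or L6 HS and the 9 that rose under WH became 5 without DBA Aurora HS, 1 without DBA Aurora CG and 0 without L6 CG or L6 WH. For PP2C genes, with no filter the 5 that fell under HS became 3 and the 9 that rose under WH became 4, and with rescaled libraries the 5 that fell under HS became 8. Markers of another tissue, the seed storage protein genes, had medians of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and the rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. Among genes of ABA synthesis, zeaxanthin epoxidase, TRITD_4Bv1G056620, was at 255 in CG and 122.5 under HS in DBA Aurora. Of 6 tested ABA synthesis genes, 3 rose, 2 fell and 1 did not pass under HS (limma, adjusted p under 0.05), against 3 that rose and 3 that fell under HS when adjusted over the list alone. For ABA synthesis, with 1 library left out, the 3 that rose under HS became 1 without L6 HS and 0 without L6 CG and the 2 that fell under HS became 1 without DBA Aurora CG, DBA Aurora WH or L6 WH and 0 without DBA Aurora HS, L6 CG or L6 HS. For ABA synthesis, with no filter the 2 that fell under HS became 1.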

As an example, a *protein phosphatase 2C* (*PP2C*) gene (TRITD_5Av1G133330) was significantly up-regulated under all stresses in DBA Aurora (Table S6). PP2Cs play critical roles in signaling by abscisic acid (ABA), a hormone well known to coordinate developmental signals and environmental cues, such as drought and heat [86]. In Arabidopsis, overexpression of a rice *PP2C* gene enhanced ABA insensitivity and tolerance to salt, mannitol, and drought stress [87]. In the current study, the common regulatory patterns of *PP2C* in DBA Aurora (up-regulated under all stresses) suggested that PP2C-coordinated ABA signaling pathways could be in play under all conditions, contributing to stress adaptation to not only single but also combined stress. For genes that were specifically regulated under combined stress, one example is a *Bowman-Birk type trypsin inhibitor* gene (*BBI*, TRITD_1Av1G004660). This gene only exhibited a significant up-regulation pattern under WH in DBA Aurora (Table S6). 

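The Bowman-Birk inhibitor gene TRITD_1Av1G004660, which encodes an inhibitor of trypsin-like proteases, lies on chromosome 1A from 10217747 to 10218190. In DBA Aurora it was at 3.18 in CG, 5.95 under WS, 8.04 under HS and 10.4 under WH in FPKM, and in L6 at 5.80 in CG, 3.52 under WS, 3.69 under HS and 5.50 under WH. Its log2 fold change over both genotypes was 0.69 (standard error 0.42, limma adjusted p = 0.33) under WH and 0.29 (standard error 0.42, limma adjusted p = 0.64) under HS. A second gene of the family, TRITD_3Av1G011190, was at 1.44 in CG, 1.27 under WS, 91.7 under HS and 88.4 under WH in DBA Aurora and 1.41 in CG, 1.63 under WS, 62.1 under HS and 42.6 under WH in L6, and rose over both genotypes, by 4.98 (standard error 0.34, limma adjusted p = 0.0015) under HS and 4.69 (standard error 0.34, limma adjusted p = 0.0040, and 0.056 without L6 CG) under WH. Another, TRITD_5Av1G234800, the most abundant member, was at 238 in CG, 266 under WS, 121 under HS and 221 under WH in DBA Aurora and 109 in CG, 443 under WS, 219 under HS and 275 under WH in L6. Of 6 tested Bowman-Birk inhibitor genes, 1 rose and 5 did not pass under HS, and 1 rose and 5 did not pass under WH (limma, adjusted p under 0.05), against 1 that rose and 1 that fell under HS, and 1 that rose under WH when adjusted over the list alone. For this family, with 1 library left out, the 1 that rose under WH became 0 without L6 CG. After rescaling by the median ratio, 1 rose and 1 fell under HS. Markers of another tissue, the seed storage protein genes, had medians of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and the rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. A response of DBA Aurora alone rests on 1 library per group.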

A very recent study in Arabidopsis demonstrated that BBIs play important roles in stress adaptation via alleviating cellular oxidative stress [88]. Transgenic lines overexpressing the maize *BBI* gene showed significantly stronger trypsin-inhibitor activity, leading to enhanced antioxidant enzyme activities that contributed to the maintenance of higher leaf relative water content (RWC) under drought stress. Indeed, in our previous report [8], among all the Australian genotypes studied, DBA Aurora was the only genotype that managed to maintain a high leaf RWC under WH at 5 DPA (with no significant difference to the control). Future research can extend this work by investigating BBI expression in various varieties and elite breeding lines, along with their serine protease inhibitory activity, antioxidant enzyme levels, and leaf water status traits under various stresses. 

KEGG pathway and GO analysis of DEGs provided a thorough picture of the common and unique pathways activated under WS, HS, and WH. 

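The median log2 change of 45 tested photosystem genes was -0.15 under WS, -1.42 under HS and -0.64 under WH in DBA Aurora, and 0.25, -1.96 and -1.33 in L6. The photosystem II polypeptide gene TRITD_6Bv1G213690 was at 11989.8 FPKM under WS, 1956 under HS and 4972 under WH in DBA Aurora, and at 12217, 2442 and 3399 in L6. For chlorophyll a/b-binding genes the median under WS was -0.20 in DBA Aurora, at percentile 0 of the matched random lists, and 0.13 in L6, at percentile 83.4. For rDNA-like gene models, a sign of RNA quality, the medians were 2.04 under WS and 0.51 under HS in DBA Aurora, and 2.53 and 1.68 in L6, and for seed storage protein genes, markers of another tissue, 1.59 under HS and 1.52 under WH in DBA Aurora, and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6. Adjusted over the photosystem list alone, 1 member was higher under WS by limma. Of 45 tested photosystem genes over both genotypes, 2 rose, 30 fell and 13 did not pass under HS, and 4 fell and 41 did not pass under WH (limma, adjusted p under 0.05), against 2 that rose and 32 that fell under HS, and 1 that rose and 15 that fell under WH when adjusted over the list alone. For photosystem genes, with 1 library left out, the 2 that rose under HS became 1 without L6 CG, the 30 that fell under HS became 19 without DBA Aurora CG or DBA Aurora HS, 2 without L6 HS and 1 without L6 CG and the 4 that fell under WH became 1 without DBA Aurora HS or L6 HS and 0 without DBA Aurora CG, L6 CG or L6 WH. For photosystem genes, with no filter the 30 that fell under HS became 13 and the 4 that fell under WH became 0, and with no trend the 4 that fell under WH became 8, and with rescaled libraries the 4 that fell under WH became 9. In chlorophyll breakdown, the chlorophyll b reductase NYC1, TRITD_3Bv1G069200, rose under HS by 2.76 (standard error 0.34, limma adjusted p = 0.0041), and a pheophorbide a oxygenase, TRITD_4Av1G227210, by 3.14 (standard error 0.29, limma adjusted p = 0.0023). Of 10 tested leaf senescence markers, 6 rose, 1 fell and 3 did not pass under HS, and 4 rose and 6 did not pass under WH (limma, adjusted p under 0.05), against 6 that rose and 1 that fell under HS, and 4 that rose under WH when adjusted over the list alone. For senescence markers, with 1 library left out, the 1 that fell under HS became 0 without DBA Aurora HS, L6 CG or L6 HS and the 4 that rose under WH became 2 without DBA Aurora CG or L6 WH and 0 without L6 CG. For senescence markers, with no filter the 1 that fell under HS became 0.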

Several photosynthesis-related GO terms were enriched under all stresses, such as photosystem I (GO:0009522) and II (GO:0009523) and chlorophyll-binding (GO:0016168). The results were consistent with findings in bread wheat that key genes in photosynthetic processes were most commonly affected by individual and combined drought and heat stress [57]; and that reproductive stage drought and heat stress severely impacted photosynthesis and transpiration activities, leading to a significant loss in grain number and grain size [8,89]. In Australian durum wheat genotypes [8], interactions of the two stresses combined were often pronounced, with impacts on yield loss often higher than individual stress, but usually lower than their additive sum. However, stress-tolerant genotypes like DBA Aurora still managed to maintain certain physiological and yield traits (such as chlorophyll content and harvest index) under combined stress, with no significant difference to its performance under single stress conditions. Such yield stability more than likely depends on the genotypic specificity of photosynthetic gene expression upon stress.

Certain regulatory pathways were only shared between one single stress and the combined stress. For example, many GO terms common to HS and WH were related to cellular protein protection, such as protein refolding (GO:0042026) and cellular response to unfolded proteins (GO:0034620). 

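The heat shock cognate 70 kDa protein 2 gene TRITD_5Bv1G232320 was at 994 in CG, 762 under WS, 199 under HS and 211 under WH in FPKM in DBA Aurora and 588 in CG, 1066 under WS, 233 under HS and 195 under WH in L6, with log2 fold changes of -1.82 (standard error 0.36, limma adjusted p = 0.015, and 0.062 without DBA Aurora CG, 0.086 without DBA Aurora HS and 0.076 without L6 HS) under HS and -1.91 (standard error 0.36, limma adjusted p = 0.033, and 0.11 without DBA Aurora CG, 0.058 without DBA Aurora HS, 0.092 without DBA Aurora WH, 0.096 without L6 CG, 0.058 without L6 HS and 0.25 without L6 WH) under WH. The endoplasmic reticulum HSP70 BiP2, TRITD_6Bv1G012740, was at 126 in CG, 102 under WS, 359.6 under HS and 255 under WH in DBA Aurora and 190.3 in CG, 82.7 under WS, 975 under HS and 974 under WH in L6, and rose under HS by 1.93 (standard error 0.52, limma adjusted p = 0.038, and 0.090 without DBA Aurora CG, 0.086 without DBA Aurora HS, 0.21 without L6 CG and 0.22 without L6 HS). Of 51 tested HSP70 genes, 15 rose, 6 fell and 30 did not pass under HS, and 5 rose, 6 fell and 40 did not pass under WH (limma, adjusted p under 0.05), against 17 that rose and 11 that fell under HS, and 12 that rose and 10 that fell under WH when adjusted over the list alone. For HSP70 genes, with 1 library left out, the 15 that rose under HS became 9 without DBA Aurora HS and 4 without L6 CG or L6 HS, the 6 that fell under HS became 3 without L6 HS, the 5 that rose under WH became 3 without DBA Aurora HS or L6 HS, 1 without DBA Aurora CG and 0 without L6 CG or L6 WH and the 6 that fell under WH became 1 without DBA Aurora CG or L6 WH and 0 without L6 CG. After rescaling by the median ratio, 14 rose and 9 fell under HS. For HSP70 genes, with no filter the 5 that rose under WH became 3 and the 6 that fell under WH became 2. Of 35 tested HSP90 and HSP100 genes, 13 rose, 3 fell and 19 did not pass under HS, and 8 rose, 2 fell and 25 did not pass under WH (limma, adjusted p under 0.05), against 13 that rose and 5 that fell under HS, and 11 that rose and 2 that fell under WH when adjusted over the list alone. For HSP90 and HSP100, with 1 library left out, the 13 that rose under HS became 7 without L6 CG or L6 HS, the 3 that fell under HS became 1 without DBA Aurora CG and 0 without DBA Aurora HS, L6 CG or L6 HS, the 8 that rose under WH became 0 without DBA Aurora CG, L6 CG or L6 WH and the 2 that fell under WH became 0 without DBA Aurora CG, L6 CG or L6 WH. For HSP90 and HSP100, with no filter the 8 that rose under WH became 2 and the 2 that fell under WH became 1. The same libraries had a median log2 change of seed storage protein genes, which mark another tissue, of 1.59 under HS and 1.52 under WH in DBA Aurora and 0.07 (-0.03 with rescaled libraries) and 0.31 in L6, and of rDNA-like gene models, a sign of RNA quality, of 0.51 under HS and 0.55 under WH in DBA Aurora and 1.68 and 0.34 in L6. Of 33 tested heat stress transcription factors, which activate chaperone genes, 9 rose, 1 fell and 23 did not pass under HS, and 1 fell and 32 did not pass under WH (limma, adjusted p under 0.05), against 9 that rose and 1 that fell under HS, and 1 that fell under WH when adjusted over the list alone. For these factors, with 1 library left out, the 9 that rose under HS became 5 without DBA Aurora HS and 2 without L6 CG, the 1 that fell under HS became 0 without DBA Aurora HS, L6 CG or L6 HS and the 1 that fell under WH became 2 without DBA Aurora WS or L6 WS and 0 without DBA Aurora CG, L6 CG or L6 WH. For these factors, with no filter the 1 that fell under WH became 0, and with rescaled libraries the 1 that fell under HS became 2 and the 1 that fell under WH became 2, and with a pseudocount of 0.1 the 1 that fell under WH became 2. The heat stress factor A1b gene TRITD_5Bv1G250180 had a log2 fold change of -0.65 (standard error 0.32, limma adjusted p = 0.18) under HS.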

Terms shared between WS and WH were more related to the maintenance of cellular water status, such as cellular water homeostasis (GO:0009992) and water channel activity (GO:0015250). 

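The plasma membrane aquaporin TRITD_2Bv1G201750, on chromosome 2B from 601236202 to 601237848, was at 132 in CG, 163 under WS, 207 under HS and 201 under WH in FPKM in DBA Aurora and 126 in CG, 56.5 under WS, 262 under HS and 327 under WH in L6. PIP1-5, TRITD_6Av1G223080, was at 138 in CG and 208 under WH in DBA Aurora, and at 206 and 152 in L6. Under WS, 13 of 44 tested aquaporins were at least 2-fold lower and 3 higher in L6, and 0 and 0 in DBA Aurora. Under WH, 10 were lower and 9 higher in L6, and 6 and 5 in DBA Aurora. The median log2 change under WS was -0.38 in L6 and 0.02 in DBA Aurora, and under WH 0.32 and 0.07, and with rescaled libraries -0.46 and -0.03 under WS and 0.19 and -0.14 under WH. A pseudocount of 0.1 gave 0.55 under WH in L6. Against the control of the same genotype, rDNA-like gene models, a sign of RNA quality, had a median log2 change of 2.53 under WS in L6 and 2.04 in DBA Aurora, and seed storage protein genes, markers of another tissue, one of 0.31 and 1.52 under WH. Of 44 tested aquaporins over both genotypes, 3 rose, 7 fell and 34 did not pass under HS, and 2 rose, 6 fell and 36 did not pass under WH (limma, adjusted p under 0.05), against 3 that rose and 7 that fell under HS, and 4 that rose and 7 that fell under WH when adjusted over the list alone. For aquaporins, with 1 library left out, the 3 that rose under HS became 1 without DBA Aurora HS, L6 CG or L6 HS, the 7 that fell under HS became 2 without L6 CG, the 2 that rose under WH became 1 without DBA Aurora WH and 0 without DBA Aurora CG, L6 CG or L6 WH and the 6 that fell under WH became 0 without DBA Aurora CG, L6 CG or L6 WH. After rescaling by the median ratio, 1 rose and 6 fell under WH. For aquaporins, with no filter the 2 that rose under WH became 1 and the 6 that fell under WH became 0.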

In agreement with previous research, the adaptation process to heat and water-deficit stress in cereals could be quite divergent, with only some overlap in the regulatory pathways that govern these mechanisms [57,90]. In barley, analysis of the leaf proteome revealed that drought mainly resulted in a specific increase of proteins with functions like cell detoxification and water homeostasis maintenance, while heat induced the production of heat shock proteins (HSPs) and other chaperon proteins to maintain correct protein configuration [90]. Indeed, our transcriptome profiling discovered a large number of HSPs (including chloroplastic or mitochondrial members) that were significantly up-regulated under HS and WH (Table S6). 

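Small heat shock proteins hold proteins that unfold. The 26.4 kDa heat shock protein gene TRITD_4Av1G033110, on chromosome 4A from 77667368 to 77668174, was at 0.0672 in CG, 0.0539 under WS, 2307 under HS and 2973 under WH in FPKM in DBA Aurora and 5.66 in CG, 4.79 under WS, 4702 under HS and 2318 under WH in L6, with log2 fold changes of 10.27 (standard error 0.70, limma adjusted p = 0.0015) under HS and 9.94 (standard error 0.70, limma adjusted p = 0.0039) under WH. The 26.5 kDa gene TRITD_4Av1G033200 rose by 8.17 (standard error 0.39, limma adjusted p = 6.7e-04) and 7.63 (standard error 0.39, limma adjusted p = 0.0013). The 16.9 kDa class I gene TRITD_5Bv1G141210 was listed at 0 in CG and WS of DBA Aurora, and was at 309 under HS and 279 under WH. In L6 it was at 1.38 in CG, 1.40 under WS, 1057 under HS and 624 under WH. Of 34 tested small heat shock protein genes, 24 rose, 1 fell and 9 did not pass under HS, and 20 rose, 1 fell and 13 did not pass under WH (limma, adjusted p under 0.05), against 26 that rose and 1 that fell under HS, and 23 that rose and 1 that fell under WH when adjusted over the list alone. For small heat shock proteins, with 1 library left out, the 1 that fell under HS became 0 without L6 CG, the 20 that rose under WH became 13 without DBA Aurora CG, 10 without L6 WH and 8 without L6 CG and the 1 that fell under WH became 0 without DBA Aurora CG, L6 CG or L6 WH. For small heat shock proteins, with no filter the 20 that rose under WH became 13 and the 1 that fell under WH became 0. In DBA Aurora 25 were at least 2-fold higher under HS and 22 under WH, and in L6 29 and 25, while under WS the medians were 0.03 and -0.12. Among other lists, seed storage protein genes of DBA Aurora had a median of 1.59 under HS and 1.52 under WH, and the rDNA-like gene models of L6 one of 1.68 under HS. From the terms shared by HS and WH on protein protection and by WS and WH on water status, the paper proposes that adaptation to heat and to water deficit could diverge, with some overlap in the pathways.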

Looking forward, future studies could investigate the production partitioning of proteins under combined stress comparing with single stress in a broad range of germplasm, alongside their gene expression profiles. This could be useful in elucidating how genotypes of varying tolerance employ different strategies to coordinate and partition common and unique biological pathways required for water-deficit and/or heat stress adaptation.

### 3.3. Stress-Responsive miRNA-mRNA Modules Are Valuable Attributes for Building Stress Tolerance

Gene regulation via sequence-specific recognition of miRNA-mRNAs offers a highly efficient mechanism for crops to cope with stress. The key stress-responsive miRNA-mRNA modules with antagonistic regulatory patterns subject to different stresses were verified by integrated co-expression analysis obtained from the three omics sequencing datasets, as previously described [66,67]. Here, we constructed a schematic view of key miRNA-RNA modules involved in water-deficit and heat stress response based on their molecular functions (Figure 6). The stress response started with signal perception, involving key components like the Ca2+ influx (Figure 6a). Examples of miRNA-mRNA modules activated at this stage included miRNAs targeting calcium-dependent protein kinases (CDPKs) and receptor-like protein kinases (RLKs). Thereafter, stress signal transduction was mediated by a number of signaling regulators, such as various phytohormones, including ABA and ethylene. Many durum wheat miRNAs were involved at this stage, via their regulation of hormone regulators like auxin response factors (ARFs), PP2Cs, and CBL (Casitas B-lineage Lymphoma)-interacting protein kinases (CIPKs). Downstream transcriptional changes involved a great number of transcriptional factors, which could provide feedback to fine-tune ongoing signal transduction. An extensive network of miRNA-TF pairs was identified at this stage, contributing to the stress signaling processes. From there, many positive stress regulators were activated, such as reactive oxygen species (ROS) scavenging enzymes, chaperone proteins, and protein phosphatases, to either alleviate cellular damage or adjust biological processes, leading to adaptive physiological changes. The miRNA-guided stress-responsive networks were multi-layered, where one miRNA could regulate multiple mRNAs, and one mRNA could be synergistically targeted by several miRNAs. Figure 6b illustrates the multiple-to-multiple regulatory connections between miRNAs and their target genes using Cytoscape, as previously described [67,91,92]. Such miRNA-mRNA connections existed in both genotypes; however, the expression pattern (down-regulated or up-regulated) of these miRNAs/genes could be different (or even opposite) between genotypes in response to stress, which could contribute to the difference in their tolerance levels. Feedback loops fine-tuned the homeostasis of miRNA and target levels together with other regulating factors; thus, miRNA/mRNA expression could vary under different conditions between genotypes to achieve diverse biological interactions [23,30]. Such connections, shown in Figure 6b, also provide useful information when considering the genetic manipulation of a specific miRNA, to identify other connected components that could be synergistically affected. 

Some miRNA-mRNA modules with key functions exhibited contrasting patterns between stress-tolerant and -sensitive durum wheat genotypes, suggesting that they could be valuable attributes for building stress-tolerant germplasm. As an example, qPCR showed that osa-miR160f-5p was significantly down-regulated in DBA Aurora under all stresses, but was up-regulated in L6 under HS and WH (Figure 5a). Similarly, ata-miR396c-5p was significantly down-regulated in DBA Aurora under WS but was up-regulated in L6 under WS and WH. Correspondingly, one target of ata-miR396c-5p, an NADH dehydrogenase (NDH), was significantly up-regulated under HS and WH in DBA Aurora but was down-regulated in L6 under WS and HS (Figure 5b). A newly discovered target of osa-miR160f-5p, chloroplastic PGR5-like protein, was significantly up-regulated under HS and WH in both genotypes, but with a higher fold-change in DBA Aurora under WH. NDH and PGR5 are key components in the photosynthetic energy conversion process. They each mediate two major pathways of the cyclic electron flow, playing significant roles in photosynthetic electron-transport pathways [93]. The increase of NDH and PGR5 under abiotic stress has been observed in a few flowering species [94,95,96]. NDH and PGR5 activities both increased greatly (especially PGR5) in response to drought, heat, and high illumination. The stimulation of PGR5-dependent and NDH-dependent cyclic pathways helped to protect the photosynthetic apparatus against stress, resulting in lower levels of ROS accumulation in the leaves [94]. In durum wheat, the increase of *NDH* and *PGR5* expression via a reduced abundance of osa-miR160f-5p and ata-miR396c-5p could serve a similar purpose to protect the photosynthetic apparatus, as shown by high chlorophyll content observed in DBA Aurora under stress [8]. 

The conserved ata-miR396c-5p could contribute to plant fitness through its targets ClpC2 and HSP90 upon heat exposure. The chloroplastic chaperone protein gene *ClpC2* was significantly up-regulated under WH in DBA Aurora (Figure 5b). The *HSP90* gene was significantly up-regulated under HS in DBA Aurora, and under HS and WH in L6. The Clp/HSP100 chaperones and HSP90s are key components in cellular protein quality control. Specifically, functions of chloroplastic ClpC chaperones include protein import, support of downstream quality control, and chloroplast biogenesis [97]. HSP90s help other native proteins to maintain the correct folding structure and to prevent denaturation damage caused by abrupt or gradual temperature increase [15,98]. Accumulation of HSPs is a universal adaptive response to heat stress in many crops. Evidence has confirmed that overexpression of HSP90 can confer abiotic stress tolerance [99,100]. Therefore, the accumulation of these chaperon proteins via stress-reduced miRNA levels could provide an alternative for improving stress tolerance in breeding without the transgenic approach. 

Under stress, the ata-miR528-5p-target module could contribute to redox homeostasis with genotypic preference. ata-miR528-5p was down-regulated in DBA Aurora under HS and WH, with no significant change in L6 (Figure 5a). In accordance, its targets—an F-box protein and a Cu–Zn SOD—were both significantly up-regulated under WH in DBA Aurora (Figure 5b). As core components of the Skp1-Cullin-F-box (SCF) E3 ligase complex, F-box proteins are key elements in abiotic stress responses. In bread wheat, overexpression of the F-box gene *TaFBA1* led to enhanced tolerance to drought, heat, and oxidative stress [101,102,103]. Plants with high F-box levels exhibited higher relative water content, less chlorophyll degradation, better photosynthetic capacity, and less growth inhibition. Notably, TaFBA1 transgenic plants also had higher SOD activity, which enhanced the ROS scavenging ability. The positive impacts on cellular redox via the miR528-mediated F-box protein and SOD activity were specific to the stress-tolerant genotype, but in another case, the regulation of ROS scavenging by osa-miR398a appeared to be a common response. osa-miR398a was significantly down-regulated under WS and HS in DBA Aurora, and under HS in L6 (Figure 5a). Its target, a chloroplast copper chaperone for SOD, was significantly up-regulated in both genotypes under all stress conditions (Figure 5b). Copper chaperone proteins are essential for the delivery and the activation of Cu–Zn SOD [104,105]. The positive roles of miR528 and miR398 modules in maintaining redox homeostasis make them promising candidates for improving stress tolerance in durum wheat.

A newly-discovered miRNA-ARF module could also contribute to stress adaptation in durum wheat. Various modules of miRNA-directed regulation of ARFs have been reported before. For example, miR160 targets ARF8, ARF10, ARF16, ARF17, and ARF18; miR167 targets ARF6, ARF12, ARF17, and ARF25 [37,78,106]. Here, we discovered a new pairing of tae-miR408_L-1 targeting ARF17. tae-miR408_L-1 was significantly down-regulated in DBA Aurora under all stresses, with no significant change in L6 (Figure 5a). The *ARF17* gene was significantly up-regulated under WH in both genotypes, with a higher fold-change observed in DBA Aurora (Figure 5b). ARFs are critical components of auxin signaling, which has important roles in modulating various biological processes, such as lateral root initiation, shoot elongation, embryo patterning, and reproductive fertility [107]. ARFs bind to the conserved auxin response element in the promoters of auxin-targeted genes to regulate their expression. Generally, the structure of the transcriptional regulatory region of each ARF member determines whether it is a transcriptional activator or repressor. Research in Arabidopsis showed that ARF17 is an essential transcriptional activator for reproductive development [108]. In rice, repressed expression of ARF17 and other auxin receptors under drought and heat stress was the cause of spikelet sterility and yield reduction [107]. The increase of *ARF17* expression via reduced miR408 level could be contributing to better reproductive development, as observed in DBA Aurora, where yield traits like fertility showed no significant difference between WH and CG groups [8]. Future research should investigate the expression changes of miR408-ARF17 level in somatic and reproductive tissues under different stresses, along with correlation analysis of reproductive traits, such as fertility, spikelet number, and grain number.

## 4. Materials and Methods 

### 4.1. Plant Materials, Stress Treatment, and Sample Collection

Stress-tolerant genotype DBA Aurora and stress-sensitive genotype L6 (University of Adelaide breeding line, UAD1301020-8) were grown in controlled glasshouse conditions, as previously described [8]. Briefly, the standard growing conditions were 22 °C/12 °C (day/night) with a 12 h photoperiod. Four treatment groups were control group (CG), pre-anthesis water-deficit stress group (WS), post-anthesis heat stress group (HS), and pre-anthesis water-deficit plus post-anthesis heat stress group (WH). All plants were well-watered from germination to booting. Water-deficit stress was applied to WS and WH by maintaining the soil water content at 6% (half of the field capacity) from booting until harvest. Heat stress was applied by placing plants in a growth chamber at 37 °C/27 °C with a 12 h photoperiod. HS and WH plants were treated with heat for 24 h at multiple reproductive time-points consecutively (5, 15, 25, 35, and 45 days post-anthesis (DPA)). After 24 h, plants were moved back to the standard conditions and remained there between each treatment time-point. Flag leaf samples were collected at each DPA. Total RNA was extracted from a total of 120 samples (2 genotypes × 4 treatments × 5 time-points × 3 biological replicates) using the Tri reagent (Sigma-Aldrich, North Ryde, Australia) and treated with TURBO DNase (ThermoFisher Scientific, Scoresby, Australia). RNA concentration, quality, and integrity were assessed by NanoDrop, gel electrophoresis, and Bioanalyzer.

### 4.2. Small RNA Sequencing and Data Analysis

The 120 sRNA libraries were constructed using the NEBNext^®^ Multiplex Small RNA Library Prep Kit, as previously described [46]. Sequencing was performed on Illumina NovaSeq 6000 by the Australian Genome Research Facility (Melbourne, Australia). The sample information of each library is listed (Table S1). sRNA-seq, transcriptome-seq, and degradome-seq datasets were submitted to NCBI GEO database (accession number GSE152973). Conserved and novel durum wheat miRNAs were identified using the ACGT101-miR program (LC Sciences, Houston, TX, USA), as previously described [109]. For details, see Methods S1. All identified miRNAs were categorized into five groups (G1-5), with G1-4 being conserved miRNAs, and G5 being novel miRNAs. DEMs were identified based on the normalized reads count [110], subject to genotype, treatment, and time-point. ANOVA and t-test were used to identify DEMs with statistical significance (*p* < 0.05). For fold-change calculations, normalized reads count at 0 was reset as 0.001 where necessary. 

### 4.3. Transcriptome Sequencing and Data Analysis

High-quality RNA (RNA Integrity Number > 9) from the 5 DPA samples were used for transcriptome-seq and degradome-seq. Eight transcriptome libraries (Table S1) were constructed using the Illumina mRNA-Seq sample preparation kit, as previously described [111]. Transcriptome libraries were sequenced on Illumina NovaSeq 6000 at LC-Bio (Hangzhou, China). Transcriptome data was processed, as previously described [111]. For details, see Methods S1. Normalized relative abundance was expressed in FPKM. DEGs were identified with the edgeR package with a *p*-value < 0.05. For fold-change calculations, the FPKM at 0 was reset as 0.001 where necessary. SNP (single nucleotide polymorphism) calling was performed using the mpileup function in SAMtools (http://samtools.sourceforge.net). Annovar (http://annovar.openbioinformatics.org) was used for SNP annotation. Alternative splicing events were classified into 12 types with the ASprofile software (https://ccb.jhu.edu/software/ASprofile/). The number of each AS event was calculated for each library.

### 4.4. Degradome Sequencing and Data Analysis

Eight degradome libraries (Table S1) were constructed, as previously described [111]. Sequencing was performed on an Illumina HiSeq2500 at LC-Bio (Hangzhou, China). Degradome data was processed, as previously described [112]. The CleaveLand package V4.0 [113,114] and the ACGT101-DEG program (LC Sciences, Houston, TX, USA) were used to identify candidate targets of durum wheat miRNAs. For details, see Methods S1. All targets were grouped into five categories (category 0-4) based on the signature abundance at each transcript position [71,112]. The categories indicated the confidence level of target prediction, with category 0 having maximum confidence, and category 4 having minimum confidence. Reads abundance were normalized to transcripts per billion (TPB). 

### 4.5. Gene Ontology Enrichment, KEGG Pathway Analysis, and Multi-Omics Analysis

GO terms of DEGs (from transcriptome-seq) and mRNA targets (from degradome-seq) were annotated according to their biological process, cellular component, and molecular function. KEGG pathway analysis was performed to identify the biochemical pathways that DEGs and target genes were associated with. The statistical enrichment of GO terms and KEGG pathways was performed, as previously described [69]. The multi-omics analysis was based on the statistical recognition combining sRNA-seq, transcriptome-seq, and degradome-seq datasets. Data of the three omics were first integrated to identify the mRNA-target pairs that could be evidenced by the three sequencing datasets at the same time (i.e., miRNAs supported by valid sRNA-seq reads, mRNAs supported by valid transcriptome-seq reads, and miRNA-induced mRNA degradation supported by valid degradome-seq reads). After all the validated miRNA-target pairs were found, those where both miRNAs and mRNA targets exhibited significant differential patterns in expression analysis (either subject to stress type or with genotype) were identified (*p* < 0.05). To validate the miRNA silencing effect among the significant miRNA-target pairs, those miRNAs and mRNAs that exhibited antagonistic regulatory patterns were identified (i.e., up-regulation of miRNA corresponding to down-regulation of mRNAs, or down-regulation of miRNAs corresponding to up-regulation of mRNAs), subject to comparisons made against the treatment factor or the genotype factor. A network showing the multiple-to-multiple connections between miRNAs and their target genes was constructed using Cytoscape, as previously described [58,75,76].

### 4.6. qPCR Analysis of Stress-Responsive miRNAs and Targets

Ten stress-responsive miRNAs and 15 target genes were selected for qPCR analysis. cDNA was synthesized using the MystiCq microRNA cDNA Synthesis Mix Kit (Sigma-Aldrich), as previously described [18,78]. qPCR analysis was performed using the PowerUp SYBR Green Master Mix (ThermoFisher Scientific) on a ViiA7 Real-Time PCR machine using the 2^−ΔΔCT^ method. Durum wheat GAPDH gene was used as the reference gene, and three replicates were conducted. Each expression profile was calculated as the log2 value of the fold-change (abundance under stress/abundance under control). Data were represented as mean ± SE (three replicates). Statistical significance of *p* < 0.05 (*) and *p* < 0.01 (**) was determined. Primers are listed in Table S14. 

## 5. Conclusions

In conclusion, the current study provides the first multi-omics NGS analysis of durum wheat miRNAs and mRNAs regulated at the post-transcriptional and transcriptional level in response to water-deficit and heat stress. Durum wheat miRNA-mRNA modules have shown distinct genotype, stress, and developmental stage-dependent patterns. The multi-layered stress-responsive networks mediated by miRNAs are no doubt highly complex but intricately coordinated. New findings provided by this research now lay the foundations for improving stress resilience in cereal crops via knowledge-driven epi-breeding.

## Figures and Tables

**Figure 1:**
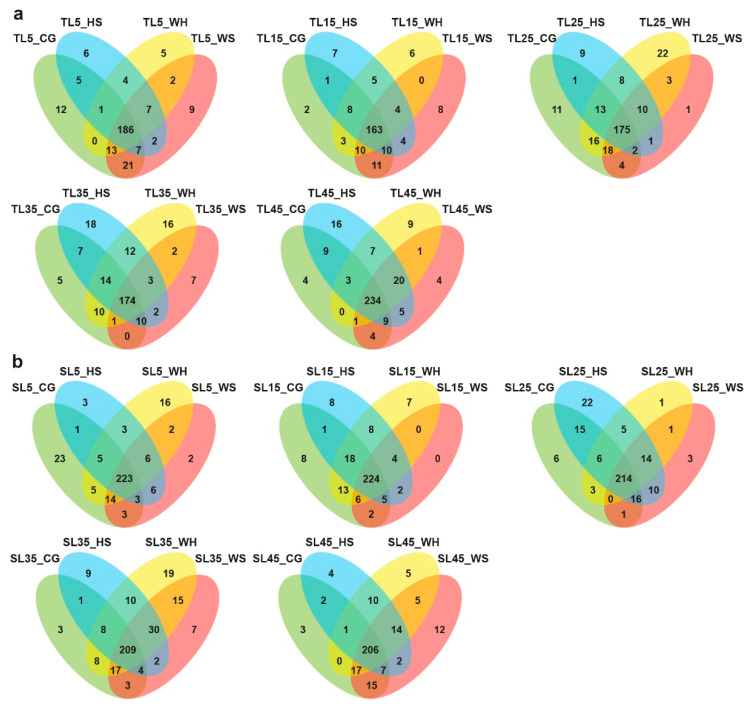
Venn diagrams of durum wheat microRNAs (miRNAs) identified between different biological groups. (**a**) miRNAs specific to treatment groups at each time-point in DBA Aurora. (**b**) miRNAs specific to treatment groups at each time-point in L6. TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. 5, 15, 25, 35, 45 indicate treatment time-points (days post-anthesis). CG, control group. WS, water-deficit stress group. HS, heat stress group. WH, water-deficit plus heat stress group.

**Figure 2:**
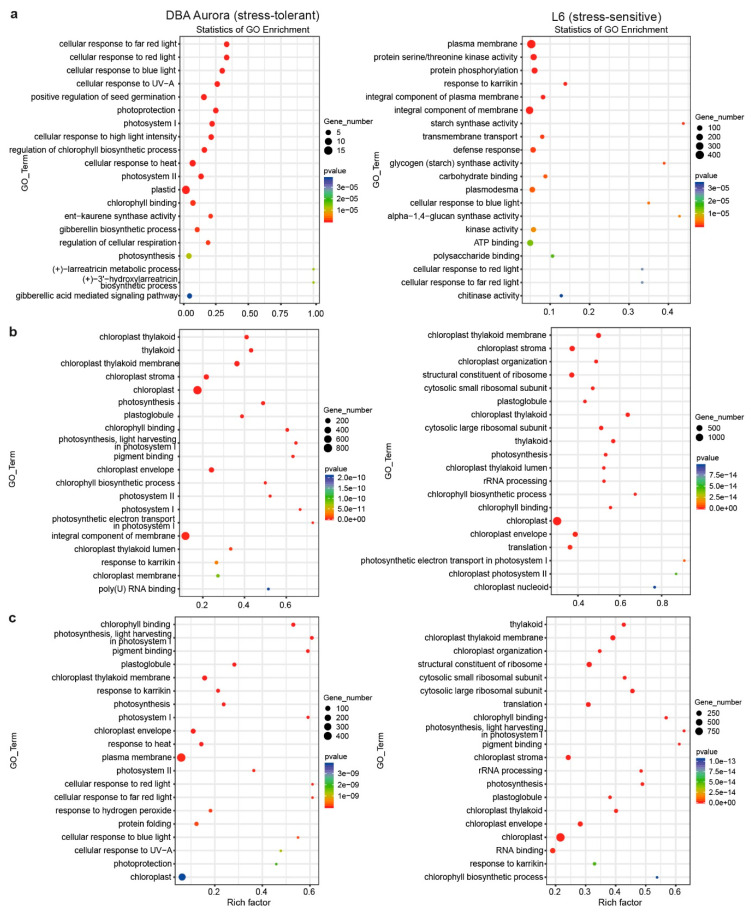
Gene ontology (GO) enrichment analysis of stress-responsive DEGs (differentially expressed genes, *p* < 0.05) under stress. (**a**) In response to water-deficit stress. (**b**) In response to heat stress. (**c**) In response to water-deficit plus heat stress. GO terms on the Y-axis are ranked by *p*-value in the enrichment analysis. Rich factor stands for the ratio of DEG number to the total number of genes that have been annotated under this GO term (i.e., the degree of enrichment).

**Figure 3:**
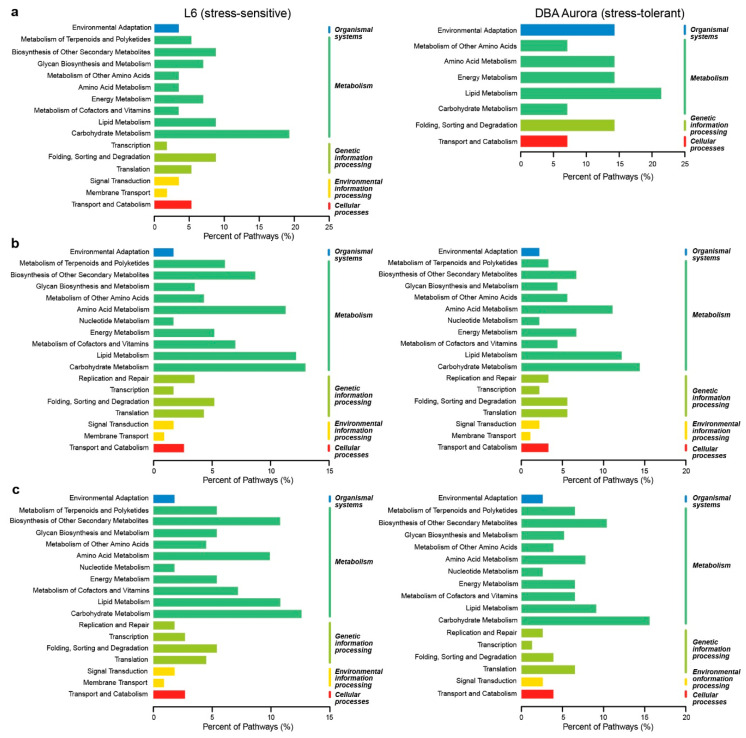
KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway classification of stress-responsive microRNA-mRNA regulatory modules in two durum wheat genotypes. (**a**) In response to water-deficit stress. (**b**) In response to heat stress. (**c**) In response to water-deficit plus heat stress.

**Figure 4:**
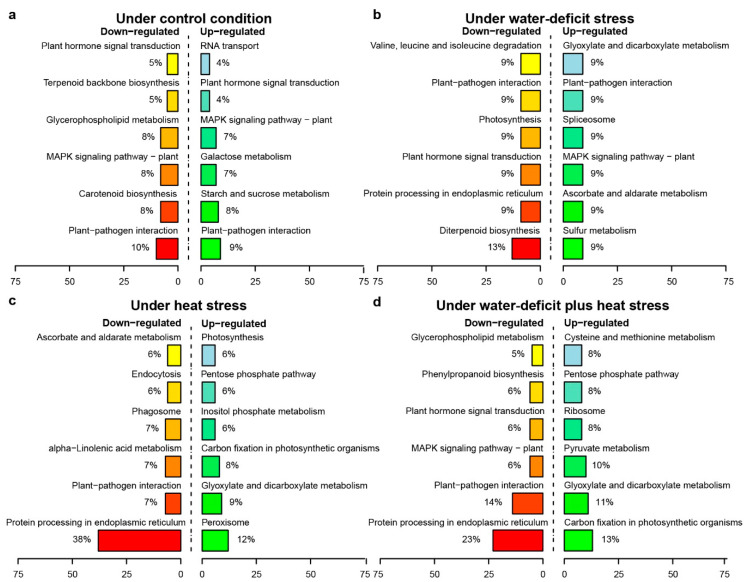
KEGG pathway classification of genotype-dependent miRNA-miRNA regulatory modules. (**a**) KEGG pathway distribution of miRNA-miRNA modules under the control condition. (**b**) KEGG pathway distribution of miRNA-miRNA modules under water-deficit stress. (**c**) KEGG pathway distribution of miRNA-miRNA modules under heat stress. (**d**) KEGG pathway distribution of miRNA-miRNA modules under water-deficit plus heat stress. Up-regulated, mRNA targets were more abundant in the stress-tolerant genotype DBA Aurora. Down-regulated, mRNA targets were less abundant in the stress-tolerant genotype DBA Aurora.

**Figure 5:**
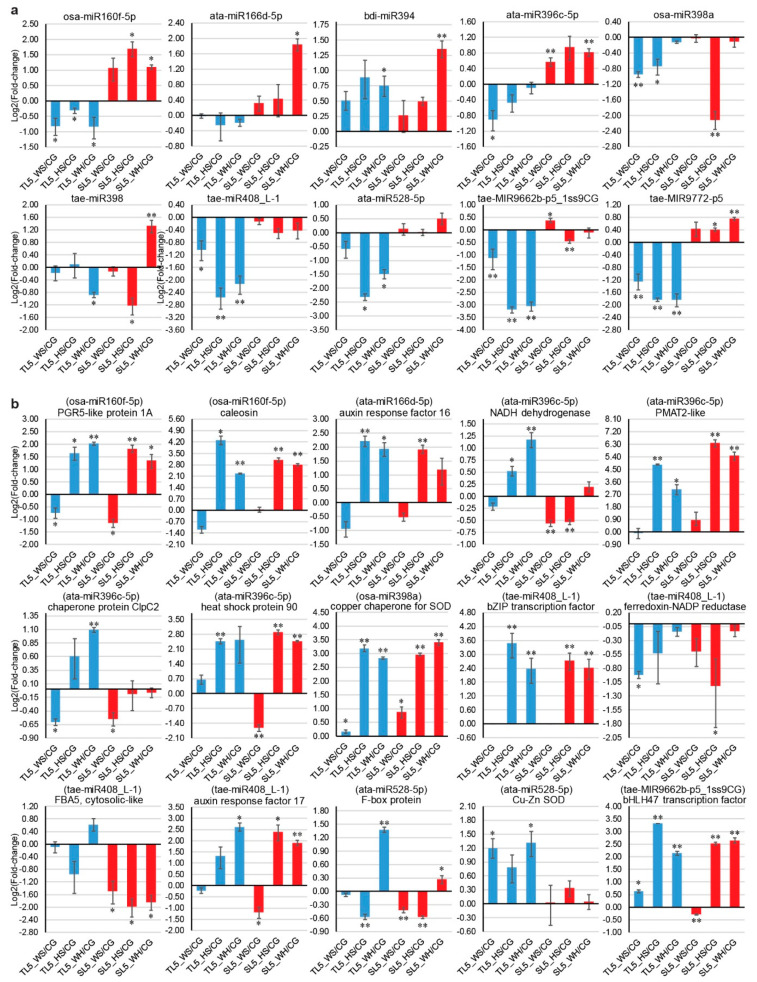
qPCR analysis of ten stress-responsive miRNAs and 15 target genes at 5 DPA (days post-anthesis). (**a**) Expression profiles of miRNAs. (**b**) Expression profiles of target genes. Each expression profile is shown as the log2 value of the fold-change (abundance under stress/control). Data are represented as mean ± SE (three replicates). * represents statistical significance of *p* < 0.05, ** represents statistical significance of *p* < 0.01. PGR5, proton gradient regulation 5. PMAT2, phenolic glucoside malonyltransferase 2. SOD, superoxide dismutase. FBA5, fructose-bisphosphate aldolase 5.

**Figure 6:**
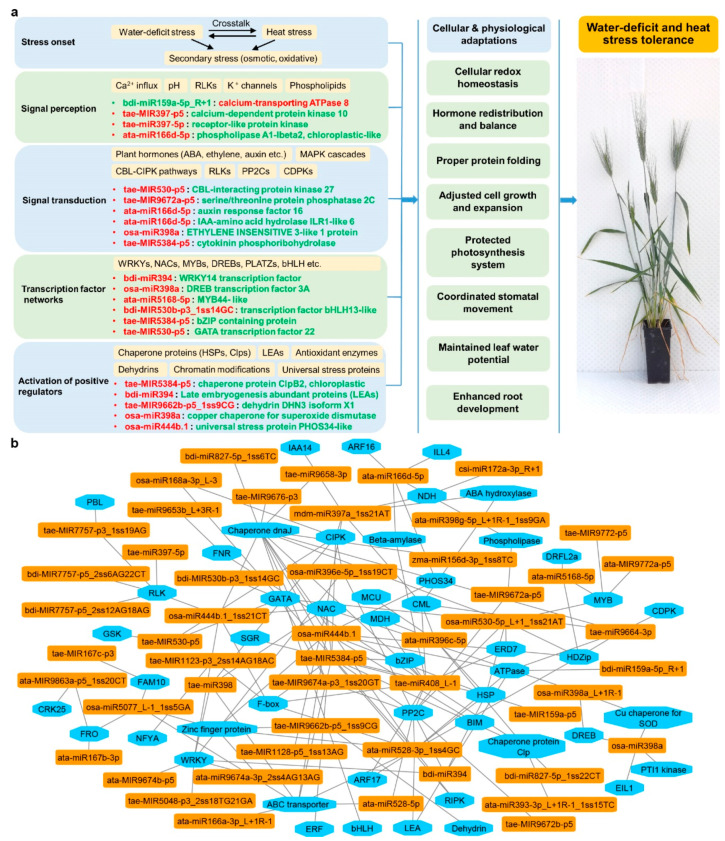
Water-deficit and heat stress response network mediated by key miRNA-RNA modules in durum wheat. (**a**) Examples of key miRNA-mRNA modules involved in the stress response networks. miRNA or gene names highlighted in green represent up-regulation under water-deficit plus heat stress; miRNA or gene names highlighted in red represents up-regulation under water-deficit plus heat stress; (**b**) multiple-to-multiple regulatory connections between miRNAs (orange) and their targets (blue).

**Table 1:** Summary of abbreviations used for next-generation library names.

Abbreviations	Description
CG	Control group
WS	Pre-anthesis water-deficit group
HS	Post-anthesis heat stress group
WH	Pre-anthesis water-deficit combined with post-anthesis heat stress group
TL	Libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora
SL	Libraries made from leaf tissue of the stress-sensitive genotype L6
5, 15, 25, 35, 45	Time-points of sampling (DPA, days post-anthesis).

**Table 2:** Examples of stress-responsive microRNA (miRNA)-TF (transcription factor) pairs with antagonistic regulatory patterns in DBA Aurora. miRNA log2(FC) shows the log2(fold-change) value of the miRNA expression under stress vs. control. Target log2(FC) shows the log2(fold-change) value of the mRNA expression under stress vs. control. Pairing type indicates whether the miRNA-mRNA is newly discovered or conserved.

miRNA	Target Accession	Target Annotation	miRNA log2 (FC)	Target log2 (FC)	Stress Type	Pairing Type	TFs
osa-miR398a	TRITD_1Bv1G135100-4	DREB ^1^ transcription factor 3A	−1.23	2.95	WS	Newly discovered	DREB
			−2.67	1.75	HS	Newly discovered	
			−1.34	1.75	WH	Newly discovered	
mdm-miR397a_1ss21AT	TRITD_2Bv1G034790	NAC ^1^ transcription factor (plastid)	−inf ^2^	3.74	HS	Newly discovered	NAC
osa-miR398a_L+1R-1	TRITD_3Av1G235010-2	NAC transcription factor 6A	−2.05	4.13	HS	Newly discovered	
			−0.92	2.58	WH	Newly discovered	
osa-miR444b.1	TRITD_2Av1G026820	NAC transcription factor (plastid)	−1.77	3.40	HS	Newly discovered	
			−1.50	1.94	WH	Newly discovered	
	TRITD_5Av1G170450-2	NAC domain-containing protein 41	−1.50	2.90	WH	Newly discovered	
	TRITD_5Bv1G161590	NAC domain-containing protein 41	−1.50	3.59	WH	Newly discovered	
tae-MIR1128-p5_1ss13AG	TRITD_4Bv1G108860	NAC domain-containing protein 92-like	−inf	4.16	HS	Newly discovered	
tae-MIR5384-p5	TRITD_5Bv1G161590	NAC domain-containing protein 41	−1.98	3.59	WH	Newly discovered	
ata-miR166d-5p	TRITD_7Av1G051530-5	auxin response factor 16	−2.37	1.60	WH	Newly discovered	ARF ^1^
osa-miR167a-5p_R+1	TRITD_6Av1G046710	auxin response factor 6-like	−1.00	1.59	HS	Conserved	
tae-miR408_L-1	TRITD_7Bv1G194180-3	auxin response factor 17	−3.62	2.21	WH	Newly discovered	
ata-miR528-3p_1ss4GC	TRITD_7Bv1G194180-3	auxin response factor 17	−inf	1.81	HS	Newly discovered	
			−2.60	2.21	WH	Newly discovered	
	TRITD_7Av1G245930-4	auxin response factor 17	−2.60	1.79	WH	Newly discovered	
bdi-miR394	TRITD_1Bv1G030900-5	WRKY14 ^1^ transcription factor	−0.76	1.76	WH	Newly discovered	WRKY
osa-miR396e-5p_1ss19CT	TRITD_5Bv1G146000-2	probable WRKY transcription factor 2	−2.32	2.04	WH	Newly discovered	
tae-miR398	TRITD_7Av1G028020	putative WRKY transcription factor 72	−inf	1.74	HS	Newly discovered	
osa-miR444b.1_1ss21CT	TRITD_3Av1G213210	putative WRKY transcription factor 33	−1.32	2.58	HS	Newly discovered	
tae-MIR5048-p3_2ss18TG21GA	TRITD_3Av1G074690-4	WRKY transcription factor, partial	−0.66	1.63	HS	Newly discovered	
ata-MIR9674b-p5	TRITD_3Av1G213210	putative WRKY transcription factor 33	−3.53	2.58	HS	Newly discovered	
	TRITD_3Bv1G195790	WRKY27 transcription factor	−3.53	1.88	HS	Newly discovered	
osa-miR530-5p_L+1_1ss21AT	TRITD_5Av1G046770	MYB ^1^ transcription factor 79	−inf	4.00	HS	Newly discovered	MYB
ata-miR5168-5p	TRITD_5Av1G118710	transcription factor MYB44-like	−inf	4.57	HS	Newly discovered	
			−inf	2.67	WH	Newly discovered	
tae-MIR9772-p5	TRITD_5Av1G207760-4	MYB-related protein	−0.66	2.95	HS	Newly discovered	
tae-miR408_L-1	TRITD_6Av1G199570-2	bZIP ^1^ transcription factor	−3.55	3.69	HS	Newly discovered	bZIP
tae-MIR5384-p5	TRITD_3Bv1G212830	bZIP domain containing protein	−1.93	2.98	HS	Newly discovered	
			−1.98	1.97	WH	Newly discovered	
bdi-MIR530b-p3_1ss14GC	TRITD_3Av1G067970	bHLH13-like ^1^	−inf	2.14	HS	Newly discovered	bHLH
tae-MIR9662b-p5_1ss9CG	TRITD_2Av1G047140	bHLH47	−1.66	2.42	HS	Newly discovered	

^1^ DREB, dehydration-responsive element-binding protein. NAC, NAC (NAM, ATAF1/2, and CUC2) domain containing transcription factors. ARF, auxin response factors. WRKY, transcription factors with the WRKY domain containing the highly conserved amino acid sequence WRKYGQK. MYB, MYB (myeloblastosis) family of transcription factors. bZIP, basic-leucine zipper (bZIP) transcription factor family. bHLH, basic/helix–loop–helix (bHLH) transcription factors. ^2^ −inf, represents infinite value of a negative fold-change (as the miRNA expression level under stress was zero).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/17/6017/s1. Supplemental experimental procedures. Methods S1. Figure S1. Venn diagrams of durum wheat miRNAs identified between different time-points. (**a**) miRNAs specific to time-points within each treatment in DBA Aurora. (**b**) miRNAs specific to time-points within each treatment in L6. TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. 5, 15, 25, 35, 45 indicate treatment time-points (days post-anthesis). CG, control group. WS, water-deficit stress group. HS, heat stress group. WH, water-deficit plus heat stress group. Figure S2. Differentially expressed microRNAs (DEMs) at 5 to 45 DPA (days post-anthesis) across treatment groups. (**a**) DEMs (*p* < 0.01) in DBA Aurora and L6 at 5 DPA. (**b**) DEMs (*p* < 0.01) in DBA Aurora and L6 at 15 DPA. (**c**) DEMs (*p* < 0.01) in DBA Aurora and L6 at 25 DPA. (**d**) DEMs (*p* < 0.01) in DBA Aurora and L6 at 35 DPA. (**e**) DEMs (*p* < 0.01) in DBA Aurora and L6 at 45 DPA.TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. 5, 15, 25, 35, 45 indicate treatment time-points. CG, control group. WS, water-deficit stress group. HS, heat stress group. WH, water-deficit plus heat stress group. Figure S3. Number of differentially expressed microRNAs (*p* < 0.01 and *p* < 0.05) between two genotypes. Up-regulated, miRNAs that were more abundant in DBA Aurora; down-regulated, miRNAs that were less abundant in DBA Aurora. TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. 5, 15, 25, 35, 45 indicate treatment time-points (days post-anthesis). CG, control group. WS, water-deficit stress group. HS, heat stress. WH, water-deficit plus heat stress group. Figure S4. Box plots showing the distribution of genes and transcripts among eight libraries with a five-number summary. (**a**) Distribution of gene abundance. (**b**) Distribution of transcript abundance. Fragments per kilobase million (FPKM). TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. Number 5 stands for the time-point of sampling (5 days post-anthesis). CG, control group. WS, water-deficit stress group. HS, heat stress group. WH, water-deficit plus heat stress group. Figure S5. KEGG pathway enrichment analysis of stress-responsive DEGs (differentially expressed genes, *p* < 0.05) under stress. (**a**) In response to water-deficit stress. (**b**) In response to heat stress. (**c**) In response to water-deficit plus heat stress. Rich factor stands for the ratio of DEG number to the total number of genes that have been annotated under this pathway (i.e., the degree of enrichment). Figure S6. The number of up-regulated and down-regulated genes (*p* < 0.05) between two genotypes under each treatment. Up-regulated, more abundant in the stress-tolerant genotype. Down-regulated, less abundant in the stress-tolerant genotype. TL, libraries made from leaf tissue of the stress-tolerant genotype DBA Aurora. SL, libraries made from leaf tissue of the stress-sensitive genotype L6. Number 5 stands for the time-point of sampling (5 days post-anthesis). CG, control group. WS, water-deficit stress group. HS, heat stress group. WH, water-deficit plus heat stress group. Figure S7. GO enrichment analysis of genotype-dependent DEGs (differentially expressed genes) under each treatment. (**a**) Enrichment of DEGs under the control treatment. (**b**) Enrichment of DEGs under water-deficit stress. (**c**) Enrichment of DEGs under heat stress. (**d**) Enrichment of DEGs under water-deficit plus heat stress. Rich factor stands for the ratio of DEG number to the total number of genes that have been annotated under this GO term (i.e., the degree of enrichment). Figure S8. The number of alternative splicing (AS) events in eight transcriptome libraries across 12 categories. The categories are exon skipping (SKIP), cassette exons (MSKIP), retention of single (IR) and multiple (MIR) introns, alternative exon ends (AE), alternative transcription start site (TSS), alternative transcription termination site (TTS), approximate SKIP (XSKIP), approximate MSKIP (XMKIP), approximate IR (XIR), approximate MIR (XMIR), and approximate AE (XAE). Figure S9. GO enrichment analysis of mRNAs with stress-induced degradome patterns in two genotypes. (**a**) GO enrichment of mRNA degradome tags induced by water-deficit stress. (**b**) GO enrichment of mRNA degradome tags induced by heat stress. (**c**) GO enrichment of mRNA degradome tags induced by water-deficit plus heat stress. Figure S10. T-plots of miRNA-TF (transcription factor) pairs showing the mRNA cleavage sites of TF genes silenced by miRNAs. The red dot indicates the miRNA-directed cleavage site within the mRNA transcript. Table S1. Sample information of 120 small RNA libraries, eight transcriptome libraries, and eight degradome libraries used in this study. Table S2. Summary of 523 MIR-miRNA entries identified in this study. Table S3. Differentially expressed miRNAs (DEMs) across four treatment groups in two durum wheat genotypes. Table S4. Differentially expressed miRNAs (DEMs) across five time-points within each treatment group in two genotypes. Table S5. List of genes identified in the eight transcriptome libraries. Table S6. Differentially expressed genes (DEGs) under each stress in two genotypes. Table S7. Differentially expressed genes (DEGs) between two genotypes within each treatment group. Table S8. SNVs (single nucleotide variants) and INDELs identified in the eight transcriptome libraries. Table S9. List of target transcripts identified in the four libraries from the stress-tolerant genotype (TL5_CG, TL5_WS, TL5_HS, TL5_WH). Table S10. List of target transcripts identified in the four libraries from the stress-sensitive genotype (SL5_CG, SL5_WS, SL5_HS, SL5_WH). Table S11. Differentially expressed degradome mRNAs induced by stress in two genotypes. Table S12. Stress-responsive miRNA-mRNA pairs with significant antagonistic regulatory patterns in two genotypes. Table S13. Genotype-dependent miRNA-mRNA pairs with significant antagonistic regulatory patterns under each treatment. Table S14. qPCR primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

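Leaves of DBA Aurora and L6 were measured in the control group (CG), under water deficit (WS), under heat (HS) and under both (WH). Small RNA was sequenced in 120 libraries, which are 3 biological replicates of 40 groups (2 genotypes, 4 treatments and 5 time-points). Messenger RNA and degradome libraries were made at 5 DPA, 8 of each, with 3 biological replicates pooled in each library. The treatment of a pooled library was taken from its code.

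The authors processed the small RNA reads with ACGT101-miR and deposited, for each miRNA and library, a normalized read signal whose totals differ between libraries. Many values are listed at 0. For messenger RNA the authors deposited FPKM per gene, from HISAT2 (version 2.0 in the submitters' processing notes) and StringTie (version 1.3.0), for the 49436 durum wheat gene models. For the degradome the authors deposited values in RPM, scaled to the total over the listed sites of a library, made with CleaveLand and ACGT101-DEG. Each site also has an Allen score and a category score from the authors. The p-value and q-value columns deposited by the authors for these sites were not used here, since the test behind them is not named in the files. Positions are those of the durum wheat assembly that the authors used, and no genome sequence was used here.

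Small RNA values were tested with limma (version 3.58.1 in R 4.3.3) on log2(value + 1), over mature sequences above 0 in at least 3 libraries of a fit. Across treatments and across time-points the moderated F-test was used, and between a stress and CG, or between genotypes, the moderated contrast. The difference between the responses of the genotypes at 5 DPA was tested as an interaction over the libraries of both genotypes at that time-point. Adjustment followed Benjamini and Hochberg over the miRNAs of a fit, at a threshold of 0.05. Counts at an unadjusted p were also made, because the paper states an unadjusted threshold. For messenger RNA, genes with at least 1 FPKM in either library and a change of at least 2-fold were counted with no test. The response common to both genotypes was fitted with limma, with a variance trend, over genes with at least 1 FPKM in at least 2 of the 8 libraries, which leaves 3 residual degrees of freedom. Its replicates are the genotypes, so that a response of 1 genotype alone is not tested by it. Degradome sites were counted by the same fold on log2(RPM + 1). A pair of a miRNA and its target was counted as opposite where the miRNA passed an unadjusted p under 0.05 and the target changed by at least 2-fold the other way, and 10000 reassignments of the responses among the tested miRNAs gave the range expected by chance. Tables were read and joined with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and data.table 1.17.8.

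Gene and miRNA lists, the design of each test and the alternatives were set before the data were examined, apart from edgeR's quasi-likelihood test (version 4.0.16) on recovered degradome reads and the tests in the closing section of normalization, detection floor and depth on the genotype difference, of the treatment labels and of detection in both genotypes. There were 29 lists matched on the gene descriptions given by the authors: small heat shock proteins, HSP70 chaperones, HSP90 and HSP100 chaperones, heat stress transcription factors, dehydrins and LEA proteins, protein phosphatases 2C, aquaporins, chlorophyll a/b-binding proteins, photosystem I and II subunits, Rubisco and Calvin cycle, chlorophyll synthesis, cytosolic ribosomal proteins, starch synthesis, superoxide dismutases, catalases and ascorbate peroxidases, glutathione S-transferases, gibberellin metabolism and signalling, ABA synthesis, auxin response factors, NAC transcription factors, WRKY transcription factors, bHLH transcription factors, DREB and ERF transcription factors, calcium-dependent and CBL-interacting kinases, splicing factors, Bowman-Birk inhibitors, leaf senescence markers, seed storage proteins, pollen and anther genes and rDNA-like gene models. The 9 lists matched on miRNA names were copper miRNAs, phosphate and sulfate miRNAs, age and flowering miRNAs, auxin-related miRNAs, growth-regulating factor and HD-ZIP miRNAs, MYB and NAC miRNAs, miR444 and miR5062, miR169 and miR171 and candidate miRNAs, the last being those with the prefix PC. Counts of list members past the test are given over all tested genes and adjusted over the list alone. A list's median within 1 genotype is set beside 10000 random lists of the same size and matched mean expression, as a description of these libraries. The genes and miRNAs named were those that the paper names in its text, Table 2 or Table S14. To these were added the genes of the 5 highest and 5 lowest log2 fold changes past the test per stress whose description names a protein, the 3 members of each list with the highest mean FPKM, and the 5 miRNAs with the smallest p in the tests across treatments, time-points and genotypes. The paper's own values of these genes had been seen when the rule was made.

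Each test was run on simulated data with known changes. With 296 miRNAs, the contrast of stress and CG in DBA Aurora recovered 15 of 30 changed by 1 and 20 of 30 changed by 2 on the log2 scale, with 3 calls among unchanged miRNAs. For the F-test across treatments in DBA Aurora at 5 DPA the recovered numbers were 18 of 30 changed by 1 and 17 of 30 changed by 2, and for the F-test across time-points in L6 in CG 10 of 30 changed by 1 and 15 of 30 changed by 2. In CG at 5 DPA the genotype comparison recovered 18 of 30 changed by 1 and 24 of 30 changed by 2, and the interaction 6 of 30 changed by 1 and 17 of 30 changed by 2. For the common response to HS over 31230 genes, 38 of 100 changed by 2 and 72 of 100 changed by 4 were recovered, with 3 calls among unchanged genes. In these simulations the noise was drawn for each miRNA or gene on its own. Deviations that many genes share within a library did not enter, so the calls among unchanged ones do not give the number of false calls in these data.

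Clean small RNA reads numbered 1216142 to 5098519 per library, mapped mRNA reads 69898711 to 81987844 and mapped degradome reads 21278338 to 38538509, as the paper's Table S1 gives them. The values themselves are normalized, so counting error enters through low values, and a 0 can be a value under the depth of a library. The alternatives were other pseudocounts (0.1 and 5), no filter, rescaled libraries, a replicate block, an unmoderated test on untransformed values, all small RNA libraries in 1 fit, distinct miRNA names, other detection rules, 4-fold and 1.5-fold thresholds, an FPKM of 0 set to 0.001, no variance trend, exchanged WS and WH labels of the pooled libraries, other ways to count sites and pairs, and each library left out in turn. The quantitative PCR of the paper was not analysed here.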

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

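The tests of normalization, detection floor and depth on the genotype difference, that of the treatment labels, and the count of miRNAs at 0 in 1 genotype were chosen after the results had been seen. The thinning of degradome libraries was set before its result, and the counts over other splits had been computed, though not looked at, when their bounds were written.

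At 5 DPA, limma's test of the interaction of genotype and stress called 31 miRNAs for WS, 60 for HS and 49 for WH at an adjusted p under 0.05, and 53, 103 and 92 in an unmoderated test on untransformed values. Of the 31, 60 and 49, 6, 18 and 14 were at 0 in 1 genotype in all libraries of the control group and the stress. For these the test holds the change in the other genotype alone, and the responses of the genotypes are not compared, since a 0 can lie below the depth of a library. The other 25, 42 and 35 were above 0 in at least 1 library of both genotypes. No fold is given for a miRNA listed at 0 in a whole group. Groups listed at 0 have no spread between their libraries, which makes the standard error of such a miRNA small. The size of the p-values below is therefore not a measure of replicate spread where most groups are at 0. In L6, tae-miR9666b-3p, ata-miR164c-3p and tae-miR9666a-3p were above 0 in the control group alone, and all 3 were listed at 0 in every group of DBA Aurora at this time-point. The limma adjusted p of the interaction was 1.7e-19 for WS, 1.7e-19 for HS and 1.7e-19 for WH for tae-miR9666b-3p, 1.1e-16 for WS, 7.7e-17 for HS and 1.1e-16 for WH for ata-miR164c-3p and 1.1e-16 for WS, 8.0e-17 for HS and 1.1e-16 for WH for tae-miR9666a-3p. tae-MIR9666c-p5 of L6 was at 68.2 ± 3.42 (SD, n = 3) normalized reads in the control group and above 0 in 1 library under WH, and was listed at 0 in the other groups (limma adjusted p = 1.4e-05 for WS, 8.4e-06 for HS and 1.0e-04 for WH). tae-miR9661-5p_1ss14GA was at 87.3 ± 12.4 (SD, n = 3) in control L6 and 85.2 ± 26.2 under WH, and listed at 0 elsewhere (limma adjusted p = 1.8e-14 for WS and 1.5e-14 for HS). ptc-miR6478_R+4_1ss21GA was above 0 under HS in DBA Aurora alone, at 24.4 ± 0.735 (SD, n = 3) (limma adjusted p = 1.6e-17 for HS). The candidate miRNA PC-5p-1947_18258 was listed at 0 in DBA Aurora and was at 189 ± 12.1 (SD, n = 3) in control L6, 466 ± 8.25 under HS and 307 ± 32.2 under WH (limma adjusted p = 1.2e-06 for HS and 0.0014 for WH). PC-5p-6347_5741 was listed at 0 in control DBA Aurora and above 0 in every other group, at 40.6 ± 4.74 (SD, n = 3) under WH there (limma adjusted p = 2.5e-08 for WS, 2.6e-06 for HS and 1.3e-07 for WH). tae-miR9664-3p was listed at 0 under HS in DBA Aurora, against 25.5 ± 3.50 (SD, n = 3) in its control group, and was at 382 ± 22.4 (SD, n = 3) in control L6 and 189 ± 30.3 under HS (limma adjusted p = 1.1e-07 for WS, 1.2e-10 for HS and 3.0e-09 for WH).

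Among miRNAs of known targets, osa-miR167a-5p_R+1, of the auxin-related miR167 family, was listed at 0 in L6 under HS and under WH, while in DBA Aurora it was at 63.2 ± 13.7 (SD, n = 3) normalized reads in the control group and 31.7 ± 7.91 under HS (limma adjusted p of the interaction = 0.0087 for HS and 0.011 for WH). mdm-miR397a_1ss21AT had a limma adjusted p of 0.0034 for WH, with 0 in DBA Aurora and 28.7 ± 4.26 (SD, n = 3) in L6 under that stress. The response of osa-miR398a to WS in DBA Aurora differed from that in L6 by -1.63 on the log2 scale (standard error 0.24, limma adjusted p = 8.4e-05). It was at 164 ± 11.5 (SD, n = 3) in control leaves and 71.3 ± 6.89 under WS in DBA Aurora, and at 241 ± 9.77 and 325 ± 8.01 in L6. Its length variant osa-miR398a_L+1R-1 had a difference of -1.44 on the log2 scale (standard error 0.29, limma adjusted p = 0.0019). For the MADS-box miRNAs the response to WS in DBA Aurora lay above that in L6, by 1.33 on the log2 scale (standard error 0.32, limma adjusted p = 0.010) for osa-miR444b.1 and 1.505 on the log2 scale (standard error 0.30, limma adjusted p = 0.0019) for osa-miR444b.1_1ss21CT. Each adjusted p given here and for the miRNAs above stayed under 0.05 with any 1 of the 24 libraries left out. In the unmoderated test on untransformed values, the test no longer passed for osa-miR167a-5p_R+1 under HS and WH, mdm-miR397a_1ss21AT under WH and PC-5p-6347_5741 under WS. There the difference changed sign for PC-5p-6347_5741, which did not pass either, to -18.8 normalized reads under HS and -1.34 normalized reads under WH, and for tae-miR9664-3p under HS, which passed at 167 normalized reads. In a fit of all 120 libraries it no longer passed for PC-5p-6347_5741 under HS, WH and WS, tae-miR9664-3p under WH and WS, osa-miR398a under WS and osa-miR398a_L+1R-1 under WS. Over 100 splits of the libraries, the highest count among the others was 22 for WS, 64 for HS and 25 for WH. Counts as large as the real ones came from 1, 2 and 1 of the splits, the real one included. The splits exchanged the genotype labels within each treatment, which also removes the difference between the genotypes themselves. They therefore cannot decide whether chance gave the interaction counts.

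In the 20 comparisons of the genotypes within a treatment and time-point, limma called a miRNA higher in DBA Aurora 654 times and lower 1916 times (74.6% lower). The tables argue against a detection floor, since 71.1% of the calls were lower among miRNAs above 0 in every library compared. They also argue against depth as the only source. All 5 of the 5 comparisons with more clean reads in DBA Aurora still had more miRNAs lower than higher, at 60.7% to 72.8%. In the other comparisons the share ran from 44.9% (CG at 25 DPA) to 90% (CG at 35 DPA). Clean reads there were 0.90 and 0.59 times those of L6, so a part played by depth is not excluded. The authors' normalization cannot be told apart from a difference between the genotypes, because 58.5% of the calls were lower after libraries were rescaled, a share between the bounds set for either. A difference between the genotypes in their miRNAs was not tested in any other way and may add to the pattern.

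Small heat shock protein genes had a median log2 fold change of 2.76 in DBA Aurora and 4.34 in L6 in the pooled libraries coded WH, and of 0.03 and -0.12 in those coded WS. The sample labels exchange these treatments against the codes for mRNA and degradome libraries. An exchange would put the rise of heat-induced genes in the libraries coded WS, and the values argue against it for the mRNA libraries of both genotypes. The labels of the degradome libraries were not tested. The treatment column of Table S1 gives WH for the libraries coded WS too, so the same values argue against that column for the mRNA libraries. The test rests on the view that these genes rise in heated leaves. Label errors of other kinds, such as an exchange of HS and WH, were not tested. That heat within the combined stress raised these genes is a hypothesis, found and tested on the same libraries.

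Of degradome sites that changed at least 2-fold in DBA Aurora, 55.8% were lower under WS, 52.2% under HS and 52.3% under WH. With every library thinned to 117530 recovered reads, the mean over 20 draws was 57.9% under WS, 47.1% under HS and 51.6% under WH. So the direction turned under HS, while under WS more sites were lower than higher at equal totals of recovered reads at the listed sites. The mapped reads behind these sites, 38270492 in CG and 24179824 under WS, were not made equal. Over the 3 stresses together, depth cannot be told apart from a response of the tissue, since thinning kept the excess of lower sites in some comparisons and not in all. Each library is a single pool, and a response to stress may remain under WS.

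The other counts of DEMs were also set beside 100 splits of the same libraries, and chance can be excluded for those across treatments, across time-points and between genotypes. Across treatments limma called 112 at 5 DPA (highest other 7), 43 at 15 DPA (highest other 6), 87 at 25 DPA (highest other 7), 66 at 35 DPA (highest other 4) and 161 at 45 DPA (highest other 110) in DBA Aurora and 223 at 5 DPA (highest other 44), 134 at 15 DPA (highest other 12), 158 at 25 DPA (highest other 27), 128 at 35 DPA (highest other 39) and 195 at 45 DPA (highest other 41) in L6. Across time-points it called 234 in CG (highest other 33), 195 under WS (highest other 22), 194 under HS (highest other 87) and 170 under WH (highest other 35) in DBA Aurora and 192 in CG (highest other 32), 218 under WS (highest other 50), 255 under HS (highest other 76) and 243 under WH (highest other 108) in L6. Between genotypes, summed over time-points, it called 690 in CG (highest other 327), 545 under WS (highest other 349), 714 under HS (highest other 363) and 621 under WH (highest other 301). For a stress against the control group at 5 DPA, 3 libraries against 3 make only 10 splits, too few for a share under 0.05. The counts there were 5 under WS (highest other 1), 104 under HS (highest other 1) and 101 under WH (highest other 4) in DBA Aurora and 65 under WS (highest other 2), 165 under HS (highest other 2) and 201 under WH (highest other 1) in L6.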

How the results depend on the processing

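A test by edgeR on degradome reads was chosen after seeing the data, and so was the choice of the gene and miRNA lists whose counts are followed below. A set alternative, edgeR on small RNA values, was not run because those values are not whole reads. Values in parentheses are those obtained with the settings of the text, and a count is called close where it stayed within 1.5 times that value. Over the alternatives other than a library left out, 626 of 656 counts of DEMs stayed close and 30 moved, against 1378 and 14 with 1 library left out. Of 2499 values of named miRNAs, 2338 kept their direction and their side of the threshold, 60 were no longer past it, 92 came to pass it and 9 changed sign. With 1 library left out, 5390 of 5544 kept both, 77 were no longer past it and 77 came to pass it. Of 1965 values of named genes, 1834 kept both, 71 were no longer past the threshold, 22 came to pass it and 38 changed sign. Without 1 library, 2875 of 3144 kept both, 248 were no longer past it and 21 came to pass it. Of the 112 calls of named genes over both genotypes, 40 were kept in all 8 fits without 1 library. List counts of miRNAs stayed close in 797 of 864 cases and in 1213 of 1296 with 1 library left out. Of 870 medians of gene lists over these alternatives, 753 took another value and 117 did not. All 290 differed with rescaled libraries, 289 with a pseudocount of 0.1 and 174 with the codes WS and WH exchanged, and the sign changed in 26, 3 and 86 of them. A median from 1 library against another has no spread to set these changes against. The cause of a change was not tested, except where an alternative's construction shows it. Depth limits what lies near 0. The lowest value above 0 of a small RNA library had a median of 7.46 normalized reads in DBA Aurora and 4.66 in L6. In the 7 degradome libraries with recovered reads, 37.6 to 57.6% of the sites with reads held 1 read.

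With libraries rescaled by the median ratio of miRNAs, limma called 279 miRNAs higher in DBA Aurora than in L6 under HS (150), 246 miRNAs higher in DBA Aurora than in L6 under WH (158) and 219 miRNAs higher in DBA Aurora than in L6 under WS (143). There were also 58 miRNAs higher under HS in DBA Aurora at 5 DPA (37), 8 miRNAs higher under WS in DBA Aurora at 5 DPA (3) and 38 miRNAs higher under WS in L6 at 5 DPA (21). By an unmoderated test on untransformed values, the counts were 103 miRNAs with a different response of the genotypes to HS (60), 92 miRNAs with a different response of the genotypes to WH (49) and 53 miRNAs with a different response of the genotypes to WS (31). Further counts were 6 miRNAs higher under WS in DBA Aurora at 5 DPA (3) and 6 miRNAs lower under WS in DBA Aurora at 5 DPA (2). In 1 fit over all 120 small RNA libraries, limma called 20 miRNAs higher under WS in DBA Aurora at 5 DPA (3), 9 miRNAs lower under WS in DBA Aurora at 5 DPA (2) and 54 miRNAs higher under HS in L6 at 5 DPA (85). Others were 61 miRNAs higher under WH in L6 at 5 DPA (97), 4 miRNAs higher under WS in L6 at 5 DPA (21) and 28 miRNAs lower under WS in L6 at 5 DPA (44). There were also 98 miRNAs different across treatments in DBA Aurora at 15 DPA (43), 147 miRNAs different across treatments in DBA Aurora at 25 DPA (87) and 152 miRNAs different across treatments in DBA Aurora at 35 DPA (66). A pseudocount of 5 gave 4 miRNAs lower under WS in DBA Aurora at 5 DPA (2). With 1 library left out, the counts ran from 2 to 10 (without DBA Aurora WS 5 DPA replicate 3) miRNAs higher under WS in DBA Aurora at 5 DPA (3) and 2 to 4 (without DBA Aurora WS 5 DPA replicate 3) miRNAs lower under WS in DBA Aurora at 5 DPA (2). Others ranged from 20 (without L6 CG 5 DPA replicate 2) to 50 miRNAs lower under WS in L6 at 5 DPA (44) and 25 (without DBA Aurora HS 15 DPA replicate 1) to 49 miRNAs different across treatments in DBA Aurora at 15 DPA (43). Also found were 50 (without DBA Aurora CG 25 DPA replicate 3) to 99 miRNAs different across treatments in DBA Aurora at 25 DPA (87) and 86 to 208 (without L6 CG 35 DPA replicate 1) miRNAs different across treatments in L6 at 35 DPA (128). That single fit called 6 of the copper miRNAs lower under WH in L6 (10). Rescaled libraries gave 1 of the copper miRNAs higher under WS in L6 (0). The unmoderated test called 1 of the copper miRNAs higher under WS in L6 (0) and 3 of the copper miRNAs lower under WS in L6 (0). Without 1 library there were 0 to 1 (without L6 WH 5 DPA replicate 2) of the copper miRNAs higher under WS in L6 (0) and 0 to 1 (without L6 WH 5 DPA replicate 1) of the copper miRNAs lower under WS in L6 (0). On the untransformed scale, the difference between the responses of the genotypes, in normalized reads, changed sign against the log2 scale in 9 cases. It was 334 for ata-miR528-5p under HS (-0.54 on the log2 scale), 40.1 for mtr-MIR398a-p5_1ss11AC under WH (-2.39 on the log2 scale) and 44.2 for osa-miR398a under HS (-0.59 on the log2 scale). For tae-miR398 under WH it was 122 (-1.75 on the log2 scale). In the other cases a group at 0 enters the difference, so the pseudocount sets its log2 size and no log2 value is given. The untransformed difference there was -18.8 for PC-5p-6347_5741 under HS, -1.34 for PC-5p-6347_5741 under WH and 94.5 for ata-miR528-3p_1ss4GC under HS. It was 138 for tae-miR398 under HS and 167 for tae-miR9664-3p under HS.

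Replicate numbers were also taken as a block. The replicate block gave 93 miRNAs higher in DBA Aurora than in L6 under WS (143) and 57 miRNAs different across treatments in DBA Aurora at 25 DPA (87). No other count of DEMs moved by over 1.5 times under the block, while 4 list counts did, 8 values of named miRNAs were no longer past the threshold and 2 came to pass it. Libraries with the same number did not deviate together: in 0 of 38 fits was every correlation of their deviations over 0.1, and its mean was 0.0026 for the same number and -0.0004 for others. So the numbers were not read as pairs. The mRNA and degradome libraries have no replicates to pair.

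Where a miRNA had to be above 0 in all 3 replicates, the detected numbers were 153 at all time-points in DBA Aurora WH (234), 162 in all treatments in DBA Aurora at 25 DPA (249), 2 at 15 DPA and no other time-point (7) and 8 at 35 DPA and no other time-point (28). Others were 7 at 45 DPA and no other time-point (15), 13 in DBA Aurora and not L6 (23), 11 in CG alone of the treatments in DBA Aurora at 25 DPA (7) and 9 in HS alone of the treatments in DBA Aurora at 25 DPA (4). There were also 1 in WS alone of the treatments in DBA Aurora at 25 DPA (2), 4 in CG alone of the treatments in DBA Aurora at 45 DPA (10), 15 in HS alone of the treatments in DBA Aurora at 45 DPA (36) and 7 in WH alone of the treatments in DBA Aurora at 45 DPA (3). Further counts were 5 in WH alone of the treatments in DBA Aurora at 5 DPA (11), 8 in WS alone of the treatments in DBA Aurora at 5 DPA (15), 22 in HS alone of the treatments in L6 at 25 DPA (14) and 1 in WH alone of the treatments in L6 at 25 DPA (9). Others were 3 in CG alone of the treatments in L6 at 45 DPA (5) and 5 in WH alone of the treatments in L6 at 45 DPA (29). With at least 2 of 3 replicates required, they were 11 at 35 DPA and no other time-point (28), 7 at 45 DPA and no other time-point (15), 8 in DBA Aurora and not L6 (23) and 1 in WS alone of the treatments in DBA Aurora at 25 DPA (2). There were also 6 in CG alone of the treatments in DBA Aurora at 45 DPA (10), 16 in HS alone of the treatments in DBA Aurora at 45 DPA (36), 7 in CG alone of the treatments in DBA Aurora at 5 DPA (14) and 2 in WH alone of the treatments in L6 at 25 DPA (9). Further counts were 3 in CG alone of the treatments in L6 at 45 DPA (5), 1 in HS alone of the treatments in L6 at 45 DPA (3), 14 in WS alone of the treatments in L6 at 45 DPA (9) and 14 in WH alone of the treatments in L6 at 5 DPA (23). With a mean of at least 10 normalized reads required, they were 2 at 25 DPA and no other time-point (0), 13 at 35 DPA and no other time-point (28), 6 at 45 DPA and no other time-point (15) and 7 at 5 DPA and no other time-point (11). Others were 9 in DBA Aurora and not L6 (23), 11 in WH alone of the treatments in DBA Aurora at 25 DPA (18), 6 in CG alone of the treatments in DBA Aurora at 45 DPA (10) and 4 in HS alone of the treatments in DBA Aurora at 45 DPA (36). There were also 9 in WH alone of the treatments in DBA Aurora at 45 DPA (3), 9 in CG alone of the treatments in DBA Aurora at 5 DPA (14), 8 in WS alone of the treatments in DBA Aurora at 5 DPA (15) and 4 in CG alone of the treatments in L6 at 25 DPA (7). Further counts were 2 in CG alone of the treatments in L6 at 45 DPA (5), 16 in WH alone of the treatments in L6 at 45 DPA (29), 15 in WS alone of the treatments in L6 at 45 DPA (9) and 15 in WH alone of the treatments in L6 at 5 DPA (23). Counted as distinct names, they included 10 in CG alone of the treatments in L6 at 45 DPA (5). With 1 replicate number left out, the numbers ran from 0 to 2 (without replicate 1) at 25 DPA and no other time-point (0), 12 (without replicate 2) to 29 at 35 DPA and no other time-point (28) and 8 (without replicate 1) to 18 at 45 DPA and no other time-point (15). Also found were 9 (without replicate 1) to 26 in DBA Aurora and not L6 (23), 2 (without replicate 3) to 5 in HS alone of the treatments in DBA Aurora at 25 DPA (4) and 10 (without replicate 1) to 22 in WH alone of the treatments in DBA Aurora at 25 DPA (18). Further ranges were 0 (without replicate 3) to 3 in WS alone of the treatments in DBA Aurora at 25 DPA (2), 11 (without replicate 1) to 41 in HS alone of the treatments in DBA Aurora at 45 DPA (36) and 3 (without replicate 3) to 6 in WS alone of the treatments in DBA Aurora at 45 DPA (5). Others ranged from 9 (without replicate 1) to 17 in CG alone of the treatments in DBA Aurora at 5 DPA (14), 5 (without replicate 1) to 16 in WH alone of the treatments in DBA Aurora at 5 DPA (11) and 5 (without replicate 3) to 22 in WS alone of the treatments in DBA Aurora at 5 DPA (15). Also found were 9 (without replicate 2) to 21 in HS alone of the treatments in L6 at 25 DPA (14), 0 (without replicate 3) to 9 (without replicate 1) in WS alone of the treatments in L6 at 25 DPA (4) and 3 (without replicate 3) to 5 in CG alone of the treatments in L6 at 45 DPA (5). Further ranges were 1 (without replicate 1) to 6 (without replicate 3) in HS alone of the treatments in L6 at 45 DPA (3), 23 to 45 (without replicate 1) in WH alone of the treatments in L6 at 45 DPA (29) and 15 (without replicate 1) to 27 in WH alone of the treatments in L6 at 5 DPA (23). Others ranged from 3 to 6 (without replicate 1) in WS alone of the treatments in L6 at 5 DPA (3). Over all detected numbers, 289 of 420 stayed close under these rules and 253 of 315 with 1 replicate number left out. Stricter rules leave fewer libraries in which a miRNA counts as detected.

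Over genes above 0 in a library alone, the median FPKM was 2.93 in DBA Aurora CG (1.59), 3.17 in DBA Aurora HS (2.00), 3.46 in DBA Aurora WH (2.15), 3.08 in DBA Aurora WS (1.68), 2.83 in L6 CG (1.61), 2.80 in L6 HS (1.71), 3.15 in L6 WH (1.89) and 2.98 in L6 WS (1.77). The mean FPKM over those genes was 18.7 in DBA Aurora CG (15.6), 17.4 in DBA Aurora HS (15.2), 17.5 in DBA Aurora WH (15.2), 18.5 in DBA Aurora WS (15.4), 18.1 in L6 CG (15.3), 17.1 in L6 HS (14.9), 17.5 in L6 WH (15.1) and 19.3 in L6 WS (16.4). Leaving out genes at 0 raises both by construction.

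Of genes that changed within pairs of pooled libraries, counts moved under 4 alternatives. At a 4-fold threshold, which by construction holds fewer genes, there were 1819 higher and 607 lower in DBA Aurora under HS (5480 and 2688), 649 higher and 232 lower in DBA Aurora under WH (3185 and 1189) and 64 higher and 9 lower in DBA Aurora under WS (240 and 208). Others were 2570 higher and 1676 lower in L6 under HS (6987 and 5331), 1653 higher and 770 lower in L6 under WH (5724 and 3699) and 352 higher and 196 lower in L6 under WS (1924 and 1226). There were also 222 higher and 176 lower between genotypes in CG (1254 and 1011), 375 higher and 310 lower between genotypes under HS (2733 and 1838) and 461 higher and 339 lower between genotypes under WH (3081 and 2223). Further counts were 113 higher and 124 lower between genotypes under WS (749 and 943). A pseudocount of 0.1 gave 4897 higher in DBA Aurora under WH (3185), 536 higher and 503 lower in DBA Aurora under WS (240 and 208) and 3088 higher and 2030 lower in L6 under WS (1924 and 1226). Others were 2035 higher and 1723 lower between genotypes in CG (1254 and 1011), 4320 higher and 2778 lower between genotypes under HS (2733 and 1838) and 1284 higher and 1713 lower between genotypes under WS (749 and 943). With an FPKM of 0 set to 0.001 there were 5175 higher and 1815 lower in DBA Aurora under WH (3185 and 1189), 613 higher and 574 lower in DBA Aurora under WS (240 and 208) and 3260 higher and 2155 lower in L6 under WS (1924 and 1226). There were also 2142 higher and 1838 lower between genotypes in CG (1254 and 1011), 4547 higher and 2926 lower between genotypes under HS (2733 and 1838) and 4658 higher and 3413 lower between genotypes under WH (3081 and 2223). Further counts were 1369 higher and 1832 lower between genotypes under WS (749 and 943). With WS and WH exchanged, each takes the counts of the other, which were 240 higher and 208 lower in DBA Aurora under WH (3185 and 1189), 3185 higher and 1189 lower in DBA Aurora under WS (240 and 208) and 1924 higher and 1226 lower in L6 under WH (5724 and 3699). Others were 5724 higher and 3699 lower in L6 under WS (1924 and 1226), 749 higher and 943 lower between genotypes under WH (3081 and 2223) and 3081 higher and 2223 lower between genotypes under WS (749 and 943).

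For the response common to both genotypes, limma without a filter on FPKM, over more genes, called 1422 lower under HS (2517), 288 higher and 46 lower under WH (1728 and 368) and 651 higher and 332 lower under WS at an unadjusted p under 0.05 (293 and 127). With rescaled FPKM libraries it called 1080 higher under WH (1728) and 3458 lower under WH at an unadjusted p under 0.05 (2087). Exchanged WS and WH labels gave 0 higher and 0 lower under WH (1728 and 368), 1728 higher and 368 lower under WS (0 and 0) and 293 higher and 127 lower under WH at an unadjusted p under 0.05 (6393 and 2087). There were also 6393 higher and 2087 lower under WS at an unadjusted p under 0.05 (293 and 127). With 1 library left out the count ran from 1335 (without L6 CG) to 5141 (without L6 WH) higher under HS and 295 (without L6 HS) to 2569 (without DBA Aurora WH) lower under HS. Others ranged from 2285 (without L6 HS) to 5008 (without DBA Aurora CG) lower under HS at an unadjusted p under 0.05 and 16 (without L6 CG) to 1315 (without DBA Aurora WH) higher under WH. Also found were 2971 (without L6 WH) to 6025 (without DBA Aurora WS) higher under WH at an unadjusted p under 0.05 and 3 (without L6 CG) to 323 (without DBA Aurora WH) lower under WH. Further ranges were 735 (without L6 WH) to 2661 (without DBA Aurora WH) lower under WH at an unadjusted p under 0.05 and 177 (without L6 WS) to 1384 (without DBA Aurora CG) higher under WS at an unadjusted p under 0.05. Others ranged from 107 (without DBA Aurora WH) to 930 (without DBA Aurora CG) lower under WS at an unadjusted p under 0.05. Over all counts of genes, 847 of 1050 stayed close under these alternatives and 1173 of 1488 with 1 library left out.

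Counts within the lists, those of 0 included, are at an adjusted p under 0.05 by limma. The fit without a filter gave 3 higher and 2 lower of HSP70 chaperones under WH (5 and 6), 0 lower of Rubisco and Calvin cycle under WH (10) and 1 higher and 0 lower of aquaporins under WH (2 and 6). Others were 9 lower of chlorophyll a/b-binding proteins under WH (16), 10 lower of cytosolic ribosomal proteins under HS (90) and 0 higher of dehydrins and LEA proteins under WH (2). There were also 13 lower of photosystem I and II subunits under HS (30), 0 lower of photosystem I and II subunits under WH (4) and 13 higher and 0 lower of small heat shock proteins under WH (20 and 1). After rescaling there were 1 higher of aquaporins under WH (2), 26 lower of chlorophyll a/b-binding proteins under WH (16) and 152 lower of cytosolic ribosomal proteins under HS (90). Further counts were 2 lower of cytosolic ribosomal proteins under WH (0), 1 higher of dehydrins and LEA proteins under WH (2) and 9 lower of photosystem I and II subunits under WH (4). Without a variance trend there were 8 lower of photosystem I and II subunits under WH (4). Exchanged labels gave 0 higher and 0 lower of HSP70 chaperones under WH (5 and 6), 5 higher and 6 lower of HSP70 chaperones under WS (0 and 0) and 0 lower of Rubisco and Calvin cycle under WH (10). Others were 10 lower of Rubisco and Calvin cycle under WS (0), 0 higher and 0 lower of aquaporins under WH (2 and 6) and 2 higher and 6 lower of aquaporins under WS (0 and 0). There were also 0 lower of chlorophyll a/b-binding proteins under WH (16), 16 lower of chlorophyll a/b-binding proteins under WS (0) and 0 higher of dehydrins and LEA proteins under WH (2). Further counts were 2 higher of dehydrins and LEA proteins under WS (0), 0 lower of photosystem I and II subunits under WH (4) and 4 lower of photosystem I and II subunits under WS (0). Others were 0 higher and 0 lower of small heat shock proteins under WH (20 and 1) and 20 higher and 1 lower of small heat shock proteins under WS (0 and 0). For the same lists with 1 library left out, the counts ran from 4 (without L6 CG) to 17 higher of HSP70 chaperones under HS (15) and 3 (without L6 HS) to 9 lower of HSP70 chaperones under HS (6). Further ranges were 0 (without L6 CG) to 6 higher of HSP70 chaperones under WH (5) and 0 (without L6 CG) to 6 lower of HSP70 chaperones under WH (6). Others ranged from 4 (without L6 CG) to 25 lower of Rubisco and Calvin cycle under HS (26) and 0 (without DBA Aurora CG) to 8 lower of Rubisco and Calvin cycle under WH (10). Also found were 1 (without DBA Aurora HS) to 3 higher of aquaporins under HS (3) and 2 (without L6 CG) to 9 lower of aquaporins under HS (7). Further ranges were 0 (without DBA Aurora CG) to 2 higher of aquaporins under WH (2) and 0 (without DBA Aurora CG) to 5 lower of aquaporins under WH (6). Others ranged from 12 (without L6 CG) to 40 lower of chlorophyll a/b-binding proteins under HS (40) and 0 (without L6 CG) to 19 lower of chlorophyll a/b-binding proteins under WH (16). Also found were 0 (without DBA Aurora HS) to 9 higher of cytosolic ribosomal proteins under HS (8) and 0 (without L6 CG) to 98 lower of cytosolic ribosomal proteins under HS (90). Further ranges were 0 to 1 (without DBA Aurora WS) higher of cytosolic ribosomal proteins under WH (0) and 8 (without L6 CG) to 21 higher of dehydrins and LEA proteins under HS (21). Others ranged from 0 (without DBA Aurora CG) to 4 (without DBA Aurora WH) higher of dehydrins and LEA proteins under WH (2) and 1 (without L6 CG) to 2 higher of photosystem I and II subunits under HS (2). Also found were 1 (without L6 CG) to 29 lower of photosystem I and II subunits under HS (30) and 0 (without DBA Aurora CG) to 4 lower of photosystem I and II subunits under WH (4). Further ranges were 0 (without L6 CG) to 1 lower of small heat shock proteins under HS (1) and 8 (without L6 CG) to 21 higher of small heat shock proteins under WH (20). Others ranged from 0 (without DBA Aurora CG) to 1 lower of small heat shock proteins under WH (1).

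With WS and WH exchanged, the log2 fold changes of named genes under WS and WH, on the log2(FPKM + 1) scale, change places, and where they differ in sign they became -6.09 and 0.47 for TRITD_1Av1G206530, 1.70 and -0.31 for TRITD_2Av1G026820, 9.94 and -0.11 for TRITD_4Av1G033110 and 7.63 and -0.16 for TRITD_4Av1G033200. They became 2.66 and -0.17 for TRITD_4Av1G227210, 1.78 and -0.28 for TRITD_4Bv1G108860, 4.35 and -0.49 for TRITD_4Bv1G128750 and 7.62 and -0.17 for TRITD_4Bv1G136930. The values became 3.04 and -0.23 for TRITD_5Av1G046770, -4.73 and 0.32 for TRITD_5Av1G049040, 2.08 and -0.22 for TRITD_5Av1G118710 and 3.56 and -0.066 for TRITD_5Av1G170450. They became 2.75 and -0.38 for TRITD_5Av1G214960, -4.80 and 0.49 for TRITD_5Av1G224320, 1.37 and -0.10 for TRITD_5Bv1G146000 and 3.36 and -0.60 for TRITD_5Bv1G161590. The values became 4.71 and -0.10 for TRITD_5Bv1G184500, -1.91 and 0.24 for TRITD_5Bv1G232320 and 2.15 and -0.020 for TRITD_6Bv1G173700.

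Counted as distinct genes, where a gene can hold several sites, there were 10393 higher and 9426 lower in DBA Aurora under HS (28963 and 31614), 9749 higher and 9458 lower in DBA Aurora under WH (28035 and 30770) and 6962 higher and 9697 lower in DBA Aurora under WS (24328 and 30683). There were also 9987 higher and 9258 lower in L6 under HS (32600 and 33095), 11227 higher and 9075 lower in L6 under WH (37879 and 31120) and 8464 higher and 9301 lower in L6 under WS (21271 and 31132). At least 10 normalized reads in either library asks for 3 reads in DBA Aurora under WS and L6 under WH, 2 in DBA Aurora in CG, DBA Aurora under HS, DBA Aurora under WH, L6 in CG and L6 under HS and none beyond the lowest value, 10.1, in L6 under WS, since 1 read is worth 4.67 to 8.51 normalized reads in the 7 libraries with recovered reads, so that by construction no direction is read from these counts where the numbers differ. Among such sites, which are fewer, there were 11876 higher and 15302 lower in DBA Aurora under HS (28963 and 31614), 12519 higher and 14629 lower in DBA Aurora under WH (28035 and 30770) and 10216 higher and 14725 lower in DBA Aurora under WS (24328 and 30683). Further counts were 15675 higher and 17184 lower in L6 under HS (32600 and 33095), 11222 higher and 16107 lower in L6 under WH (37879 and 31120) and 14855 lower in L6 under WS (31132). Exchanged labels of the degradome libraries gave 21271 higher in L6 under WH (37879) and 37879 higher in L6 under WS (21271). Sites at least 2-fold changed in both genotypes were set beside edgeR's quasi-likelihood test on recovered reads over both genotypes, which at an adjusted p under 0.05 called 0 higher and 0 lower under HS (6500 and 7676) and 0 higher and 0 lower under WH (5708 and 6361). At an unadjusted p under 0.05 edgeR gave 545 higher and 289 lower under HS and 442 higher and 119 lower under WH, over 2600 sites tested. On simulated sites at the dispersion it estimated, it recovered 0 of 200 that changed by 3 on the log2 scale, so the counts of 0 do not show that sites were unchanged. Of 76 degradome counts, 47 stayed close.

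Of the pairs of miRNA and target, counts moved under each alternative. With a target change of at least 1.5-fold, which by construction admits more pairs, there were 7287 opposite and 6783 same-direction in DBA Aurora under HS (4590 and 4300), 4213 opposite and 3978 same-direction in DBA Aurora under WH (2047 and 1996) and 224 opposite and 169 same-direction in DBA Aurora under WS (34 and 27). Others were 14352 opposite and 12606 same-direction in L6 under WH (9301 and 8391), 2363 opposite and 2678 same-direction in L6 under WS (1002 and 1116) and 4813 opposite and 4728 same-direction between genotypes in CG (1728 and 1620). There were also 7593 opposite and 5819 same-direction between genotypes under HS (3087 and 2374), 6981 opposite and 7529 same-direction between genotypes under WH (3412 and 3472) and 2476 opposite and 2500 same-direction between genotypes under WS (873 and 938). Counted per miRNA and gene there were 2309 opposite and 2002 same-direction in DBA Aurora under HS (4590 and 4300), 1054 opposite and 959 same-direction in DBA Aurora under WH (2047 and 1996) and 22 opposite in DBA Aurora under WS (34). Further counts were 5006 opposite and 4592 same-direction in L6 under HS (10485 and 9877), 4481 opposite and 3926 same-direction in L6 under WH (9301 and 8391) and 516 opposite and 561 same-direction in L6 under WS (1002 and 1116). Others were 924 opposite and 918 same-direction between genotypes in CG (1728 and 1620), 1427 opposite and 1129 same-direction between genotypes under HS (3087 and 2374) and 1552 opposite and 1681 same-direction between genotypes under WH (3412 and 3472). There were also 448 opposite and 471 same-direction between genotypes under WS (873 and 938). With an Allen score of up to 4 there were 42 opposite and 51 same-direction in DBA Aurora under HS (4590 and 4300), 50 opposite and 9 same-direction in DBA Aurora under WH (2047 and 1996) and 0 opposite and 0 same-direction in DBA Aurora under WS (34 and 27). Further counts were 105 opposite and 86 same-direction in L6 under HS (10485 and 9877), 118 opposite and 88 same-direction in L6 under WH (9301 and 8391) and 4 opposite and 19 same-direction in L6 under WS (1002 and 1116). Others were 30 opposite and 45 same-direction between genotypes in CG (1728 and 1620), 43 opposite and 23 same-direction between genotypes under HS (3087 and 2374) and 23 opposite and 53 same-direction between genotypes under WH (3412 and 3472). There were also 16 opposite and 9 same-direction between genotypes under WS (873 and 938). With the miRNA at an adjusted p under 0.05 by limma there were 5 opposite and 6 same-direction in DBA Aurora under WS (34 and 27) and 511 opposite and 549 same-direction between genotypes under WS (873 and 938). Exchanged WS and WH labels of the pooled libraries gave 97 opposite and 117 same-direction in DBA Aurora under WH (2047 and 1996), 617 opposite and 714 same-direction in DBA Aurora under WS (34 and 27) and 2578 opposite and 2750 same-direction in L6 under WH (9301 and 8391). Further counts were 3820 opposite and 3263 same-direction in L6 under WS (1002 and 1116), 996 opposite and 1099 same-direction between genotypes under WH (3412 and 3472) and 2875 opposite and 2958 same-direction between genotypes under WS (873 and 938). A stricter score or a count per gene leaves fewer pairs by construction.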

Differences from the paper's values

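The alternatives named here were all set before the data were examined, while the scale of the FPKM ratio and the distance allowed for targets in Table 2 were chosen after the values had been seen. The median FPKM of the 49436 gene models was 1.59 in the lowest library and 2.15 in the highest, and the paper's values are 2.80 and 3.46. Over genes above 0 in the library itself, the 1 alternative run for this measure, the medians were 2.80 and 3.46, which are within the paper's.

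The paper counts DEGs at an unadjusted p under 0.05 from edgeR, while here, with 1 pooled library per group and no test, genes that changed by at least 2-fold were counted, so that the thresholds differ. Under stress there were 448 for DBA Aurora WS against the paper's 229, 8168 for DBA Aurora HS against the paper's 5114, 4374 for DBA Aurora WH against the paper's 2510 and 3150 for L6 WS against the paper's 2010. The counts for L6 under HS and WH were within 1.5 times the paper's. Between genotypes there were 2265 in CG against the paper's 1307, 1692 in WS against the paper's 990, 4571 in HS against the paper's 2714 and 5304 in WH against the paper's 3250. No alternative came within 1.5 times of any of these 8 values. The counts lay above the paper's with a pseudocount of 0.1, with an FPKM of 0 set to 0.001, with no filter and with rescaled libraries, and below it at 4-fold. With WS and WH exchanged they also differed, as 4374 genes were counted for DBA Aurora WS and 448 for DBA Aurora WH.

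Opposite changes of a miRNA and its target were counted for a miRNA at an unadjusted p under 0.05 and a target changed by at least 2-fold, where the paper uses its DEMs and DEGs at an unadjusted p under 0.05 for both. Under stress there were 34 pairs for DBA Aurora WS against the paper's 10, 4590 for DBA Aurora HS against the paper's 900, 2047 for DBA Aurora WH against the paper's 408, 1002 for L6 WS against the paper's 179, 10485 for L6 HS against the paper's 1795 and 9301 for L6 WH against the paper's 1487. Between genotypes the numbers were 1728 in CG against the paper's 273, 873 in WS against the paper's 124, 3087 in HS against the paper's 340 and 3412 in WH against the paper's 468. None of the alternatives, which were a miRNA at an adjusted p, a 1.5-fold target change, an Allen score up to 4, pairs counted per miRNA and gene, and WS and WH exchanged, came within 1.5 times of the paper's value for these 10 counts.

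Of the pairs between genotypes, those with the miRNA lower and the target higher in DBA Aurora numbered 1317 in CG against 198, 604 in WS against 74, 2662 in HS against 225 and 2063 in WH against 160, the second number of each being the paper's. None of the same 5 alternatives reached the paper's values. Pairs with the miRNA higher and the target lower numbered 411 in CG against 75, 269 in WS against 50, 425 in HS against 115 and 1349 in WH against 308, again with the paper's value second. The value for WS was reached with a miRNA at an adjusted p, at 57 pairs, and that for WH with WS and WH exchanged, at 310. The other alternatives did not reach these 2 values, and none reached those for CG and HS.

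For miRNAs detected under 1 treatment alone, the paper's values were read by eye from Figure 1 and stand in parentheses. In DBA Aurora 5 DPA there were 15 under WS (about 9) and 11 under WH (about 5). In DBA Aurora 25 DPA there were 7 in CG (about 11), 2 under WS (about 1) and 4 under HS (about 9). In DBA Aurora 45 DPA there were 10 in CG (about 4), 36 under HS (about 16) and 3 under WH (about 9). In L6 25 DPA there were 14 under HS (about 22) and 9 under WH (about 1). In L6 45 DPA there were 5 in CG (about 3) and 29 under WH (about 5). The other 12 of the 24 values were within 1.5 times of those read from the figure. When a miRNA counted as detected only if above 0 in all 3 replicates, all 12 values came within the paper's. Above 0 in at least 2 of 3 replicates, this held for 7 of the 12, namely DBA Aurora 5 DPA (WS), DBA Aurora 25 DPA (CG and WS), DBA Aurora 45 DPA (CG and HS), L6 25 DPA (HS) and L6 45 DPA (CG). With a mean of at least 10 normalized reads it held for 5, namely DBA Aurora 5 DPA (WS), DBA Aurora 25 DPA (CG), DBA Aurora 45 DPA (CG and WH) and L6 45 DPA (CG). With distinct names it held for none.

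In Table 2, 26 of the 31 log2 fold changes of targets in DBA Aurora were within log2 of 1.5 of the paper's on the scale of the FPKM ratio without a pseudocount. Of the 31 values of the paper, 22 lay closer to the log2 of that ratio than to the change in log2(FPKM + 1). For TRITD_1Bv1G135100 the log2 fold change was -0.11 under WS, 0.33 under HS and -0.83 under WH, or -0.11, 0.34 and -0.87 on the scale of the ratio, where the paper's values are 2.95, 1.75 and 1.75. For TRITD_7Av1G051530 under WH it was 0.63, or 0.78 on the scale of the ratio, and the paper's value is 1.60. Table 2 lists a numbered transcript of each of these 2 genes, while the values here are per gene, and whether the paper's are per gene or per transcript was not settled. A pseudocount of 0.1, an FPKM of 0 set to 0.001, rescaled libraries and WS and WH exchanged reached none of these 4 values. TRITD_6Av1G046710 under HS was at 1.48, which is within log2 of 1.5 of the paper's 1.59, while on the scale of the ratio it was at 2.21, which is not. With a pseudocount of 0.1 it was 2.10, with rescaled libraries 1.37 and with WS and WH exchanged, which leaves HS as it is, 1.48, all with a pseudocount and within that distance, and with an FPKM of 0 set to 0.001 it was 2.21, which is not.

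Of 21 log2 fold changes of miRNAs in Table 2, 19 were within their standard error of the paper's. ata-miR528-3p_1ss4GC under WH was at -3.61 (standard error 0.94), and the paper's value is -2.60. A pseudocount of 5, which gave -2.14, came within that error, while a pseudocount of 0.1, no filter, rescaled libraries, the replicate block and a fit of all 120 libraries did not. osa-miR396e-5p_1ss19CT under WH was at -3.62 (standard error 1.29), and the paper's value is -2.32. A pseudocount of 5, at -2.81, and rescaled libraries, at -3.60, came within that error, the latter by a change in the second decimal alone, and the other 4 alternatives did not.

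Other statements of the paper were set beside the values here. The paper states that DEGs more abundant in DBA Aurora outnumber the less abundant ones under every treatment. Genes higher against lower by at least 2-fold numbered 1254 and 1011 in CG, 2733 and 1838 under HS and 3081 and 2223 under WH, which run the same way, and 749 and 943 under WS, which run the other way. With WS and WH exchanged the WS counts became 3081 and 2223, and those for WH 749 and 943. The other alternatives left more genes lower than higher under WS. The paper also states that pairs with the target higher in DBA Aurora outnumber the opposite pairs in all conditions but WH. Here they did so under WH too, with the 2063 and 1349 pairs above. An Allen score up to 4 gave 11 and 12 under WH, and also 2 and 14 under WS, 21 and 22 under HS and 15 of each in CG, so that the order under WS and HS also ran against the paper's.

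For miRNAs detected under 1 treatment alone, the paper states that CG appeared to have more at 5 DPA in both genotypes. Here there were 14 in CG and 15 under WS in DBA Aurora, and 18 in CG and 23 under WH in L6. CG came first in both genotypes when a miRNA had to be above 0 in all 3 replicates, with 11 in DBA Aurora and 20 in L6. In L6 it also came first above 0 in at least 2 of 3 replicates (24), at a mean of at least 10 normalized reads (18), without replicate 1 (16) and without replicate 2 (23), and in DBA Aurora without replicate 3 (17). With a mean of at least 10 normalized reads CG and WH were level in DBA Aurora, at 9 each. At 45 DPA the paper places the most under WS in L6, where 9 were found under WS and 29 under WH, and WS came first, with 12, only when a miRNA had to be above 0 in all 3 replicates. For DBA Aurora at 45 DPA, HS came first, as in the paper, with 36, but not with a mean of at least 10 normalized reads, where 4 under HS stood beside 9 under WH and 6 in CG, nor without replicate 1, where 11 stood beside 12 in CG.

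In DBA Aurora the paper states that ata-miR528-5p was significantly lower under every stress at 5 and 45 DPA. All 6 of its log2 fold changes were below 0, and 1 passed limma's test, that under WS at 45 DPA (-1.09, standard error 0.18, adjusted p = 0.0016). At 5 DPA it was -0.22 under WS (standard error 1.06, adjusted p = 0.998), -2.98 under HS (adjusted p = 0.055) and -0.74 under WH (adjusted p = 0.60), and at 45 DPA -0.25 under HS and -0.24 under WH. At an unadjusted p under 0.05 HS at 5 DPA passed as well. It also passed in a fit of all 120 libraries, with a pseudocount of 5, in the unmoderated test on untransformed values and without any 1 of the HS replicates (with a log2 fold change of -1.40 without HS replicate 1), and WH at 5 DPA passed in that unmoderated test and without HS replicate 1. Across treatments the adjusted p of limma's F-test was 0.14 at 5 DPA and 0.0033 at 45 DPA. The paper also has quantitative PCR at 5 DPA, which was not analysed here. By it, the paper reports ata-miR528-5p lower under HS and WH in DBA Aurora. For L6 the paper reports no significant change by that method, while limma here called it lower under HS and WH.

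For osa-miR398a in DBA Aurora, the paper gives higher levels under WS and HS and a lower level under WH at 15 DPA, and higher levels under HS and lower ones under WS and WH at 25 DPA. At 15 DPA, HS passed (1.36, standard error 0.16, limma adjusted p = 5.4e-04) and the miRNA was listed at 0 in all 3 WH libraries, while WS was at 0.50 (standard error 0.16, limma adjusted p = 0.88) and passed at an unadjusted p under 0.05 alone. At 25 DPA the log2 fold changes had the paper's directions, at 2.33 under HS, -2.91 under WS and -3.19 under WH, with limma adjusted p of 0.21, 0.22 and 0.12, and with the miRNA above 0 in 2 of 3 libraries under WS and WH. WH passed at an unadjusted p under 0.05. All 3 passed in the fit of all 120 libraries, HS and WH with a pseudocount of 5, HS in the unmoderated test on untransformed values and WH without WS replicate 3. Across treatments the F-test passed at 15 DPA (adjusted p = 2.5e-08) and 25 DPA (adjusted p = 0.029).

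The PP2C gene TRITD_5Av1G133330 is given by the paper as significantly higher under every stress in DBA Aurora. Its FPKM in this genotype was 0.929 in CG, 2.44 under WS, 118 under HS and 12.5 under WH, so that every stress was higher in these libraries, with no replicate to test it. The fit of both genotypes called HS alone, with a log2 fold change of 4.74 (standard error 0.76, limma adjusted p = 0.0081), and gave 2.70 (standard error 0.76, limma adjusted p = 0.082) under WH and -0.67 (standard error 0.76, limma adjusted p = 1.000) under WS. WH passed at an unadjusted p under 0.05, and no alternative run called WH or WS at an adjusted p.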

Other observations

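The tests in this part were planned, while the counts of the miRNA lists at an unadjusted p were added after the values had been seen, and which lists and genes to describe here was chosen after their values had been seen. Of 120 tested splicing factor genes over both genotypes, 23 rose (7 without DBA Aurora HS, 2 without L6 CG and 3 without L6 HS) and 1 fell (0 without DBA Aurora HS, 0 without L6 CG and 0 without L6 HS) and 96 did not pass under HS (limma, adjusted p under 0.05), with 20 and 1 when adjusted over the list alone, and 5 rose (0 without DBA Aurora CG, 3 without DBA Aurora HS, 0 without L6 CG, 3 without L6 HS and 0 without L6 WH) and 115 did not pass under WH (limma, adjusted p under 0.05), with 5 when adjusted over the list alone. For splicing factor genes, with no filter the 5 that rose under WH became 0, and with rescaled libraries the 1 that fell under HS became 3, and with a pseudocount of 0.1 the 5 that rose under WH became 8. Under WS limma called 0 of them, against 0 higher and 1 lower at an unadjusted p under 0.05. Over all 31230 tested genes, limma called 5669 higher and 2517 lower under HS, and 1728 and 368 under WH. The share of splicing factor genes that rose under HS was thus near that of all genes. The medians of seed storage and rDNA-like genes under HS and WH, given above with other lists, belong to these libraries too. The serine/arginine-rich splicing factor SR45a, TRITD_4Bv1G130250, was at 37.4 in CG and 145 under HS in DBA Aurora, and at 54.3 in CG and 101 under HS in L6, all in FPKM of 1 pooled library each. SLU7, TRITD_7Bv1G120420, which acts in the choice of splice sites, was at 41.6 in CG and 73.5 under HS in DBA Aurora and at 37.1 in CG and 86.6 under HS in L6.

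Genes described as seed storage proteins, a list set as a sign of another tissue, differed between the control libraries of the genotypes, where of 25 genes 17 were at least 2-fold lower and 1 higher in DBA Aurora. Avenin-3, TRITD_1Av1G002230, was at 4.29 in CG, 10.5 under WS, 20.9 under HS and 24.3 under WH in DBA Aurora and at 20.0 in CG, 14.9 under WS, 23.9 under HS and 24.4 under WH in L6. The gene TRITD_5Bv1G184500, which encodes an 11S globulin-like protein, was at 1.85 in CG, 2.02 under WS, 199 under HS and 53.3 under WH in DBA Aurora and at 5.89 in CG, 4.64 under WS, 286 under HS and 246 under WH in L6. Against control leaves of the same genotype, 19 were at least 2-fold higher under HS and 21 under WH in DBA Aurora, and 2 and 3 in L6. These counts rest on 1 library per group, and the difference between the genotypes was not tested. Of 25 tested seed storage genes over both genotypes, 2 rose (7 without L6 CG) and 23 did not pass under HS (limma, adjusted p under 0.05), with 2 when adjusted over the list alone, and 1 rose (0 without L6 CG) and 24 did not pass under WH (limma, adjusted p under 0.05), with 1 when adjusted over the list alone. Under WS limma called 0, against 0 higher and 0 lower at an unadjusted p under 0.05.

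Of 8 tested pollen and anther genes, 1 rose (0 without DBA Aurora CG, 0 without DBA Aurora HS, 0 without DBA Aurora WH, 0 without L6 CG, 0 without L6 HS and 0 without L6 WH) and 7 did not pass under HS (limma, adjusted p under 0.05), with 0 when adjusted over the list alone. For pollen and anther genes, with no filter the 1 that rose under HS became 0, and with no trend the 1 that rose under HS became 0, and with rescaled libraries the 1 that rose under HS became 0, and with a pseudocount of 0.1 the 1 that rose under HS became 0. Under WS and WH it called 0, against 0 higher and 0 lower at an unadjusted p under 0.05 for WS and 1 higher and 0 lower at an unadjusted p under 0.05 for WH. The gene model TRITD_1Av1G000990, described as Protein TAR1, an rDNA-like sequence, was at 5.14 in CG, 80.4 under WS, 5.89 under HS and 7.10 under WH in DBA Aurora and at 5.63 in CG, 197 under WS, 48.5 under HS and 5.04 under WH in L6. Of 4 tested rDNA-like gene models, 1 rose (0 without DBA Aurora CG, 0 without DBA Aurora WS, 0 without L6 CG, 0 without L6 HS and 0 without L6 WS) and 3 did not pass under HS (limma, adjusted p under 0.05), with 1 when adjusted over the list alone. For rDNA-like gene models, with no filter the 1 that rose under HS became 0, and with rescaled libraries the 1 that rose under HS became 0. Under WS limma called 0, against 2 higher and 0 lower at an unadjusted p under 0.05, and 2 higher when adjusted over the list alone. Under WH it called 0, against 1 higher and 0 lower at an unadjusted p under 0.05.

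Several miRNA groups at 5 DPA have not been described above. osa-miR167a-5p_R+1, of a family that targets auxin response factors, was at 63.2 ± 13.7 (SD, n = 3) normalized reads in control leaves of DBA Aurora, 31.7 ± 7.91 under HS and 31.8 ± 11.5 under WH. In L6 it was at 43.0 ± 6.85 (SD, n = 3) in the control group and listed at 0 under HS and WH. Of 19 tested miR160, miR167, miR390 and miR393 members of DBA Aurora, 1 rose (0 without CG replicate 2, 0 without HS replicate 2 and 0 without HS replicate 3) and 3 fell (1 without CG replicate 1, 5 without CG replicate 2 and 1 without CG replicate 3) under HS and 2 rose (1 without CG replicate 1, 1 without CG replicate 2, 1 without CG replicate 3, 1 without HS replicate 2, 1 without WH replicate 1, 1 without WH replicate 2, 1 without WH replicate 3 and 1 without WS replicate 2) and 3 fell (1 without CG replicate 1, 1 without CG replicate 3 and 1 without WH replicate 3) under WH (limma, adjusted p under 0.05), with 1 higher and 2 lower under HS and 1 higher and 3 lower under WH when adjusted over the list alone. It called 0 under WS, against 1 higher and 0 lower under WS at an unadjusted p under 0.05, and 0 when adjusted over the list alone. After rescaling, 2 rose and 2 fell under HS. In DBA Aurora, with no filter the 2 that rose under WH became 1, and in a fit of all 120 libraries the 3 that fell under HS became 1. Of 19 tested such members of L6, 5 fell (1 without CG replicate 1, 1 without CG replicate 2, 3 without CG replicate 3 and 3 without WS replicate 2) under WS, 1 rose and 5 fell under HS and 3 rose (0 without CG replicate 2, 1 without CG replicate 3, 1 without WH replicate 1, 1 without WH replicate 3, 1 without WS replicate 1 and 1 without WS replicate 2) and 8 fell under WH (limma, adjusted p under 0.05), with 5 lower under WS, 1 higher and 5 lower under HS and 3 higher and 8 lower under WH when adjusted over the list alone. In L6, with rescaled libraries the 5 that fell under WS became 3, and in a fit of all 120 libraries the 5 that fell under WS became 3 and the 3 that rose under WH became 1, and in an unmoderated test on untransformed values the 1 that rose under HS became 2, and by distinct names the 1 that rose under HS became 2.

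Of 13 tested miR159, miR164 and miR319 members of DBA Aurora, which target MYB, NAC and TCP genes, 1 rose and 2 fell under HS and 1 rose and 2 fell (1 without CG replicate 1, 1 without CG replicate 3 and 1 without WH replicate 3) under WH (limma, adjusted p under 0.05), with 1 higher and 2 lower under HS and 1 higher and 2 lower under WH when adjusted over the list alone. It called 0 under WS, against 1 higher and 0 lower under WS at an unadjusted p under 0.05, and 0 when adjusted over the list alone. Rescaled libraries gave other numbers, in that 3 rose and 2 fell under HS. In a fit of all 120 libraries the 1 that rose under HS became 0 and the 1 that rose under WH became 0. Of 14 tested members of the same families in L6, 1 rose (2 without WS replicate 1) and 2 fell (1 without CG replicate 1, 0 without CG replicate 2 and 1 without CG replicate 3) under WS, 3 rose and 3 fell (1 without CG replicate 1 and 1 without CG replicate 2) under HS and 2 rose and 7 fell under WH (limma, adjusted p under 0.05), with 1 higher and 2 lower under WS, 3 higher and 3 lower under HS and 2 higher and 7 lower under WH when adjusted over the list alone. After rescaling, 3 rose and 2 fell under WS. In L6, in a fit of all 120 libraries the 1 that rose under WS became 0, the 2 that fell under WS became 1, the 3 that rose under HS became 0 and the 2 that rose under WH became 0. Of 19 tested miR156, miR172 and miR5200 members of DBA Aurora, 1 rose (2 without CG replicate 3) and 3 fell under HS and 2 rose and 1 fell (2 without HS replicate 1, 2 without HS replicate 3 and 2 without WH replicate 1) under WH (limma, adjusted p under 0.05), with 1 higher and 2 lower under HS and 2 higher and 1 lower under WH when adjusted over the list alone. It called 0 under WS, against 4 higher and 1 lower under WS at an unadjusted p under 0.05, and 0 when adjusted over the list alone. Rescaled libraries gave other numbers, in that 4 rose and 3 fell under HS. In a fit of all 120 libraries the 1 that fell under WH became 2, and in an unmoderated test on untransformed values the 1 that fell under WH became 2, and by distinct names the 1 that rose under HS became 2. Of 9 tested miR395, miR399 and miR827 members of DBA Aurora, 2 rose under HS and 3 rose under WH (limma, adjusted p under 0.05), with 2 higher under HS and 3 higher under WH when adjusted over the list alone. It called 0 under WS, against 4 higher and 0 lower under WS at an unadjusted p under 0.05, and with 2 higher and 0 lower under WS when adjusted over the list alone. Of 8 tested miR444 and miR5062 members of L6, 4 fell under WS, 1 rose and 4 fell under HS and 1 rose and 6 fell under WH (limma, adjusted p under 0.05), with 1 higher and 4 lower under WS, 1 higher and 4 lower under HS and 1 higher and 6 lower under WH when adjusted over the list alone. After rescaling, 2 rose and 4 fell under WS. Of 3 tested miR169 and miR171 members of L6, 1 fell under WH (limma, adjusted p under 0.05), with 1 lower under WH when adjusted over the list alone. It called 0 under WS and HS, and also 0 at an unadjusted p under 0.05, and 0 when adjusted over the list alone. In L6, by distinct names the 1 that fell under WH became 2. Of 3 tested such members of DBA Aurora, limma called 0 under WS, HS and WH, and also 0 at an unadjusted p under 0.05, and 0 when adjusted over the list alone.

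Among candidate miRNAs with the prefix PC, PC-5p-6347_5741 was listed at 0 in control DBA Aurora and was at 25.7 ± 3.92 (SD, n = 3) normalized reads under WS, 25.0 ± 8.12 under HS and 40.6 ± 4.74 under WH. In L6 it rose from 20.5 ± 2.67 (SD, n = 3) by a log2 fold change of 1.56 (standard error 0.27, limma adjusted p = 0.0010, and not past the threshold in a fit of all 120 libraries) under HS and 1.55 (standard error 0.27, limma adjusted p = 9.6e-04, and not past the threshold in a fit of all 120 libraries) under WH. PC-5p-1947_18258 of L6 rose from 189 ± 12.1 (SD, n = 3) to 466 ± 8.25 under HS (limma adjusted p = 1.3e-05). Of 40 tested candidates with the prefix PC in DBA Aurora, 1 rose (4 without CG replicate 2, 2 without WH replicate 2 and 2 without WS replicate 1) under WS, 7 rose (4 without CG replicate 1, 4 without CG replicate 3 and 4 without HS replicate 1) and 7 fell under HS and 12 rose and 5 fell under WH (limma, adjusted p under 0.05), with 3 higher under WS, 8 higher and 7 lower under HS and 14 higher and 5 lower under WH when adjusted over the list alone. Rescaled libraries gave other numbers, in that 13 rose and 7 fell under HS. With rescaled libraries the 1 that rose under WS became 2, and in a fit of all 120 libraries the 1 that rose under WS became 6 and the 5 that fell under WH became 8, and in an unmoderated test on untransformed values the 5 that fell under WH became 9. Of 51 tested such candidates in L6, 4 rose (2 without CG replicate 1) and 2 fell (1 without CG replicate 1, 1 without CG replicate 2 and 4 without WS replicate 3) under WS, 22 rose and 7 fell under HS and 23 rose and 13 fell under WH (limma, adjusted p under 0.05), with 3 higher and 2 lower under WS, 22 higher and 8 lower under HS and 24 higher and 13 lower under WH when adjusted over the list alone. In a fit of all 120 libraries the 4 that rose under WS became 2, the 2 that fell under WS became 0, the 22 that rose under HS became 9, the 7 that fell under HS became 4, the 23 that rose under WH became 9 and the 13 that fell under WH became 6.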
